# A single-cell multiomics roadmap of zebrafish spermatogenesis reveals regulatory principles of male germline formation

**DOI:** 10.1038/s44320-025-00157-7

**Published:** 2025-10-14

**Authors:** Ana María Burgos-Ruiz, Fan-Suo Geng, Gala Pujol, Estefanía Sanabria, Thirsa Brethouwer, María Almuedo-Castillo, Aurora Ruiz-Herrera, Juan J Tena, Ozren Bogdanovic

**Keywords:** Spermatogenesis, Zebrafish, Epigenetics, Single-cell Multiomics, DNA Methylation, Development

## Abstract

Spermatogenesis is the biological process by which male sperm cells (spermatozoa) are produced in the testes. Beyond facilitating the transmission of genetic information, spermatogenesis also provides a potential framework for inter- and transgenerational inheritance of gene-regulatory states. While extensively studied in mammals, our understanding of spermatogenesis in anamniotes remains limited. Here we present a comprehensive single-cell multiomics resource, combining single-cell RNA sequencing (scRNA-seq) and single-cell chromatin accessibility (scATAC-seq) profiling, with base-resolution DNA methylome (WGBS) analysis of sorted germ cell populations from zebrafish (*Danio rerio*) testes. We identify the major germ cell types involved in zebrafish spermatogenesis as well as key drivers associated with these transcriptional states. Moreover, we describe localised DNA methylation changes associated with spermatocyte populations, as well as local and global changes in chromatin accessibility leading to chromatin compaction in spermatids. Notably, we identify loci that evade global chromatin compaction, and which remain accessible, suggesting a potential mechanism for the intergenerational transmission of gene-regulatory states. In summary, this high-resolution atlas of zebrafish spermatogenesis provides a valuable resource for studying vertebrate germ cell development and epigenetic inheritance, while offering a robust framework for comparative analyses across diverse models of germ cell biology.

## Synopsis

A multiomics study of zebrafish spermatogenesis integrating scRNA-seq, scATAC-seq, and base-resolution DNA methylomes defines the chromatin and transcriptional states of germ cells, revealing the regulatory dynamics of this continuous process.

- Progressive transcriptional downregulation was observed during spermatogenesis, consistent with global chromatin condensation.
- Chromatin transitions from a more compact state in early spermatogonia to increased accessibility peaking in spermatocytes, followed by progressive condensation in spermatids.
- Unlike mammals, which undergo extensive genome-wide DNA methylation reprogramming during spermatogenesis, zebrafish show no such global reprogramming, with only localized methylation changes detected in spermatocytes.
- Unmethylated CpG-rich regions frequently retain open chromatin in elongated spermatids, supporting a potential role for these loci in maintaining regulatory information across generations.

## Abstract (web summary)

A multiomics study of zebrafish spermatogenesis integrating scRNA-seq, scATAC-seq, and base-resolution DNA methylomes defines the chromatin and transcriptional states of germ cells, revealing the regulatory dynamics of this continuous process.

## Introduction

Spermatogenesis is a biological process, which in animals occurs continuously throughout adult reproductive life. During spermatogenesis, mature haploid sperm cells (spermatozoa) are produced through a series of differentiation events from diploid spermatogonial stem cells (de Kretser et al, 1998). While it was initially believed that sperm solely provided its genetic material to the egg, myriad recent studies have revealed that environmental factors, such as poor diet, exposure to toxins, and stress, can disrupt gene-regulatory marks in sperm thereby influencing offspring traits (Argaw-Denboba et al, 2024; Boskovic and Rando, 2018; Lismer and Kimmins, 2023; Siklenka et al, 2015; Skvortsova et al, 2018). Understanding the process of spermatogenesis and its regulatory principles is thus of crucial importance for a thorough understanding of animal reproductive processes and infertility, with applications in assisted reproductive technologies, animal breeding, and diagnostics of diverse genetic and potentially epigenetic conditions. Single-cell sequencing technologies have enabled the generation of precise high-resolution atlases of human, mice, and primate spermatogenesis revealing both convergent and divergent pathways of spermatogenesis, each defined by their own markers, meiotic regulators, and specific ratios of germ cell populations (Green et al, 2018; Guo et al, 2018; Guo et al, 2020; Guo et al, 2021; Nie et al, 2022; Shami et al, 2020). Additionally, recent epigenome profiling studies have revealed that transcriptional changes during mammalian spermatogenesis are by and large paralleled by changes in chromatin accessibility (Huang et al, 2023), 3D genome structure (Alavattam et al, 2019; Vara et al, 2019), and that the initiation of meiosis is characterised by global DNA demethylation (Siebert-Kuss et al, 2024). Importantly, this global DNA methylome reprogramming event observed in spermatocytes was also observed during murine spermatogenesis (Huang et al, 2023), thus indicating a degree of evolutionary conservation in spermatogenesis-associated chromatin regulation. To date, the majority of genomic and imaging data of non-mammalian vertebrate (anamniote) spermatogenesis have been generated in the zebrafish (*Danio rerio*) teleost model (Leal et al, 2009; Schulz et al, 2010; Ye et al, 2023). Mammalian and zebrafish spermatogenesis share core processes but exhibit differences in regulation, cellular dynamics, and organisation, the most important of which is the anatomy of the testis itself. In zebrafish, testes are organised into discrete cysts where spermatogenesis occurs synchronously within each cyst (Yoshida, 2016). In mammals, on the other hand, spermatogenesis occurs in seminiferous tubules with radial organisation, whereas germ cells are organised in layers that progress from spermatogonia located near the basal membrane to mature sperm in the lumen (Griswold, 2016). Other major differences observed in spermatogenesis between zebrafish and mammals include modes of paracrine and endocrine signalling, spermatogenesis duration, and sperm anatomy. A recent single-cell RNA sequencing (scRNA-seq) study conducted on a single biological replicate provided a useful snapshot of germ cell populations present in the zebrafish testis (Qian et al, 2022), whereas other high-resolution genomics work described how aging (Sposato et al, 2024) and environmental factors (Haimbaugh et al, 2022; Pujol et al, 2025) impact on zebrafish spermatogenesis. However, detailed genome-scale descriptions of the regulatory dynamics of anamniote spermatogenesis are still lacking, hindering our full understanding of this crucial process. To generate high-resolution transcriptional and gene-regulatory atlases of zebrafish spermatogenesis, we employed scRNA-seq and single-cell chromatin accessibility (scATAC-seq) profiling in biological replicates and combined these datasets with low-input whole-genome bisulfite sequencing (WGBS) of germ cell populations sorted from zebrafish testes. In our work, we provide a detailed atlas of zebrafish male germ cell types, each characterised by multiple novel transcriptional drivers. Furthermore, we identify localised DNA methylation remodelling in spermatocytes as well as transitions in chromatin accessibility leading to global chromatin compaction during spermatogenesis. Finally, we characterise in detail the chromatin makeup of elongated spermatids, thus providing insight into loci with potential for intergenerational transmission of gene-regulatory states.

## Results

### Cell-type resolved transcriptomes of the zebrafish testis

To generate comprehensive transcriptional and regulatory maps of zebrafish spermatogenesis, we obtained single-cell suspensions from testes of adult males (*n* = 2) and prepared scRNA-seq and scATAC-seq libraries compatible with the 10x Genomics platform (Fig. 1A; Dataset EV1; Appendix Fig. S1). 

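The scRNA-seq data hold 2 libraries, replicate 1 and replicate 2, each from dissociated testes of adult males. In the 10x Genomics 3′ chemistry each captured transcript carries a unique molecular identifier (UMI), so that reads of one molecule are counted once. The authors deposited, for every barcode that Cell Ranger called a cell, the count of UMIs on each gene, without normalization. The files name genes by versioned Ensembl identifiers and give no positions, and 29201 of the identifiers got a symbol through reference tables of gene names, while 3319 did not. Stage labels came in replicate 1 from the part of the study's annotation that was available, which covers 1999 cells, and in replicate 2 from a vote of the 15 nearest labelled cells in a space of 30 principal components. The UMIs of all cells of a stage were then summed within each replicate, which gave 14 sums of 665131 to 14020911 UMIs with a median of 2622350. Fold changes between stages were estimated and tested on these sums with edgeR over the 13992 genes that passed its filter on low counts, and mean levels in stages are given as CPM, the UMIs on a gene scaled to a common total with edgeR's TMM factors. Levels in clusters, those set beside them and levels with an exact interval are scaled to the plain total of UMIs, without these factors. Each stage has 1 sum per replicate, so means and SDs are over n = 2 replicates, and intervals around counts of cells or UMIs cover counting error only. Log2 fold changes of a single replicate are differences of log2 CPM with a small count added. Those of both replicates can lie on the same side of the fitted value.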

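The matrix of replicate 1 held 3984 barcodes with 34153824 UMIs, and that of replicate 2 held 5996 barcodes with 52845050 UMIs, which makes 9980 barcodes together. The median barcode carried 6392 UMIs on 2436 genes in replicate 1 and 5860 UMIs on 2388 genes in replicate 2. The 13 genes whose symbols start with mt- took a median of 2.27% of a barcode's UMIs in replicate 1 and 1.94% in replicate 2.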

For RNA-seq, we sequenced a total of 8,432 cells from two biological replicates (Fig. EV1A,B). 

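Barcodes with fewer than 200 or more than 7000 genes, or with more than 5% of their UMIs on mitochondrial genes, were left out, with the limits that the paper's methods give. In replicate 1, 23 barcodes fell under the lower limit of genes, 124 lay over the upper limit and 846 over the mitochondrial limit. The same limits removed 65, 209 and 686 barcodes in replicate 2, where a barcode can fail more than 1 of them. In replicate 1, 3018 cells passed (75.8%, exact Clopper-Pearson 95% interval 74.4% to 77.1%), and in replicate 2, 5104 cells passed (85.1%, 84.2% to 86.0%). A mitochondrial limit of 10% moved these numbers most, to 3309 and 5358 cells. The median passing cell had 7295 UMIs on 2700 genes in replicate 1 and 6176 UMIs on 2487 genes in replicate 2. Leiden clustering of the 8122 passing cells of both replicates gave 12 clusters.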

After initial filtering for the number of expressed genes and percentage of mitochondrial reads, both replicates displayed comparable count profiles and unsupervised cluster numbers. Most cells belonged to germ cell populations, however, small populations of somatic cells (*n* = 125) (Appendix Fig. S2A,B), comprising Leydig (expressed markers: *insl3*, *cyp11a1*, *cyp17*, *star*, *hsd3bl*, and others) (Tremblay, 2015) (Appendix Fig. S2C; Dataset EV2), Sertoli (expressed markers: *krt18a.1*, *aldh1a2*, *fxyd6*, *olfml3*, *cxcl12* and others) (De Gendt et al, 2014; Gilbert et al, 2009; Qian et al, 2022; Raverdeau et al, 2012) (Appendix Fig. S3 and Dataset EV2), and hematopoietic immune cells (expressed markers: *rac2*, *coro1a*, *grap2* and others) (Deng et al, 2011; Li et al, 2012; Ma et al, 2001) (Appendix Fig. S4; Dataset EV2), were also identified. 

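Non-germ clusters held 51 of the 3018 passing cells of replicate 1 (1.69%, exact 95% interval 1.26% to 2.22%) and 84 of the 5104 of replicate 2 (1.65%, 1.32% to 2.03%). With a mitochondrial limit of 10% in place of 5% they held 75 and 128 cells. Clustered again on their own and named from fixed lists of markers, they fell into 6 clusters. The 2 Leydig clusters held 63 cells, 19 in replicate 1 and 44 in replicate 2. In these 2 clusters insl3 reached 159574 and 40030 CPM, against 63.5 in the 7054 other cells, which leave out the non-germ clusters and 2 clusters with hardly any cells of replicate 1, and star reached 14132 and 4145 against 3.79. In the second of them, of 18 cells, insl3 was seen in 13 cells and star, hsd3b1 and cyp11c1 in 4 each, so its levels come from few cells. With a resolution of 2 in place of 1, Leydig clusters held 13 and 36 cells, and immune clusters 13 and 18 with a new one of 14 cells. The immune cluster held 7 cells of replicate 1 and 10 of replicate 2, with 402 CPM on rac2 (exact Poisson 95% interval 265 to 585) and 387 on coro1a (253 to 567), against 16.6 and 18.0 in the 7054 other cells. Another cluster of 19 cells of replicate 1 and 2 of replicate 2 had all 9 distinct immune markers raised, with 719 CPM on rac2 (568 to 897), but none of them among its 10 leading genes, and was left unnamed. A further cluster, with 4 cells of replicate 1 and 16 of replicate 2, was led by ccl25b and krt15 and was left unnamed as well, although krt18a.1 reached 2184 CPM in it, aldh1a2 378 and cxcl12 1647.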

Interestingly, a subpopulation of Sertoli cells displayed specific expression of genes such as *gstt1a*, *gpx3*, *uraha*, *aqp3*, *gsdf* and others, as revealed by UMAP feature plots (Appendix Fig. S3B). These genes are associated with oxidative stress response, solute transport, and signalling functions, suggesting that this subset may represent a metabolically specialised or stress-responsive state. 

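The cluster that carried these genes held 14 cells, 2 of replicate 1 and 12 of replicate 2, with 17123 UMIs between them and a median of 1108.5 UMIs per cell. On gsdf it had 125 UMIs, 7300 CPM with an exact Poisson 95% interval of 6077 to 8698, against 1.75 CPM in the 7054 cells outside the non-germ clusters and the 2 clusters nearly all from replicate 2. On gpx3 it had 24 UMIs, 1402 CPM (898 to 2086) against 0.629, and on uraha 15 UMIs, 876 CPM (490 to 1445) against 0.298. The 4 UMIs of gstt1a made 233.6 CPM (63.7 to 598) against 1.69. The Sertoli genes krt18a.1 and aldh1a2 were present in the same cluster at 1986 and 759 CPM. The Sertoli markers cxcl12, fxyd6 and fshr, which the paper also names, had 0 UMIs there, which allows up to 215 CPM each. With 2 cells from replicate 1, the cluster rests on replicate 2.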

Alternatively, the divergence might reflect spatial heterogeneity within the testis, or a temporary functional programme related to germ cell interaction. Overall, the identified proportion of somatic cells (1.8%) is in line with previous zebrafish studies (Qian et al, 2022; Sposato et al, 2024); however, we acknowledge that this is likely an underrepresentation due to technical limitations associated with cell size and tissue dissociation, as noted previously (Sposato et al, 2024). Given the high concordance of the two datasets, after excluding clusters exclusive to a single replicate and selecting only germ cell clusters, we integrated both replicates to obtain a total of 6755 cells (Fig. 1B). 

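Of the 12 clusters, 2 had less than 5% of their cells from replicate 1 after weighting for the number of cells per replicate, and the 929 cells of replicate 2 in them got no stage. No cluster was exclusive to replicate 1. A further 112 cells of replicate 1 passed the filters and lay within the range of the available annotation but were not in it, and 165 cells of replicate 2 were nearest to those cells. Another 907 passing cells of replicate 1 lay outside that range and were not used for stages, so that 1999 cells of replicate 1 and 4010 of replicate 2 had a stage. The non-germ clusters were not removed as such. Of their 84 cells in replicate 2, 74 were nearest to cells not in the annotation and 10 took a stage, and of their 51 cells in replicate 1, 1 has a stage in the annotation. Across the 13992 genes tested, the summed profiles of the 2 replicates correlated with a Pearson r between 0.906 in SPT-e and 0.978 in SPG-Ad. This correlation is across genes, which are not independent replicates. The biological coefficient of variation that edgeR estimated between replicates was 0.179.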

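To measure how far labels carry over from one cell to its neighbours, the study's labels of the 1999 annotated cells of replicate 1 were hidden in 10 parts in turn and predicted from the rest. The prediction returned the study's label for 87.3% of the cells, and that label or a neighbouring stage for 95.0%. Recovery was 87.3% for SPG-Aun, 84.9% for SPG-Ad, 95.7% for SPC-I, 89.6% for SPC-II, 96.4% for SPT-r and 95.8% for SPT-e. For SPG-B it was 37.6%. Of the 178 cells that the study calls SPG-B, 67 were predicted as such, among 92 cells predicted as SPG-B in all. More of the 178, namely 72, were predicted as SPG-Aun, with 17 as SPG-Ad and 22 as SPC-I. Transferred labels of SPG-Aun can thus hold SPG-B cells. Of the 112 cells of replicate 1 within the range but not in the annotation, 66.1% were recovered as such. The others took a stage, most often SPG-Aun with 16 cells. The prediction did not use 781 genes. They are the genes named from the paper, the Fig. 1E markers, the gene sets, the cell type markers and the list of 162 driver genes. The list of 604 driver genes and the genes with the largest change between neighbouring stages were not left out as such.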

After manual curation of the clusters, which was based on expression of previously defined marker genes (Qian et al, 2022; Ye et al, 2023), we annotated major germ cell populations: undifferentiated spermatogonia-A (SPG-Aun), differentiated spermatogonia-A (SPG-Ad), spermatogonia B (SPG-B), primary spermatocytes (SPC-I), secondary spermatocytes (SPC-II), round spermatids (SPT-r), and elongated spermatids (SPT-e) (Figs. 1B,C and EV1C). Given the critical role of spermatogonia in maintaining stem cell potential and initiating spermatogenic commitment, we next focused on delineating potential differentiation trajectories within this compartment. To this end, we employed RNA velocity analysis (La Manno et al, 2018) to infer both the direction and magnitude of predicted transcriptional progression across SPG populations. In our analysis, we observed prominent velocity vectors extending from undifferentiated spermatogonia (SPG-Aun) toward differentiated spermatogonia (SPG-Ad), aligning with the expected direction of developmental commitment. Notably, a subset of SPG-Ad cells exhibited velocity vectors oriented towards the undifferentiated state (SPG-Aun) (Appendix Fig. S5), suggesting transcriptional plasticity and potential reversibility within this compartment. These observations indicate that both undifferentiated and differentiated SPG populations may contribute to the emergence of SPG-B cells, reflecting a metastable and uncommitted cellular landscape, consistent with the dynamic plasticity previously reported in human spermatogonia populations (Guo et al, 2018).

**Figure 1:**
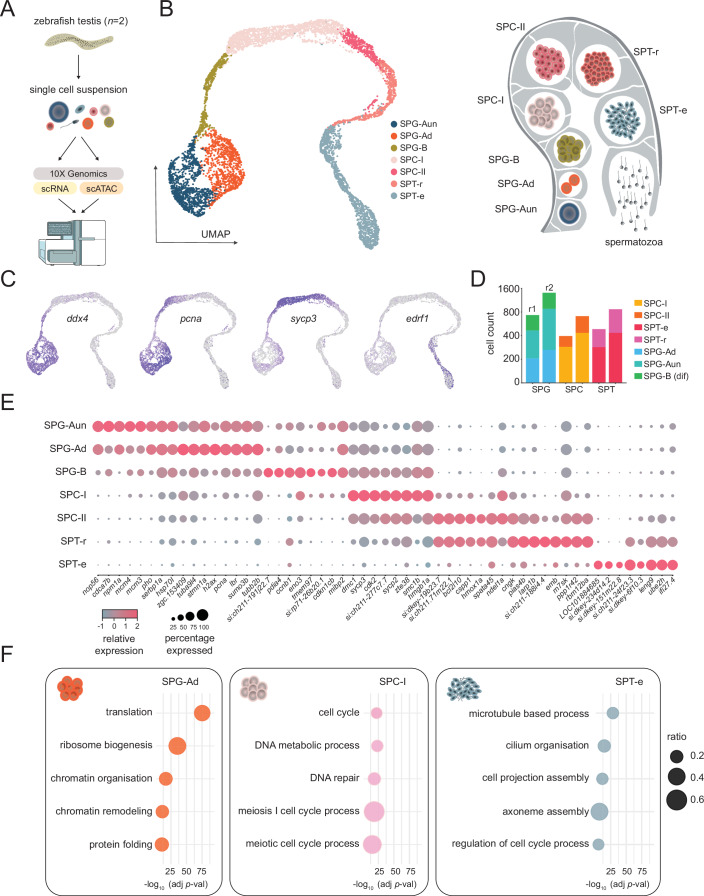
Single-cell RNA-sequencing (scRNA-seq) of the zebrafish testis. (**A**) Schematic representation of experimental design and sequencing strategy. (**B**) Left panel: UMAP (uniform manifold approximation and projection) plots of the zebrafish testis tissue with annotated cell types: undifferentiated spermatogonia-A (SPG-Aun), differentiated spermatogonia-A (SPG-Ad), spermatogonia B (SPG-B), primary spermatocytes (SPC-I), secondary spermatocytes (SPC-II), round spermatids (SPT-r), and elongated spermatids (SPT-e). Right panel: schematic drawing of the spermatogenesis process in *Danio rerio*. (**C**) Examples of marker gene expression: *ddx4* (SPG), *pcna* (proliferation), *sycp3* (SPC), *edrf1* (SPT). (**D**) Number of cells per cell type across both biological replicates (r1—replicate 1, r2—replicate 2). (**E**) Average expression level and percentage of cells expressing each marker gene. (**F**) Most highly significant gene ontology processes associated with marker genes for SPG-Aun, SPC-I, and SPT-e. Log-transformed (−log10) adjusted *P* values (FDR) are represented on *x* axes. Enrichment *P* values were computed with Fisher’s exact one-tailed test (cumulative hypergeometric). Source data are available online for this figure.

**Figure EV1:**
scRNA-seq quality control, marker genes and GO enrichments. (**A**) Quality control metrics for scRNA-seq replicates showing the relationship between counts, detected gene numbers, and mitochondrial DNA percentage. (**B**) UMAP (uniform manifold approximation and projection) plots of the zebrafish testis tissue denoted by Seurat clusters before filtering. (**C**) Distribution of average counts, and average gene numbers across the spermatogenic lineage. (**D**) Expression UMAP for canonical marker genes for SPG (*ddx4*), SPG-Aun (*eno3*, *e2f5* and *ripply2*), SPG-Ad(*hist1h2a6*), SPT-e (*edrf1*), SPC (*sycp3*) and proliferation (*pcna*). (**E**) Dot plot of the top 5 GO biological processes enriched using marker genes for each cell type. The x-axis shows adjusted *P* values (FDR), and dot size reflects the ratio of intersected to total terms. Enrichment *P* values were computed with Fisher’s exact one-tailed test (cumulative hypergeometric).

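Among the cells with a stage, SPG made up 38.9% in replicate 1 (exact Clopper-Pearson 95% interval 36.8% to 41.1%) and 40.5% in replicate 2 (39% to 42.1%). SPC made up 28.7% (26.7% to 30.7%) and 27.9% (26.5% to 29.3%), and SPT 32.4% (30.4% to 34.5%) and 31.6% (30.1% to 33.0%). For these 3 classes the replicates differed by 1.60, −0.759 and −0.845 percentage points, within the intervals. Within SPG the stages differed more, but replicate 1 carries the study's labels and replicate 2 transferred ones. SPG-Aun had 308 cells in replicate 1 (15.4%, 13.8% to 17.1%) and 1126 in replicate 2 (28.1%, 26.7% to 29.5%), SPG-Ad had 292 (14.6%) and 410 (10.2%), and SPG-B had 178 (8.90%) and 89 (2.22%). With transferred labels in both replicates the difference in SPG-Aun went from 12.7 to 7.51 points and that in SPG-B from −6.69 to −2.36 points. With clusters named from markers in both replicates that in SPG-Aun was −22.7 points and that in SPG-Ad 22.9, but the cluster named SPG-Ad there had no marker of that stage among its 10 leading genes. For SPC-I, SPC-II, SPT-r and SPT-e the shares of the replicates lay within 1 point of each other, at 21.9% and 20.9%, 6.75% and 6.98%, 11.1% and 10.3%, and 21.3% in both. Each replicate is 1 library, so differences in shares were not tested.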

We next assessed the total number of cells within each population and found comparable representation of major germ cell types across biological replicates (Fig. 1D), consistent with previous observations (Sposato et al, 2024). Nevertheless, these proportions differ from those reported in histological studies (Leal et al, 2009), which typically show spermatogonia as a minor population. The relative enrichment of spermatogonia in our scRNA-seq dataset likely reflects a known technical artefact; during enzymatic or mechanical tissue dissociation and microfluidic capture, more resilient cells, such as spermatogonia, are preferentially recovered, whereas more fragile or structurally embedded cells, such as spermatids, are often underrepresented. This phenomenon has been documented previously (Denisenko et al, 2020) and likely explains the distribution observed in our dataset. Moreover, we observed that the spermatogenesis process is paralleled by a gradual transcriptional shutdown, with elongated spermatids being almost entirely transcriptionally quiescent (Fig. EV1D). 

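The median cell of SPG-Aun had 10774 ± 650 UMIs (mean of the replicate medians ± SD, n = 2) and that of SPG-Ad 12453 ± 1068. From there the median fell to 7453 ± 11.7 UMIs in SPG-B and 6100 ± 352 in SPC-I. It then stood higher again, at 6868 ± 119 in SPC-II and 8430 ± 612 in SPT-r, before it fell to 1373.5 ± 0.707 in SPT-e. The ratio of SPC-II over SPC-I was 1.13 ± 0.0456 and that of SPT-r over SPC-II 1.23 ± 0.110, both larger than their spread between replicates. SPT-e had 0.163 ± 0.0119 of the UMIs of SPT-r, a 6.12-fold difference, and 0.111 ± 0.00944 of those of SPG-Ad, a 9.03-fold difference. The alternative that moved the ratio of SPT-e over SPT-r most was the mean over cells in place of the median, with 0.188. Genes detected per cell mostly followed the UMIs, with 3535 ± 296 in SPG-Ad, 2411 ± 47.4 in SPC-I, 2945.5 ± 60.1 in SPC-II, 2988 ± 80.3 in SPT-r and 783 ± 7.78 in SPT-e. The exception was SPT-r over SPC-II, where the ratio of genes was 1.015 ± 0.0480, within its spread, with 0.981 in replicate 1 and 1.049 in replicate 2. When every cell was thinned to 500 UMIs, the median was 366 genes in SPG-Ad, 396 in SPC-I, 423 in SPC-II, 415 in SPT-r and 375 in SPT-e. At that equal depth SPT-e over SPG-Ad was 1.03 ± 0.0115 and SPT-e over SPT-r 0.906 ± 0.0124.

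**Figure D1:**
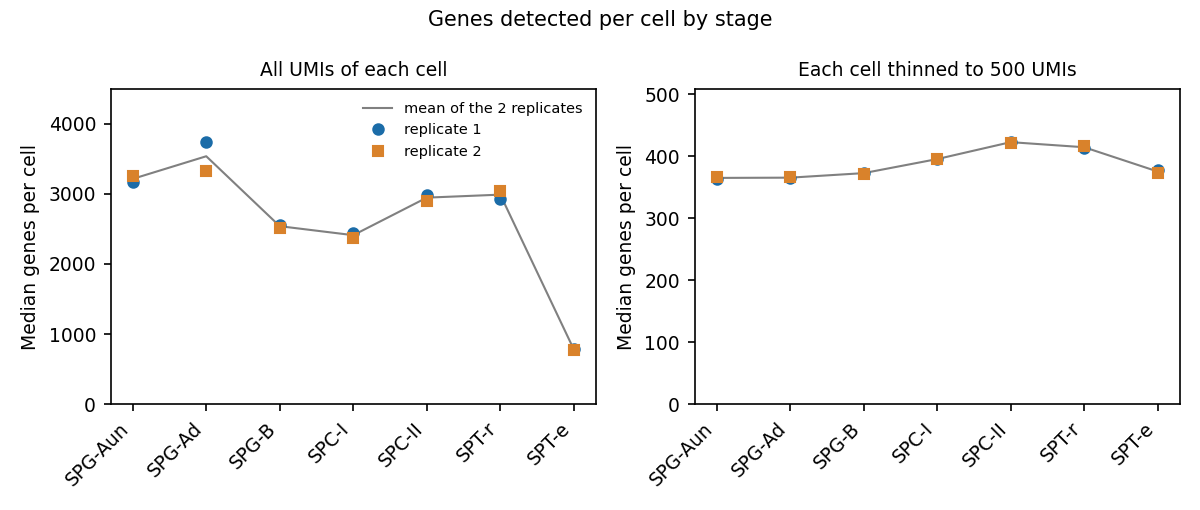
Median number of genes detected per cell by stage, with all UMIs of each cell (left) and with each cell thinned to 500 UMIs (right). Points are the 2 replicates and the line is their mean, which falls from 2988 genes in SPT-r to 783 in SPT-e with all UMIs and from 415 to 375 at 500 UMIs.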

To better understand the RNA processing dynamics during spermatogenesis, we first examined the proportion of exonic and intronic reads across germ cell populations (Appendix Fig. S6A). Intronic reads, which primarily represent unspliced pre-mRNA, can serve as a proxy for nascent transcription (La Manno et al, 2018). We found that the ratio of intronic to exonic reads remained relatively constant from spermatogonia to spermatids, suggesting a coordinated downregulation of both transcription and mRNA abundance without substantial accumulation of mature transcripts in later stages. We next quantified the absolute number of intronic reads per cell across biological replicates (Appendix Fig. S6B). This analysis revealed a progressive reduction in intronic read counts from early to late germ cell stages, consistent with a gradual decline in transcriptional activity during spermatid maturation (Fig. EV1D). Together, these findings support a model of transcriptional shutdown that occurs in a stepwise manner, likely involving both repression of transcription initiation and increased transcript turnover.

Following the assessment of transcriptional dynamics, we next focused on the identification of marker genes associated with each cell population. This analysis, based on the newly assigned cell-type identities, besides identifying previously described germline genes, identified dozens of novel cell-type-specific markers of zebrafish spermatogenesis (Fig. 1E; Dataset EV3). 

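Each stage was compared with the mean of the other 6, and a gene was called higher or lower when its adjusted p was under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and its log2 fold change was beyond 0.25, the study's limit. The numbers of genes higher and lower were 5660 and 3430 in SPG-Aun, 5432 and 3332 in SPG-Ad, 2456 and 2954 in SPG-B, 3680 and 2111 in SPC-I, 3681 and 2837 in SPC-II, 4953 and 4823 in SPT-r, and 3425 and 3432 in SPT-e. Of the 13992 genes tested, 12844 were called higher in at least 1 stage, 10517 in 2 or more, and 2327 in 1 stage alone. The genes called in 1 stage alone were 353 in SPG-Aun, 184 in SPG-Ad, 94 in SPG-B, 543 in SPC-I, 223 in SPC-II, 587 in SPT-r and 343 in SPT-e. These numbers moved most when the number of cells was used as the scale in place of the library size, which left 965 genes higher in SPT-e. In simulated sums with 200 changed genes among 13992, the comparison of SPC-I with the other 6 stages recovered 182 of the 200 and called 14 unchanged genes. These calls used the adjusted p without the fold limit, and far fewer genes changed than were called in the data. Fig. 1E lists 54 markers, of which 45 could be matched to 1 identifier each. All 45 were called higher in the stage for which the figure lists them, with a median log2 fold change of 3.02. The listed stage had the highest CPM for 36 of the 45 in replicate 1 and for 37 in replicate 2. None of the 7 matched markers of SPC-II was highest there in either replicate, although all 7 were higher there than in the mean of the other stages. The study chose these markers on the same samples, so the counts are not independent evidence.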

We next assessed gene ontology enrichments corresponding to the identified marker genes, which revealed categories in accord with their cellular function (Figs. 1F and EV1E; Dataset EV4). For example, SPG-Aun and SPG-Ad populations were enriched in terms associated with ribosome biogenesis and translation, further supporting the findings that the transition from self-renewal to germline differentiation is dependent on ribosome biogenesis and increased protein synthesis (Kawasaki et al, 2025). 

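Enrichment was measured on sets of genes fixed by symbol, since the lists behind the ontology terms were available only in part. The 95 ribosomal protein genes took 26.5% ± 1.21 of all UMIs in SPG-Aun (SD, n = 2 replicates), 25.4% ± 1.07 in SPG-Ad, 23.9% ± 0.587 in SPG-B, 14.5% ± 0.0677 in SPC-I and 3.95% ± 1.03 in SPT-r. Relative to the other 5 stages, SPG-Aun and SPG-Ad together had a median log2 fold change of 1.70 over the 92 ribosomal protein genes tested, against 0.29 over all genes, and 87 of the 92 were higher. The rank of these genes among all others gave an adjusted p of 1.44e-18 over the 5 sets tested in camera, a set test of limma, here run with a preset correlation of 0.01 between genes. Nucleolar genes of ribosome biogenesis took 0.887% ± 0.0936 of UMIs in SPG-Aun, 0.784% ± 0.0756 in SPG-Ad and 0.304% ± 0.0304 in SPG-B. For 76 of them the median log2 fold change was 2.87, 74 were higher, and limma's camera gave an adjusted p of 1.09e-31. Both medians stayed above that of all genes under all alternatives and moved most with the number of cells as the scale, to 2.77 and 3.93.

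**Figure D2:**
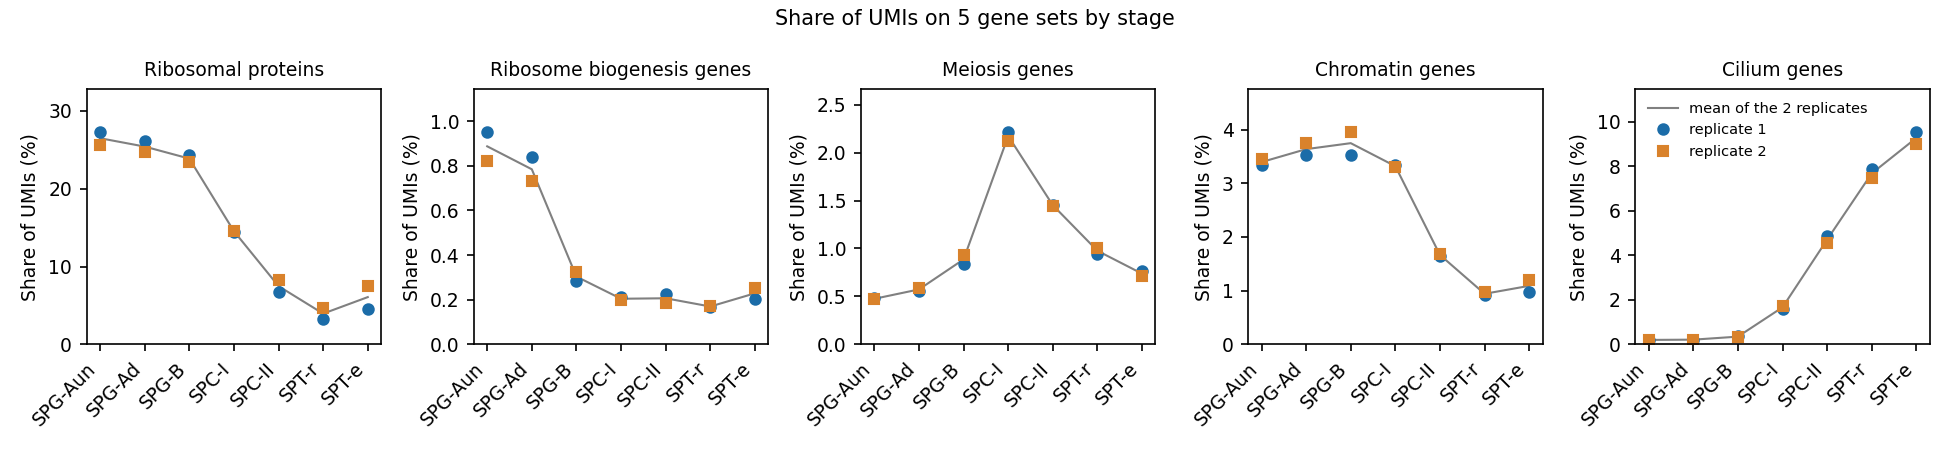
Share of UMIs, in percent, on 5 sets of genes in each of the 7 stages, with points for the 2 replicates and a line for their mean. Ribosomal protein and ribosome biogenesis genes are highest in SPG-Aun at 26.5% and 0.887%, meiosis genes in SPC-I at 2.17%, chromatin genes in SPG-B at 3.75% and cilium genes in SPT-e at 9.28%.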

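For meiosis, 44 of 55 listed genes were in the files, such as dmc1, spo11 and sycp3, and together they took 0.573% of UMIs in SPG-Ad, 0.886% ± 0.0619 in SPG-B (SD, n = 2), 2.17% ± 0.0666 in SPC-I and 1.45% ± 0.00833 in SPC-II. In SPC-I against the other 6 stages, 38 of the 41 meiosis genes tested were higher, with a median log2 fold change of 1.77 against 0.14 over all genes (adjusted p = 5.06e-39 from limma's camera). The 148 cilium genes, among them those named cfap, dnah, tekt or ift, took 0.200% of UMIs in SPG-Aun, 1.67% ± 0.114 in SPC-I, 4.71% ± 0.201 in SPC-II, 7.69% ± 0.292 in SPT-r and 9.28% ± 0.403 in SPT-e. In SPT-r with SPT-e against the other 5 stages, 142 of the 144 tested were higher, with a median of 4.17 against −0.41 over all genes (adjusted p = 3.88e-93 from limma's camera).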

SPC-I cells were enriched in terms associated with meiosis and DNA repair (Griswold, 2016), whereas SPT-r and SPT-e populations displayed enrichment in terms linked to cilium assembly (Mirvis et al, 2018). 

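Genes of chromatin, a set of 185 symbols such as those of the smarc, hdac, kdm, kmt and dnmt families, took 3.39% ± 0.0859 of UMIs in SPG-Aun (SD, n = 2), 3.63% ± 0.151 in SPG-Ad, 3.75% ± 0.306 in SPG-B, 3.32% ± 0.0340 in SPC-I and 0.942% in SPT-r. The difference between SPG-Ad and SPG-B was smaller than their spread. In SPG-Ad against the other 6 stages, 129 of the 171 genes tested were higher, with a median log2 fold change of 0.81 against 0.23 over all genes (adjusted p = 3.97e-06 from limma's camera). In replicate 2 alone the median was 0.63.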

Interestingly, the SPG-Ad population was enriched in categories such as “chromatin remodelling” and “chromatin organisation”, indicative of chromatin structure changes taking place during spermatogonial differentiation. Having identified marker genes that recapitulate germ cell-specific patterns of expression, we next wanted to search for major spermatogenesis drivers, genes that exhibit dynamic expression patterns, which reflect temporal or progressive changes during spermatogenesis. To that end, we applied an unsupervised approach for inferring linear developmental chronologies from scRNA-seq data (Cannoodt et al, 2016) and identified 162 genes (Figs. 2A and EV2A; Dataset EV5). Moreover, to validate our driver gene set we applied an alternative approach for trajectory inference which combines dimensionality reduction with graph-based methods (Cao et al, 2019) (Fig. 2B). This approach resulted in a somewhat less conservative gene population (*n* = 608), 97% of which overlapped our initial driver set (Fig. EV2B). 

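Dataset EV5 names 162 driver genes from this approach, of which 148 could be matched to 1 identifier each and passed the filter on low counts. An F test over the 7 stages with edgeR's quasi-likelihood fit called all 148 at an adjusted p under 0.05, over all genes tested as well as adjusted over the list alone. The same test called 12529 of all 13992 genes, 89.5%. The study chose the list on these samples, so the count adjusted over the list alone is not independent evidence. In replicate 1 the highest CPM lay in SPT-e for 66 of the 148, in SPG-Aun, SPG-Ad and SPC-I for 26 each, in SPG-B for 3 and in SPT-r for 1. In replicate 2 it lay in SPT-e for 65, in SPG-Aun for 45, in SPC-I for 25, in SPG-Ad for 10, in SPT-r for 2 and in SPG-B for 1. SPC-II was the highest stage of none of the 148 in either replicate. The 2 replicates had the same highest stage for 125 of the 148 and the same or a neighbouring stage for 141, and the median gene ranged over 4.55 log2 units between its highest and lowest stage.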

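Dataset EV5 lists 604 names from this second method, and 545 of them were matched and tested. Across stages 544 of the 545 were called over all genes tested and 545 adjusted over the list alone, which again is not independent evidence. In replicate 1 the highest stage was SPT-e for 179 genes, SPG-Aun for 130, SPC-I for 59, SPT-r for 57 and SPG-B for 17, with the others in SPG-Ad. In replicate 2 it was SPG-Aun for 209, SPT-e for 168, SPT-r for 67, SPC-I for 53, SPG-Ad for 44 and SPG-B for 4. The replicates had the same highest stage for 444 genes and the same or a neighbouring one for 522. Both lists share 158 names, which are 97.53% of the 162 names of the first list and 26.2% of the 604 of the second.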

We next proceeded to experimentally validate drivers corresponding to major germ-cell populations by fluorescent in situ hybridisation. We chose three novel drivers: *setb*, *hmgb1b*, and *ckba* that displayed distinct expression profiles corresponding to early, mid, and late spermatogenesis stages, respectively (Fig. 2C and EV2C). 

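The files list setb as ENSDARG00000003920.8, and its level was 1387 ± 62.6 CPM in SPG-Ad (SD, n = 2), 841 ± 118 in SPG-B and 179 ± 19.0 in SPC-I. It was higher in SPG than in SPC by a log2 fold change of 3.33 (SE 0.15, adjusted p = 6.13e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between SPC and SPT it differed by 0.15 (SE 0.15, adjusted p = 0.411 from the same test), with 0.52 in replicate 1 and −0.40 in replicate 2. That contrast passed the limit without TMM normalization (0.66), with the number of cells as the scale (1.54) and with clusters named from markers (0.43), and turned to −0.08 without the filter on low counts and −0.11 with DESeq2. The files also hold seta (ENSDARG00000031495.6), with which the authors' counting could have shared reads of setb. For hmgb1b (ENSDARG00000030479.7) the level was 2244 ± 196 CPM in SPG-Ad, 2793 ± 48.8 in SPG-B, 3685 ± 321 in SPC-I, 757 ± 280 in SPC-II and 211 ± 88.7 in SPT-r. Averaged over their stages, SPC stood 2.08 above SPT on the log2 scale (SE 0.20, adjusted p = 1.37e-07, same test), while SPG stood 0.49 above SPC (SE 0.17, adjusted p = 0.0187, same test). The second of these was not past the limit without TMM normalization (0.28) or with features centred within replicate (0.38), and its adjusted p ranged from 0.000566 to 0.142 over the alternatives. The level of ckba (ENSDARG00000069752.7) was 122 ± 24.7 CPM in SPG-Ad, 1360 ± 215 in SPC-I, 2918 ± 71.1 in SPC-II, 7158 ± 965 in SPT-r and 10875 ± 2558 in SPT-e, with a log2 fold change of −3.85 in SPG against SPC (SE 0.16, adjusted p = 2.10e-12, same test) and −2.15 in SPC against SPT (SE 0.17, adjusted p = 1.59e-08). The value of ckba in SPC against SPT ranged from −2.92 to −0.74 over the alternatives. Cells of SPT-e held far fewer UMIs than those of SPT-r, so a higher CPM of ckba there need not mean more UMIs per cell. The gene ddx4 (ENSDARG00000014373.11), a reference of the staining, was 2.81 higher in SPG than in SPC (SE 0.19), with 0.46 between SPC and SPT that came from replicate 1 (0.80, against −0.003 in replicate 2).

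**Figure D3:**
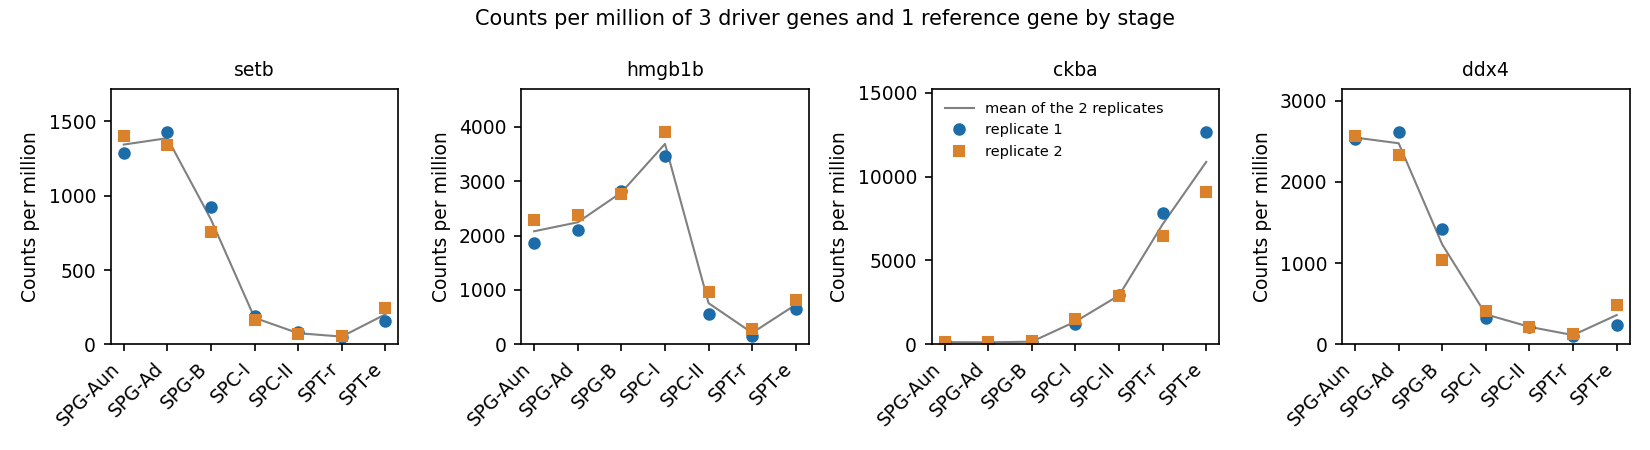
CPM of setb, hmgb1b, ckba and ddx4 in the 7 stages, with points for the 2 replicates and a line for their mean. The mean of setb is highest in SPG-Ad at 1387 CPM, that of hmgb1b in SPC-I at 3685 and that of ckba in SPT-e at 10875.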

All three targets were characterised by strong staining in germ-cells with *setb* signal coinciding with *ddx4*, a canonical spermatogonial marker (Ye et al, 2023), and *ckba* co-staining with *sumo1*, a marker of later spermatogenesis stages (Vigodner and Morris, 2005). Expectedly, *hmgb1b* displayed an intermediate staining profile in line with its expression pattern in spermatocytes (Fig. 2D). Overall, our single-cell transcriptomes of the zebrafish testis provide a comprehensive overview of zebrafish spermatogenesis, delineate novel cell-type-specific driver genes, and provide insight into cellular function.

**Figure 2:**
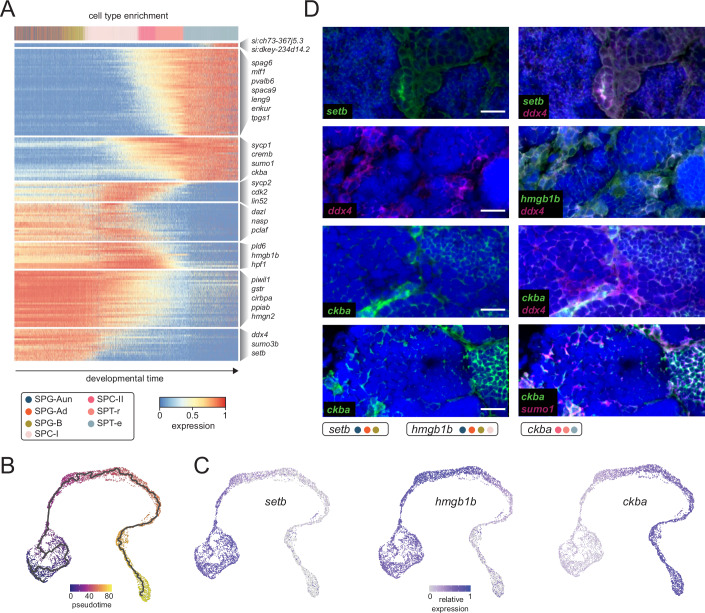
Driver genes of zebrafish spermatogenesis. (**A**) Heatmap showing gene (*n* = 158) expression dynamics, with cells ranked according to their position in an inferred trajectory using SCORPIUS. Cells are colour-coded by cell type, with key genes highlighted in clusters corresponding to trajectory-driven modules. (**B**) UMAP (uniform manifold approximation and projection) plots of the zebrafish testis tissue denoted by pseudotime and trajectory using Monocle. (**C**) Expression pattern of newly identified spermatogenesis driver genes (*setb*, *hmgb1b* and *ckba*). (**D**) Double fluorescent in situ validation of *setb*, *hmgb1b* and *ckba* against previously defined markers (*ddx4*, *sumo1*). Scale bars: 10 µm. Source data are available online for this figure.

**Figure EV2:**
Trajectory analysis and expression profiles of spermatogenesis driver genes. (**A**) Heatmap of drive genes across the inferred trajectory of spermatogenesis. Samples ranked by pseudotime trajectory inferred by SCORPIUS. Rows represent genes grouped by hierarchical clustering with distinct expression patterns. (**B**) Comparison of gene drivers for spermatogenesis calculated using Monocle3 and SCORPIUS software. (**C**) UMAP examples for gene drivers obtained from the trajectory analysis identified by both Monocle3 and SCORPIUS.

### Localised DNA methylation changes characterise spermatocyte formation

To provide insight into gene-regulatory processes taking place during spermatogenesis, we next studied DNA methylation (5mCG), a major gene-regulatory mark required for spermatogenesis (Barau et al, 2016; Dura et al, 2022). Moreover, 5mCG is stably maintained throughout the anamniote life cycle thereby offering a potential template for paternal epigenetic inheritance (Jiang et al, 2013; Potok et al, 2013; Ross et al, 2023; Skvortsova et al, 2019). To that end, we generated base resolution DNA methylome (WGBS) datasets from germ cell populations sorted from zebrafish testes (Fig. 3A). We obtained a mix of undifferentiated and differentiated spermatogonia (SPG), SPC-I, SPT-r populations, as well as mature sperm (SP) (Fig. 3B,C). To investigate whether zebrafish spermatogenesis is characterised by global DNA methylome reprogramming processes akin to those observed in eutherian mammals (Huang et al, 2023; Siebert-Kuss et al, 2024), we first assessed global 5mCG levels in these cell populations and found that the DNA methylome is stably maintained throughout spermatogenesis (Fig. 3D). Similarly, we observed strong correlation (*r* = 0.94–0.96), between distinct spermatogenesis stages when 5mCG levels were compared in 10 kb genomic blocks (Figs. 3E and EV3A). To identify genomic regions exhibiting localised changes in 5mCG, we analysed DNA methylome profiles to detect differentially methylated regions (DMRs) > 100 bp long and with a minimum change in the fraction of methylated CpG sites (ΔmCG) of 0.2 (*P* < 0.05, Wald test). This approach revealed 3879 localised changes in DNA methylation occurring during zebrafish spermatogenesis. *K*-means clustering (*k* = 4) revealed different clusters all of which were predominantly characterised by changes in 5mCG states associated with the SPC-I population (Fig. 3F,G). Those involved both hypo- and hypermethylated regions in SPC-I. The identified DMRs likely arise from a combination of active de novo methylation, driven mainly by high expression of *dnmt3bb.2*, and passive demethylation, potentially due to reduced *dnmt1* expression during these stages (Fig. EV3B). 

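Of the genes for DNA methylation, its removal and its binding, 14 were matched to 1 identifier each and 12 had enough counts to test, while dnmt3bb.1 and mbd1a had no identifier in the name tables. For dnmt3bb.2 (ENSDARG00000057830.7) the level was 32.6 ± 6.23 CPM in SPG-Aun (SD, n = 2), 24.8 ± 5.70 in SPG-Ad, 13.2 ± 5.08 in SPG-B, 13.1 ± 2.66 in SPC-I and 14.8 ± 6.56 in SPC-II. SPC-I stood at a log2 fold change of −0.93 against SPG-Ad (SE 0.34, adjusted p = 0.0282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.27 against the mean of the other 6 stages (SE 0.28, adjusted p = 0.475, same test). The adjusted p of the first ranged from 0.000196 to 0.0928 over the alternatives, and was above 0.05 without TMM normalization, with clusters named from markers and with DESeq2. The level of dnmt3bb.3 (ENSDARG00000057863.8) was 84.2 ± 12.0 CPM in SPG-Ad and 85.8 ± 3.39 in SPC-I, a log2 fold change of 0.03 (SE 0.18, adjusted p = 0.907, same test) that turned to −0.90 with the number of cells as the scale, and it was 0.89 above the other 6 stages (SE 0.14, adjusted p = 9.09e-05). These 2 genes are paralogs, and the authors' counting could have split reads between them. The level of dnmt1 (ENSDARG00000030756.8) was 101 ± 40.3 CPM in SPG-Ad, 48.8 ± 9.47 in SPG-B, 65.4 ± 25.5 in SPC-I, 8.63 ± 3.02 in SPC-II and 5.08 ± 1.37 in SPT-r. SPC-I against SPG-Ad gave −0.64 for dnmt1 (SE 0.31, adjusted p = 0.0957, same test), with −0.57 in replicate 1 and −0.58 in replicate 2. With the replicate as a block the same contrast was −0.63 (adjusted p = 0.0185) and with the number of cells as the scale −1.57 (adjusted p = 0.000935), in a range from 0.000935 to 0.507 over the alternatives. Against the mean of the other 6 stages, SPC-I stood 1.16 higher (SE 0.25, adjusted p = 0.00122, same test), with 1.54 in replicate 1 and 0.62 in replicate 2, and SPC-II with SPT-r stood at −3.21 against the other 5 (SE 0.29, adjusted p = 3.35e-08). The levels of dnmt3ab and dnmt3ba also fell from SPG-Ad to SPC-I, by 2.37 and 1.64 on the log2 scale.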

The absence of *tet1*, *tet2* and *tet3* expression in spermatocytes supports the view that active DNA demethylation is unlikely to contribute significantly to methylation dynamics during this stage of spermatogenesis. Instead, changes in 5mCG are more likely driven by a combination of de novo methylation and passive mechanisms. In addition, the differential expression of methyl-CpG binding domain (MBD) proteins suggests stage-specific interpretation of methylation marks; *mbd1*a is predominantly expressed in spermatogonia (SPG-Aun, SPG-Ad and SPG-B), whereas *mbd2* is selectively expressed at later stages, including SPC-II and SPT-r.

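In spermatocytes, SPC-I and SPC-II together, tet1 (ENSDARG00000075230.6) had 12 UMIs among 4071957 in replicate 1, 2.95 CPM with an exact Poisson 95% interval of 1.52 to 5.15, and 29 among 7703500 in replicate 2, 3.76 CPM (2.52 to 5.41). In spermatogonia it had 3.11 CPM (2.10 to 4.44) and 2.33 CPM (1.71 to 3.09), so the intervals of the 2 classes overlapped in both replicates. In SPC-I alone it stood 1.36 above the mean of the other 6 stages on the log2 scale (SE 0.53, adjusted p = 0.0473 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.69 in replicate 1 and 1.45 in replicate 2. SPC-II, SPT-r and SPT-e, which enter that mean, each had 0 UMIs of tet1 in 1 replicate, so the size of the fold change is uncertain. That adjusted p ranged from 0.0149 to 0.0800 over the alternatives and was above 0.05 with features centred within replicate and with DESeq2. For tet2 (ENSDARG00000076928.8) spermatocytes had 2 UMIs in each replicate, 0.491 CPM (0.0595 to 1.77) and 0.260 CPM (0.0314 to 0.938). For tet3 (ENSDARG00000062646.7) they had 3 and 7 UMIs, 0.737 CPM (0.152 to 2.15) and 0.909 CPM (0.365 to 1.87), against 1.87 (1.11 to 2.95) and 1.29 (0.841 to 1.89) in spermatogonia. With the TMM factors, mean levels of tet1 ranged from 0.294 CPM in SPT-r to 5.12 CPM in SPG-B. For comparison with genes of other cell types, the Leydig gene insl3 had 63.5 CPM in the 7054 cells outside the non-germ clusters and the 2 clusters nearly all from replicate 2, and the Sertoli gene gsdf had 0.859 CPM (0.470 to 1.44) over the cells of the 7 germ cell stages in replicate 1 and 3.29 (2.70 to 3.97) in replicate 2. At this depth, levels of tet2 under 1.77 CPM and of tet3 under 2.15 CPM in spermatocytes of replicate 1 could not be excluded.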

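The level of mbd2 (ENSDARG00000075952.4) was 14.6 ± 0.252 CPM in SPG-Ad (SD, n = 2), 11.7 ± 6.37 in SPG-B, 32.4 ± 7.14 in SPC-I, 88.9 ± 1.15 in SPC-II, 151.3 ± 7.11 in SPT-r and 175 ± 57.7 in SPT-e. In SPC-II with SPT-r it stood 2.12 above the other 5 stages on the log2 scale (SE 0.15, adjusted p = 1.19e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2.00 in replicate 1 and 2.24 in replicate 2. The rise from SPG-Ad to SPC-I, 1.16 (SE 0.26, adjusted p = 0.00139, same test), was not past the limit with the number of cells as the scale (0.24) or with clusters named from markers (0.41), and its adjusted p ranged from 7.63e-06 to 0.440 over the alternatives. No identifier of the files could be matched to mbd1a. Its paralog mbd1b (ENSDARG00000025699.10) had 71.8 ± 9.97 CPM in SPG-Aun, 77.7 ± 6.50 in SPG-Ad, 61.4 ± 13.5 in SPG-B, 78.3 ± 1.35 in SPC-I, 89.5 ± 2.42 in SPC-II, 102 ± 32.1 in SPT-r and 51.2 ± 14.0 in SPT-e, and stood 0.50 higher in SPC-II with SPT-r than in the other 5 stages (SE 0.14, adjusted p = 0.00407, same test).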

**Figure 3:**
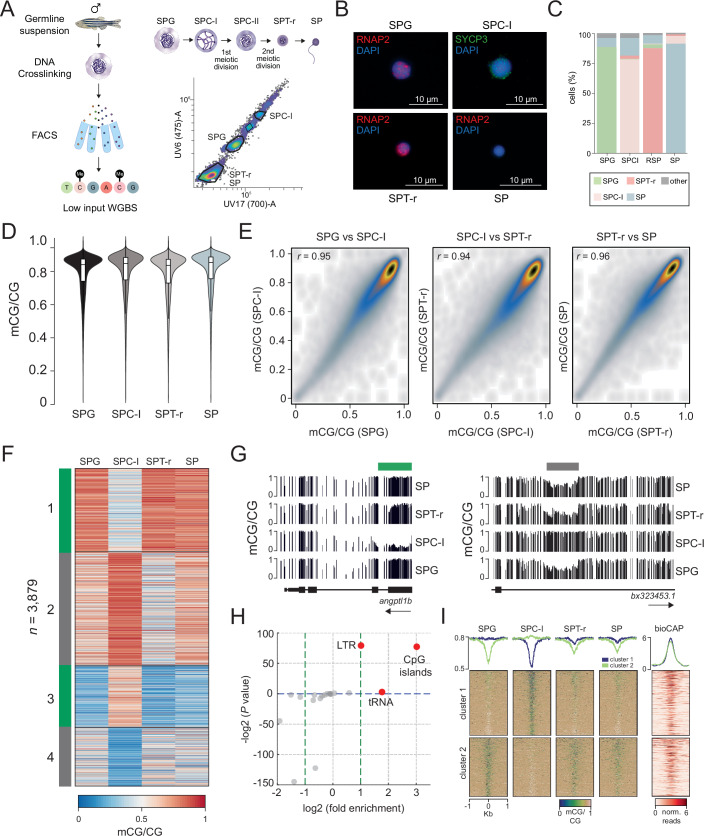
Base resolution DNA methylomes (WGBS) of zebrafish spermatogenesis. (**A**) Schematic representation of the germ extraction and sequencing protocol and the sorted cell populations (SPG—spermatogonia, SPC-I— spermatocytes I, SPT-r—round spermatids, SP—mature sperm). (**B**) Representative immunofluorescence images displaying DAPI-stained DNA along with specific proteins for diverse cell populations. DAPI (blue), SYCP3 (green), RNAP2 (red). (**C**) Percentage of different cell populations per isolated fraction. (**D**) DNA methylation levels (mCG) in sorted cell populations quantified across non-overlapping 10 Kb genomic bins (*n* = 168,917). The outer shape represents the kernel density estimate, while the boxplot inside highlights the median, interquartile range (IQR), and whiskers. Whiskers extend to the smallest and largest values within 1.5 times the IQR, with points beyond this range considered outliers. (**E**) Scatter plots of average 5mCG levels in 10 kb genomic bins (*R* = Pearson correlation coefficient). Shown are: SPG vs SPC-I, SPC-I vs SPT-r, and SPT-r vs SP comparisons. For all comparisons, please refer to Fig. EV3A. (**F**) K-means (*k* = 4) clustering of DMRs identified between SPG and SPC-I, SPC-I and SPT-r, and SPT-r and SP methylomes. (**G**) Representative examples of SPC-I hypo- (left panel), and SPC-I hyper-mCG (right panel) DMRs. (**H**) Enrichment of genomic features associated with DMRs. Points marked in red were deemed statistically significant (*P* < 0.05, hypergeometric test). (**I**) Positional heatmaps of 5mCG and bioCAP (CpG island enrichment) signal plotted over DMRs. Source data are available online for this figure.

**Figure EV3:**
DNA methylomes and genomic localisation of Differentially Methylated Regions (DMRs). (**A**) Correlation of CpG methylation levels in non-overlapping 10 Kb genomic bins in isolated germ cell populations (SPG: spermatogonia, SPC-I: spermatocytes I, SPT-r: round spermatids, and mature sperm: SP). *R* value represents Pearson Correlation coefficient. SPG vs SPC-I, SPC-I vs SPT-r, and SPT-r vs SP comparisons are also shown in Fig. 3E. (**B**) Single-cell RNA-seq expression of DNA methylation, deposition removal, and interpretation machinery during zebrafish spermatogenesis. Genes include DNA methyltransferases, TET dioxygenases, and methyl-CpG-binding domain proteins. Expression is shown across major germ cell populations, ordered by developmental progression from undifferentiated spermatogonia to mature spermatids. (**C**) Genomic localisation of DMRs (*n* = 3879) represented as absolute values (left panel) and percentages (pie chart, right panel) identified between four germ cell populations. (**D**) Gene type enrichment of the identified DMRs.

To obtain further insight into the genomic context of 5mCG changes, we annotated the DMRs according to their genomic location (Heinz et al, 2010) (Dataset EV6; Fig. EV3C) and identified a highly significant enrichment in CpG islands (CGIs) (Fig. 3H and Appendix Table S1). CGIs are genomic regions with elevated CpG density and GC content that frequently coincide with vertebrate gene promoters and other gene-regulatory elements (Angeloni and Bogdanovic, 2021; Deaton and Bird, 2011). In agreement with these results, the identified DMRs displayed strong bioCAP (CFP1-CxxC domain enrichment) signal (Data Ref: Long et al, 2013) indicative of their CGI colocalization and their regulatory function (Fig. 3I). Overall, our DNA methylome datasets reveal thousands of localised, bi-directional 5mCG changes at potential gene-regulatory regions occurring during spermatocyte stages, a time window, which in eutherian mammals is characterised by large-scale 5mCG remodelling (Huang et al, 2023).

### Global and local dynamics of chromatin accessibility during spermatogenesis

To study gene-regulatory mechanisms that operate during spermatogenesis, we generated 10x Chromium-compatible scATAC-seq libraries from scRNA-seq-matched testes tissues (Fig. 1A; Dataset EV1; Appendix Fig S1). For scATAC-seq, we sequenced a total of 17,392 single cells from two biological replicates, and after filtering for doublets and low-quality cells (Appendix Table S2), we obtained 2099 cells for replicate one and 3251 cells for replicate two. We processed our scATAC-seq data by normalising it for sequencing depth before applying dimensionality reduction. Using UMAP, we visualised the relationships between cells, revealing distinct populations, which were annotated by computing differential gene activity scores, predicted from the number of ATAC-seq fragments between clusters (Fig. 4A,B; Dataset EV7). After assessing the concordance of biological replicates (Fig. EV4A), we merged the data in order to obtain a single collection of 5350 cells, which was used for downstream analysis. The annotation was further refined by identifying marker genes linked to essential biological processes in spermatogenesis (Fig. EV4B,C). For instance, undifferentiated spermatogonia (SPG-Aun) were classified based on the presence of spermatogonial stem cell markers such as *id4*, *lin28*, and *nanos1* (Helsel et al, 2017; Koprunner et al, 2001; Lord and Nixon, 2020; Zheng et al, 2009). In contrast, differentiated spermatogonia (SPG-d; comprising a mixture of SPG-Ad and SPG-B cells) were identified by the absence of these markers and the activity of genes, including *smad6*, *socs2*, *nop56*, and *zranb2*, which were previously associated with later stages of spermatogonia and their progression (Guo et al, 2018; Itman and Loveland, 2008; Orwig et al, 2008; Shami et al, 2020). Spermatocytes I (SPC-I) were characterised by high-level activity of genes such as *sycp3*, *esco2*, *majin* and others, which are factors essential for the early stages of meiosis, where their main role is the facilitation of homologous chromosome pairing, synapsis, and sister chromatid cohesion (Shibuya et al, 2015; Syrjanen et al, 2014; Vega et al, 2005). In contrast, spermatocytes II (SPC-II) displayed chromatin opening of canonical spermatocyte markers (*spo11*, *mei4*, *tdrd12*)) (Kumar et al, 2015; Pandey et al, 2013; Romanienko and Camerini-Otero, 2000), mitotic checkpoint genes (*bub3*, *bub1ba*) (Martinez-Exposito et al, 1999), and genes involved in sperm motility (*foxj1* and *cfap20*) (Beckers et al, 2020; Chrystal et al, 2022). Following meiosis, round spermatids (SPT-r) were distinguished by the activity of *dnah1*, *tcte1*, and *izumo1*, which collectively guide the initial steps of spermiogenesis (Ben Khelifa et al, 2014; Castaneda et al, 2017; Inoue et al, 2005). Finally, elongated spermatids (SPT-e) were marked by the upregulation of genes such as *theg*, *iqcg*, and *tssk6*, central to the terminal remodelling events in spermatogenesis (Li et al, 2014; Nayernia et al, 1999; Sosnik et al, 2009).

**Figure 4:**
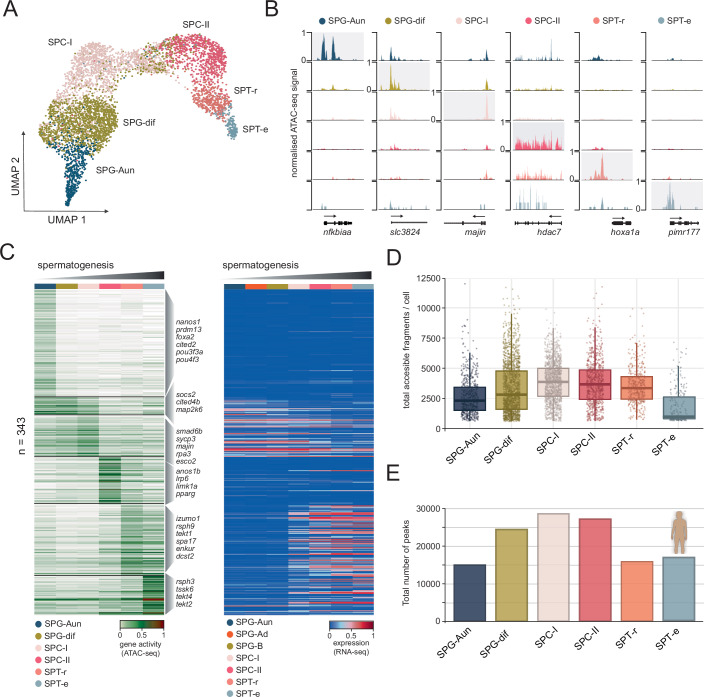
Single-cell chromatin accessibility dynamics during zebrafish spermatogenesis. (**A**) UMAP (uniform manifold approximation and projection) plots of scATAC-seq data obtained zebrafish testis tissue. The annotated cell types are: undifferentiated spermatogonia-A (SPG-Aun), differentiated spermatogonia A and B (SPG), primary spermatocytes (SPC-I), secondary spermatocytes (SPC-II), round spermatids (SPT-r), and elongated spermatids (SPT-e). (**B**) Genomic examples of stage- and locus-specific chromatin accessibility across identified cell populations. (**C**) Heatmaps of gene activity calculated from scATAC-seq data (left panel) and matching scRNA-seq data (right panel), for genes identified as differentially active across clusters based on scATAC-seq data (log2FC > 0.8, adjusted *P* < 0.005). Differential activity was assessed using the MAST test (Model-based Analysis of Single-cell Transcriptomics), which employs a hurdle model to account for the sparsity and dropout typical of single-cell data. (**D**) Boxplots showing the distribution of total accessible fragments detected in scATAC-seq data. Boxes indicate the interquartile range (IQR), horizontal lines denote the median, whiskers extend to 1.5× IQR, and individual points represent single cells. Sample sizes were: *n* = 5350 cells in total, comprising SPG-Aun (*n* = 584), SPG-dif (*n* = 1825), SPC-I (*n* = 1458), SPC-II (*n* = 819), SPD-r (*n* = 423), and SPD-e (*n* = 241). (**E**) Total number of ATAC-seq peaks from comparable human populations identified through scATAC-seq profiling (Wu et al, 2022). Source data are available online for this figure.

**Figure EV4:**
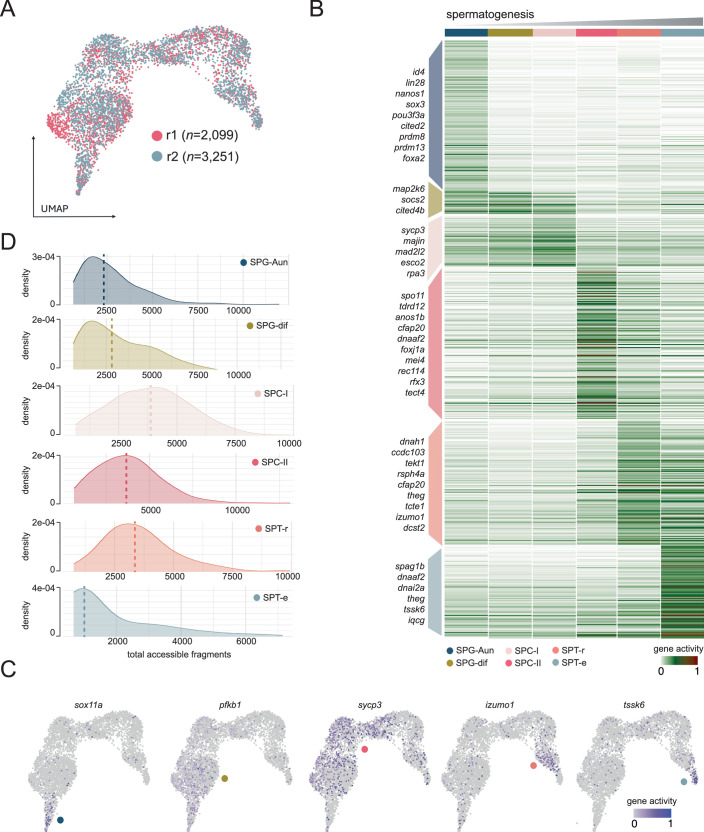
Single cell chromatin accessibility (scATAC-seq) dynamics during zebrafish spermatogenesis. (**A**) UMAP (uniform manifold approximation and projection) of biological replicates of scATAC-seq data. Cells are coloured by replicate label. (**B**) Sorted heatmap of averaged gene expression profiles grouped by cell type (SPG-Aun, SPG-dif, SPC-I, SPC-II, SPT-r, SPT-e). Top marker genes for each cluster are indicated on the left-hand side of the heatmap. (**C**) UMAP plots showing gene activity of marker gene examples associated with spermatogenesis: *sox11* - undifferentiated spermatogonia; *pfkb1* - differentiated spermatogonia; *sycp3* - spermatocytes; *izumo1* - round spermatids; *tssk6* - elongated spermatids. Gene activity is defined as the normalised sum of fragments spanning the gene body and extending 2 kb upstream of the transcription start site. (**D**) Distribution of the number of accessible genome fragments in each cell type (SPG-Aun, SPG-dif, SPC-I, SPC-II, SPT-r, SPT-e). The median is indicated by the dashed line.

To understand the extent to which chromatin accessibility changes are paralleled by changes in transcription during spermatogenesis, we selected a subset of markers (*n* = 343) that displayed highly significant changes in chromatin accessibility (log2FC > 0.8 and *P* val adj < 0.005, MAST test) (Finak et al, 2015) (Fig. 4C) and queried their transcriptional profiles. We observed a clear shift in transcriptional states coinciding with the SPC-I population that was characterised by the shutdown of spermatogonial markers and an increased expression of genes implicated in spermatocyte and spermatid formation. 

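Between neighbouring stages, genes were counted as changed when the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and the log2 fold change beyond 1 in size. From SPG-Aun to SPG-Ad 130 genes changed, 106 of them upward. The step to SPG-B changed 1952 genes, with 346 higher and 1606 lower, and the step from SPG-B to SPC-I 3261, with 2169 higher and 1092 lower. From SPC-I to SPC-II 3177 genes changed, from there to SPT-r 3393, and from SPT-r to SPT-e 2962. Of the 3261 genes, 2775 were past the fold limit with the same sign in replicate 2 alone and 2890 in replicate 1 alone, and of the 1952 genes 1322 and 1704. With the number of cells as the scale the count was 11475 at the step to SPT-e and 4484 at the step to SPG-B, and with features centred within replicate it was 1124 at the latter. In simulated sums with 200 changed genes among 13992, the contrast of SPC-I with SPG-B called 116 of the 200 and 5 unchanged genes. These calls used the adjusted p without the fold limit. Few genes changed in the simulation, so it does not show how the test behaves when many change. Of 25 genes that the text names for the stages of accessible chromatin, 17 could be matched and tested in SPC-I against SPG. At an adjusted p under 0.05 from the same test, 11 were higher and 4 lower, not all of them beyond 1 in size. Among the spermatogonial genes, nop56 was lower by a log2 fold change of −3.47 (SE 0.30, adjusted p = 7.36e-08, same test) and zranb2 by −0.79 (SE 0.16, adjusted p = 0.000569). Among the genes named for spermatocytes, sycp3 stood at 1.88 (SE 0.15), spo11 at 2.16 (SE 0.12), majin at 1.34 and mei4 at 0.96, while tdrd12 stood at −1.11, with −0.63 in replicate 1 and −1.65 in replicate 2, and bub3 at −0.58. The sperm motility genes named for SPC-II stood at 4.13 (foxj1b), 2.93 (foxj1a) and 1.16 (cfap20). The changes of esco2 (0.26, adjusted p = 0.282, same test) and bub1ba (−0.06, adjusted p = 0.800) were not past the limit. Among the spermatid genes, dnah1 stood at 4.94 (SE 0.22), iqcg at 4.93 (SE 0.22), tcte1 at 3.49 and tssk6 at 1.56 (SE 0.49) with 0.33 in replicate 1 and 2.28 in replicate 2. From the loss of spermatogonial markers and the rise of spermatocyte and spermatid genes, the paper describes a shift in transcriptional states at SPC-I.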

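The genes with the largest rise and the largest fall at each step, among those changed the same way in both replicates and at 50 CPM or more in the higher stage, were as follows. From SPG-Aun to SPG-Ad hist2h3c rose by 3.17 on the log2 scale (SE 0.32, adjusted p = 0.000265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and troap fell by 2.09 (SE 0.30, adjusted p = 0.00222, same test), but neither was past the limit with clusters named from markers, where the cluster named SPG-Ad had no marker of that stage among its 10 leading genes. From SPG-Ad to SPG-B e2f5 rose by 2.40 (SE 0.25, adjusted p = 3.31e-05, same test) and ENSDARG00000051718.4 fell by 4.64 (SE 0.62). From SPG-B to SPC-I ccdc175 went from 9 UMIs to 1403 over both replicates, a ratio of 40.4 in CPM with an exact 95% counting interval of 21.2 to 88.5, and cdkn3 fell by 4.15 on the log2 scale (SE 0.57). From SPC-I to SPC-II shisal1 rose by 3.49 (SE 0.39) and ripply2 fell by 4.83 (SE 0.32). From SPC-II to SPT-r si:dkey-15k2.5 went from 2 UMIs to 327, a ratio of 92.6 (25.4 to 768), and ENSDARG00000105409.2, which has no symbol in the tables, fell by 3.20 (SE 0.50). From SPT-r to SPT-e si:dkey-201i6.6 went from 0 to 337 UMIs, at least 299-fold higher in CPM, and si:dkey-27i16.2 from 295 UMIs to 5, which makes it 22.2 times as high in SPT-r (9.40 to 68.8).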

Having completed cluster annotation, we next studied global patterns of chromatin accessibility during spermatogenesis to better understand how global chromatin structure correlated with observed transcriptional and epigenetic changes. We found that the number of total accessible fragments per cell increased progressively from undifferentiated spermatogonial stem cells to differentiated spermatogonia (Figs. 4D and EV4D). This trend continued through meiosis, with peak numbers rising in spermatocytes I and II, indicating robust transcriptional activity during these stages. However, the total number of accessible fragments declined in round and elongated spermatids, consistent with global transcriptional shutdown and chromatin condensation. These findings are consistent with the global pattern of chromatin accessibility changes observed through single-cell approaches during human spermatogenesis (Wu et al, 2022) (Fig. 4E). Overall, our single-cell chromatin accessibility datasets reveal local chromatin changes associated with activity of spermatogenesis marker genes, as well as gradual reprogramming of global chromatin structure leading to chromatin compaction and transcriptional shutdown.

### Open chromatin peaks coincide with sites of multivalent chromatin in sperm

In zebrafish sperm, “placeholder” nucleosomes and multivalent chromatin states mark thousands of regulatory regions, potentially maintaining them in a poised configuration for rapid activation in the embryo during zygotic genome activation (ZGA) (Murphy et al, 2018). While it is believed that these specialised chromatin features could confer inherited epigenetic information and facilitate early developmental processes, it is not yet clear to what extent these regions remain in an open conformation, indicative of TF binding. To address this, we employed scATAC-seq to examine the chromatin accessibility profiles of elongated spermatids, which are expected to exhibit predominantly condensed chromatin. We identified 2023 ATAC-seq peaks (Dataset EV8) in the SPT-e population, suggestive of some maintenance of open chromatin states during later stages of spermatogenesis. Genes associated with these peaks were enriched for several diverse biological processes, including “chromatin regulation”, “cell cycle”, and “embryonic development” (Fig. EV5A). We next analysed the transcription factor (TF) binding motifs enriched at sites of open chromatin in elongated spermatids and found a strong association with CGI-bound (NF-Y) (Oldfield et al, 2019) and methylation-sensitive (SP1, ZBTB14, NRF1, YY2) (Cawley et al, 2004; Deaton and Bird, 2011; Gupta et al, 2023) TFs (Fig. 5A; Dataset EV9). Notably, this pattern was conserved throughout all spermatogenesis stages (Fig. EV5B), with most enriched motifs containing a CpG site, which are otherwise strongly depleted in vertebrate genomes (Gardiner-Garden and Frommer, 1987). Importantly, many of these broadly expressed factors (Appendix Fig. S7) (Tapial et al, 2017), as well as other key components of CGI chromatin, were strongly expressed in mature sperm and zebrafish testis tissues, based on RNA-seq data re-analysed from previous studies (Data Ref: Jiang et al, 2013; Data Ref: Valcarce et al, 2023) (Fig. 5B). To clarify the relationship between ATAC-seq signal and DNA hypomethylation, a common feature of CGIs, we de novo identified hypomethylated CpG-rich regions (unmethylated regions – UMRs) (Burger et al, 2013) using our germ cell stage-specific DNA methylation data (Fig. 3). These analyses revealed similar numbers of UMRs throughout spermatogenesis (spermatogonia = 18,406; mature sperm  = 18,058) (Fig. 5C), in line with the absence of any major DNA methylome reprogramming events (Fig. 3). Next, we plotted ATAC-seq signal from our single-cell data across mature sperm UMRs, revealing a chromatin reprogramming pattern analogous to the one observed on the genome-wide scale (Figs. 5D and EV5C). Notably, peak intensity and width both varied, with SPG-dif and SPC-I peaks being the broadest. Given the strong correlation between ATAC-seq signal and DNA hypomethylation (Fig. 5D,E), we next asked whether these sites overlap with multivalent “placeholder” chromatin regions (enriched in H3K4me1, H3K4me3, H2AZ, H3K14ac, and hypomethylation) (Fig. 5F) (Data Ref: Murphy et al, 2018). Indeed, late SPT-e ATAC-seq signal strongly coincided with placeholder chromatin, previously identified as a major driver of maternal-to-paternal chromatin remodelling before ZGA. Taken together, our findings suggest that thousands of open chromatin regions might be retained intergenerationally within the context of placeholder chromatin, likely to facilitate ZGA and early embryonic development.

**Figure 5:**
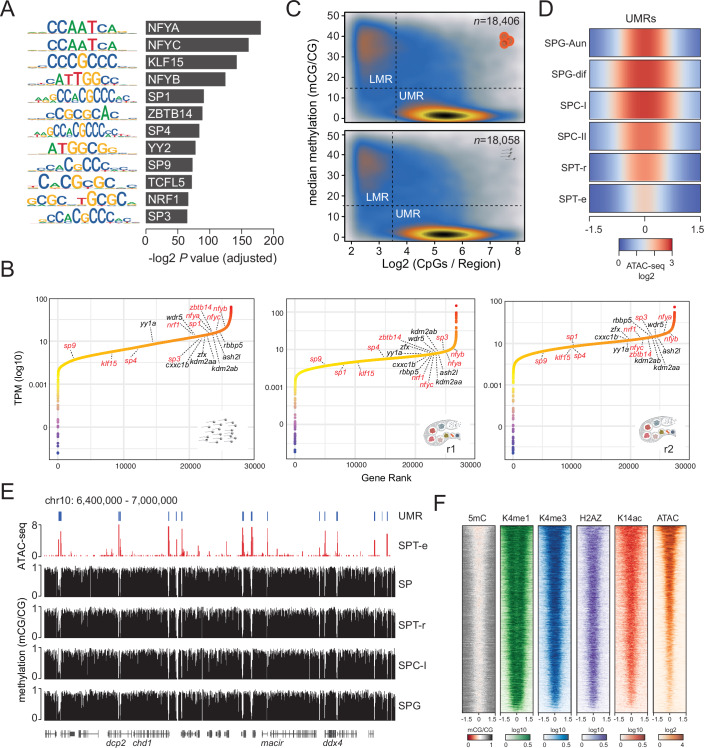
Chromatin state of elongated spermatids (SPT-e). (**A**) Top enriched TF binding motifs in open chromatin peaks retained in SPT-e, ranked in descending order (*P* value < 0.05; hypergeometric test. (**B**) Gene expression (transcripts per million, TPM) plotted against gene rank, in transcriptomes of mature zebrafish sperm (left panel) (Data Ref: Jiang et al, 2013) and two biological replicates of zebrafish testis (middle and right panel) (Data Ref: Valcarce et al, 2023). Transcripts coding for TFs that display enriched motifs in SPT-e are marked in red. Other key components of CGI chromatin are highlighted in black. (**C**) De novo discovery of regulatory regions (UMRs—unmethylated regions—i.e., CGI promoters; and LMRs— lowly methylated regions—i.e., enhancers). Scatter plot representing CpG density plotted against DNA methylation levels in newly identified UMRs and LMRs. Upper panel: spermatogonial UMRs (*n* = 18,406), lower panel: mature sperm UMRs (*n* = 18,058). (**D**) scATAC-seq signal (log2) of germ-cell populations plotted over mature sperm UMRs (*n* = 18,058). (**E**) Genomic example of a 600 kb region surrounding the *ddx4* gene demonstrating the concordance between DNA methylation, UMRs and scATAC-seq signal (SPT-e). (**F**) Positional heatmaps showing (i) DNA methylation in mature sperm (SP), (ii) ChIP‑seq enrichment (log10) for H3K4me1, H3K4me3, H2AZ, and H3K14ac in mature sperm (Murphy et al, 2018), and (iii) scATAC‑seq accessibility (log2) in SPT‑e cells. Regions are sorted by ATAC‑seq signal (highest to lowest) and plotted across UMRs (*n* = 10,000). Source data are available online for this figure.

**Figure EV5:**
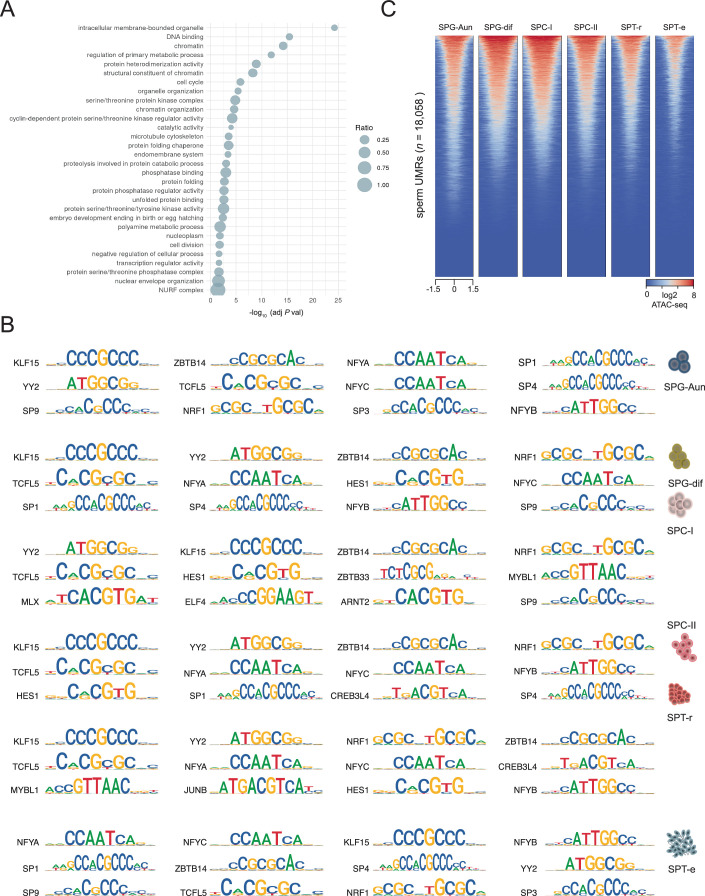
Chromatin state of elongated spermatids (SPT-e). (**A**) Dot plot of top biological processes associated with genes linked to open chromatin peaks in the SPT-e population. The x-axis shows adjusted *P* values (FDR), and dot size reflects the ratio of intersected to total terms. Enrichment *P* values were computed with Fisher’s exact one-tailed test (cumulative hypergeometric). (**B**) Top 12 enriched motifs found in open chromatin peaks in each cell population. (**C**) ATAC-seq signal (log2) from all spermatogenesis cell types, plotted over unmethylated regions (UMRs) identified in mature sperm.

## Discussion

The process of spermatogenesis is largely conserved among vertebrates and is generally divided into three phases: spermatogonial proliferation, meiosis, and post-meiotic maturation. Numerous studies, including recent single-cell genomics reports, have greatly advanced our understanding of the cellular population dynamics and gene-regulatory events that occur during spermatogenesis (Green et al, 2018; Guo et al, 2021; Huang et al, 2023; Murat et al, 2023; Nie et al, 2022; Shami et al, 2020). However, most of this research was conducted on mammalian models, leaving a significant gap in our knowledge of the regulatory mechanisms governing non-mammalian (anamniote) sperm formation. This is important to appreciate because mammals and anamniotes exhibit major differences in chromatin regulation during germline and early development. For example, mammalian sperm formation involves near-complete replacement of histones with protamines, resulting in highly condensed sperm chromatin, with only a small fraction of histones (1–10%) retained. Nevertheless, the extent of this phenomenon as well as the exact genomic locations of retained loci and their function, remain a topic of debate (Carone et al, 2014; Erkek et al, 2013; Hammoud et al, 2009; Samans et al, 2014; Yin et al, 2023). In contrast, fish display diverse sperm chromatin packaging strategies. Zebrafish, for instance, predominantly use histones to package their sperm (Wu et al, 2011), whereas medaka employ protamine-based packaging (Hong et al, 2004), similar to mammals. The presence of nucleosomes in vertebrate sperm suggests a potential mechanism for intergenerational epigenetic marking, which may be even more pronounced in species like zebrafish that rely on nucleosome-based sperm packaging.

To investigate the gene-regulatory processes involved in zebrafish sperm formation and to better understand the potential for paternal inheritance of epigenetic states, we generated scRNA-seq and scATAC-seq datasets of the zebrafish testis. Our scRNA-seq data revealed seven major germ-cell populations corresponding to spermatogonia (SPG-Aun, SPG-Ad, SPG-B), spermatocytes (SPC-I, SPC-II), and spermatids (SPT-r, SPT-e) (Fig. 1), as well as Leydig, Sertoli and hematopoietic immune cells (Fig. EV1B; Appendix Figs. 1–4**)**. Overall, our findings are consistent with previously published zebrafish scRNA-seq datasets, though we observed minor discrepancies in cell population ratios (Qian et al, 2022), likely due to differences in sequencing depth or zebrafish age (Sposato et al, 2024; Zhang et al, 2020). Consistent with previous work, we also found that the number of expressed genes decreases progressively as spermatogenesis advances (Zhang et al, 2020), resulting in global transcriptional downregulation in elongated spermatids. Finally, by inferring developmental trajectories, we identified novel driver genes across all stages (Fig. 2), generating a resource that will be of great value for understanding infertility and other disease states linked to spermatogenesis. Our open chromatin profiling via scATAC-seq broadly recapitulated the spermatogenesis stages identified through expression profiling, while providing a higher-resolution view of gene-regulatory changes (Fig. 4). Differential analysis of scATAC-seq data revealed thousands of changes in chromatin accessibility, many of which paralleled changes in steady-state RNA levels. We further observed a gradual increase in chromatin accessibility during spermatogonial differentiation, peaking at SPC-I and SPC-II stages, followed by a progressive decrease in round and elongated spermatids. This pattern is consistent with Gene Ontology (GO) enrichments of marker genes expressed in differentiating spermatogonia, which are strongly associated with functions related to chromatin remodelling and organization (Fig. 1). A similar global pattern of chromatin reprogramming was also reported during human spermatogenesis in a recent scATAC-seq study (Wu et al, 2022), whereas scCOOL-seq profiling of human sperm at single-cell resolution revealed a somewhat different pattern yet still exhibited open chromatin peaks during spermatocyte stages (Huang et al, 2023).

To better understand the epigenomic changes that occur during zebrafish spermatogenesis, we complemented our findings with DNA methylome data obtained by WGBS from four germ cell populations. In mammals, two rounds of genome-wide DNA methylation reprogramming occur; one during pre-implantation development and another during primordial germ cell formation (Hackett et al, 2013; Hill et al, 2018; Lee et al, 2014; Santos et al, 2002; Seisenberger et al, 2012; Smith et al, 2014; Smith et al, 2012; Xu and Xie, 2018). More recently, a major DNA methylation reprogramming event specifically at the spermatocyte stage has also been reported in humans (Huang et al, 2023; Siebert-Kuss et al, 2024). However, no large-scale epigenome rearrangements have been observed in zebrafish to date (Ortega-Recalde et al, 2019; Ross et al, 2023; Skvortsova et al, 2019; Wang et al, 2021), suggesting that parental inheritance of gene-regulatory marks and other epigenetic factors from gametes in anamniotes may play a more significant developmental role. Consistent with previous zebrafish DNA methylome profiling studies, we did not detect any major DNA methylation reprogramming events during spermatogenesis (Fig. 3). Interestingly, the majority of statistically significant DNA methylation changes (*n* = 3879; ~0.13% genome) (Fig. 6A) that we identified, were associated either with hyper- or hypomethylation in spermatocytes, which is when DNA methylation reprogramming takes place during spermatogenesis in mammals. Whether these changes in both mammals and anamniotes reflect genuine regulatory events or are simply byproducts of large-scale chromosomal rearrangements (Liu et al, 2017; Melamed-Bessudo and Levy, 2012), remains an open question. Finally, using our DNA methylome data, we de novo identified CpG-rich unmethylated regions (UMRs; 3% genome) and demonstrated that these sites frequently retain open chromatin and multivalent “placeholder” chromatin (Fig. 6B). These findings provide further evidence for intergenerational inheritance of epigenetic marks in zebrafish (Murphy et al, 2018), suggesting that open chromatin and transcription factor binding likely play a role in this process. Several CGI-associated chromatin components (e.g., NRF1, SP5) have already been implicated in infertility and spermatogenesis defects (Wang et al, 2017; Xu et al, 2022), highlighting the potential relevance of CGI chromatin for intergenerational epigenetic transmission (Molaro et al, 2011), though the full extent of this phenomenon remains to be determined. Future studies using scATAC-seq and WGBS could also elucidate whether the age-associated transcriptional changes observed in zebrafish spermatogonia (Sposato et al, 2024), such as repression of *piwil1*, *e2f5*, and *ube2* genes and aberrant activation of *pou5f3*, *nanog*, and *zp3.2*, are driven by alterations in chromatin accessibility or DNA methylation at key regulatory loci. Such approaches could clarify whether the observed lineage infidelity and impaired differentiation arise from errors in epigenetic reprogramming or stochastic loss of regulatory fidelity. Our study thus provides a valuable first step toward understanding gene-regulatory dynamics during spermatogenesis in anamniotes and offers a framework for addressing fundamental questions in the regulation of this process.

**Figure 6:**
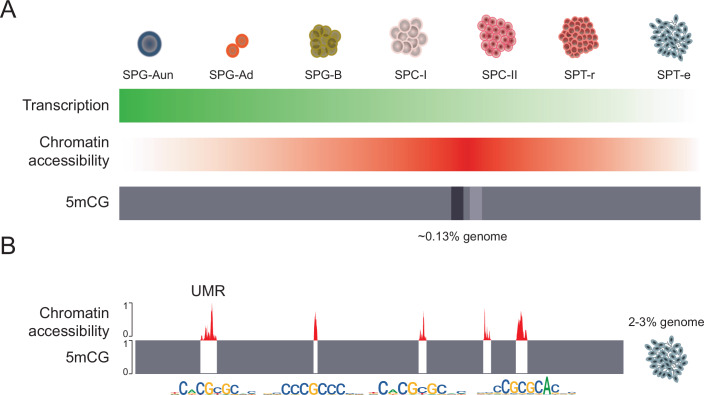
Chromatin and transcriptome dynamics during zebrafish spermatogenesis. (**A**) Schematic representation of transcriptome (green), chromatin accessibility (red), and DNA methylation (grey) dynamics during zebrafish spermatogenesis. The spermatogenesis transcriptome is characterised by a gradual transcriptional downregulation, leading to the lowest transcriptional activity in elongated spermatids. Chromatin accessibility, on the other hand, gradually increases, reaching peak activity during spermatocyte development (SPC-I and SPC-II). Meanwhile, the DNA methylome remains stable, except for localised methylation and demethylation events (dark and light shading) affecting 0.13% of the genome during spermatocyte formation. (**B**) Unmethylated regions (UMRs) exhibit a strong ATAC-seq signal and an enrichment in CpG island (CGI) protein-binding motifs in elongated spermatids (SPT-e). This chromatin configuration affects ~2–3% of the genome, and at least a fraction of this epigenetic makeup may be inherited intergenerationally through sperm.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalogue number
**Recombinant DNA**		
pBluescript KS+	Addgene	https://www.addgene.org/vector-database/1949/
**Antibodies**		
Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S5) antibody [4H8]	Abcam	Ab5408
Cy™5 AffiniPure® Goat Anti-Mouse IgG (H + L)	Jackson ImmunoResearch Laboratories	115-175-166
Anti-SCP3 antibody	Abcam	Ab15093
Fluorescein (FITC) AffiniPure® Goat Anti-Rabbit IgG (H + L)	Jackson ImmunoResearch Laboratories	111-095-003
**Oligonucleotides and other sequence-based reagents**		
Double fluorescent in situ hybridisation (FISH) sequences	This study	Dataset EV10
**Chemicals, enzymes and other reagents**		
Tricaine methanesulfonate (MS-222)	Sigma	886-86-2
Pico Methyl-Seq Library Prep Kit	Zymo Research	D5456
Unmethylated Lambda DNA	Promega	D1521
Chromium Single Cell 3′ GEM Library & Gel Bead Kit v3	10x Genomics	CG000185 Rev B
Chromium Single Cell ATAC Reagent Kit	10x Genomics	CG000168 Rev D
Digoxigenin-11-UTP	Roche	11209256910
Fluorescein-12-dUTP	Roche	11373242910
T3 RNA Polymerase	Roche	RPOLT3-RO
**Software**		
Cell Ranger 7.2.0	Zheng et al, 2017	
Cell Ranger ATAC 1.2	Satpathy et al, 2019	
Seurat 5.1.0	Hao et al, 2024	
Signac 1.14.0	Stuart et al, 2021	
Harmony 1.0.1	Korsunsky et al, 2019	
Monocle3 1.2.9	Cannoodt et al, 2016	
SCORPIUS 1.0.9	Cao et al, 2019	
scDblFinder 1.8.0	Germain et al, 2021	
Velocyto 0.17	La Manno et al, 2018	
Scanpy 1.11.3	Wolf et al, 2018	
scVelo 0.3.3	Bergen et al, 2020	
Trimmomatic 0.39	Bolger et al, 2014	
Bismark 0.22.3	Krueger and Andrews, 2011	
MethylDackel 0.6.1	https://github.com/dpryan79/MethylDackel	
DSS 2.54.0	Feng et al, 2014	
ImageJ	Schindelin et al, 2012	
g:Profiler	Reimand et al, 2007	

### Zebrafish husbandry and ethics

Zebrafish were maintained in 3-L tanks, with a maximum density of 15 adult fish per tank. Zebrafish experiments were approved by the Garvan Institute of Medical Research Animal Ethics Committee under AEC approval 17/22. All procedures complied with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. Animal experiments conducted at CABD have been approved by the Animal Experimentation Ethics Committees at the Pablo de Olavide University and CSIC (license number 02/04/2018/041). Procedures at UAB complied with the animal ethics guidelines approved by the University Animal Experimentation Ethics Committee.

### Zebrafish procedures

Adult male zebrafish (*Danio rerio*, AB/Tübingen), aged 6 months, were prepared and anesthetized with 0.25% tricaine methanesulfonate (MS-222) on ice for 15 min before experimentation. Testes were dissected and rinsed three times with PBS. The samples were then digested in 10 ml of 0.25% trypsin at 37 °C for 15 min, with gentle pipetting every 3 min to facilitate tissue breakdown. Digestion was halted by adding DMEM supplemented with 10% FBS, and the resulting cell suspension was passed through a 70-μm nylon mesh filter. The cells were then centrifuged at 1000 rpm for 10 min, after which the pellet was resuspended in 1 ml of DMEM (with 10% FBS) and filtered through a 40-μm nylon mesh.

### scRNA-seq and scATAC-seq library construction and sequencing

Expression (scRNA-seq) libraries were prepared using the 10x Chromium Single Cell 3′ GEM Library & Gel Bead Kit v3 and sequenced on an Illumina NovaSeq 6000 platform (S4, 200 bp, PE). Chromatin accessibility (scATAC-seq) libraries were generated using the 10x Chromium Single Cell ATAC Reagent Kit and sequenced on an Illumina NextSeq 550 platform with the High Output Kit v2.5 (150 bp, PE). For both scRNA-seq and scATAC-seq, we obtained an average of 25,000–30,000 paired-end reads per cell.

### Single-cell RNA-Seq read alignment and quantification

Raw reads were demultiplexed and mapped to the zebrafish danRer11 reference transcriptome using the 10x Genomics CellRanger (v7.2.0) pipeline (Zheng et al, 2017). Before downstream QC, CellRanger gene expression algorithm identified 3984 cells in replicate 1 and 5996 cells in replicate 2. Following filtering, these counts were reduced to 2852 cells (replicate 1) and 5996 cells (replicate 2), with median gene counts of 2436 and 2388, respectively.

### Pre-processing, quality filtering, batch integration, and dimensional reduction scRNA-seq

Seurat v5.1.0 (Hao et al, 2024)was used for scRNA-seq pre-processing, quality control, and analysis. Raw count matrices from two 10x Genomics replicates were imported. Cells expressing <200 or >7000 genes or with >5% mitochondrial content were excluded. Data were normalised using *LogNormalize* (scale factor: 10,000), and highly variable features were identified via vst. Replicates were integrated using *harmony::RunHarmony*. To identify cell populations, PCA was performed, and the optimal number of PCs was determined using ElbowPlot, selecting the first 11 PCs. A shared nearest neighbour (SNN) graph was built with *Seurat::FindNeighbors*, followed by clustering via Leiden (resolution = 0.5). Clusters with low UMI and gene counts, ribosomal RNA enrichment, or clusters present only in one replicate, were removed as likely artefacts. In addition, clusters expressing Leydig (*cyp17a1*, *hsd3b1*), Sertoli (*fshr*, *nr5a1*), and peritubular myoid cell markers (*n* = 219 cells) were excluded from further analyses. The analysis was repeated on the remaining cells using 6 PCs, yielding 13 clusters. Cells were visualised using UMAP (*RunUMAP*, 8 PCs).

### Cell classification and marker identification

Marker genes for each cluster were identified using *Seurat::FindAllMarkers*, applying a log fold-change threshold of 0.15 and restricting the analysis to positive markers, while excluding genes expressed in fewer than 10 cells. Clusters were manually annotated based on literature-defined marker genes (Qian et al, 2022; Ye et al, 2023). Spermatogonia (SPG), which comprised clusters 8, 6, 3, 5, 12, and 10, were characterised by *ddx4* and *piwil1* expression. 

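The level of ddx4 was 2545 ± 28.5 CPM in SPG-Aun (SD, n = 2), 2475 ± 204 in SPG-Ad and 1229 ± 268 in SPG-B, and the log2 fold change of SPG-A, the first 2 of these stages, over SPG-B was 1.03 (SE 0.23, adjusted p = 0.00442 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not past the limit with features centred within replicate (0.50, adjusted p = 0.282, in a range from 0.000150 to 0.282 over the alternatives). For piwil1 (ENSDARG00000041699.8) the levels were 1884 ± 62.3, 1852 ± 69.2 and 1179 ± 6.69 CPM and the log2 fold change 0.66 (SE 0.16, adjusted p = 0.00662, same test), with 0.51 in replicate 1 and 0.27 in replicate 2. The adjusted p of piwil1 rose above 0.05 without TMM normalization, without the filter on low counts, without called doublets and with features centred within replicate, in a range from 0.000584 to 0.327. The study used these genes to name its clusters, and the labels of replicate 1 are the study's own.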

SPG-A (clusters 8, 6, 3, 5) exhibited higher *ddx4* and *piwil1* expression compared to SPG-B (clusters 10, 12). 

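The level of eno3 (ENSDARG00000039007.11) was 152 ± 23.2 CPM in SPG-Aun (SD, n = 2), 95.8 ± 29.5 in SPG-Ad, 438 ± 70.2 in SPG-B and 341 ± 30.2 in SPC-I. For e2f5 (ENSDARG00000038812.8) the same 4 stages had 124 ± 6.18, 78.2 ± 34.6, 413 ± 54.5 and 454 ± 45.6 CPM, and for ripply2 (ENSDARG00000070535.5) 92.4 ± 3.21, 58.6 ± 16.3, 175 ± 28.9 and 251 ± 77.0 CPM. From SPG-Aun to SPG-Ad the log2 fold changes were −0.66 for eno3 (SE 0.21), −0.66 for e2f5 (SE 0.23) and −0.65 for ripply2 (SE 0.24), with adjusted p of 0.321, 0.449 and 0.498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same order they were −0.86, −1.15 and −1.01 in replicate 1 and −0.41, −0.21 and −0.25 in replicate 2. With transferred labels in both replicates, eno3 passed the limit at −0.80 (adjusted p = 0.0167, in a range from 0.0167 to 1.0 over the alternatives), and with clusters named from markers the 3 values were 0.13, 0.03 and 0.01. Against the mean of the other 6 stages, SPG-Aun stood at 0.20 for eno3 (SE 0.16, adjusted p = 0.288, same test), −0.60 for e2f5 (SE 0.19, adjusted p = 0.00927) and 1.02 for ripply2 (SE 0.18, adjusted p = 0.000113), with 0.61 for ripply2 in replicate 2. That of eno3 was 0.05 in replicate 1 and 0.007 in replicate 2. It passed the limit with the number of cells as the scale (0.91) and with transferred labels in both replicates (0.41). Without the filter on low counts it was −0.05 and with DESeq2 −0.0083, while that of e2f5 was 0.11 with the number of cells as the scale. Fig. 1E lists eno3 as a marker of SPG-B, where its level was the highest of the 7 stages in both replicates. No identifier could be matched to hist1h2a6. The study named its clusters from eno3, e2f5 and ripply2 as well, so their contrasts are not independent evidence.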

Within SPG-A, clusters 3 and 5 (A - undifferentiated) were characterised by *eno3*, *e2f5*, and *ripply2*, while clusters 6 and 8 (A - differentiated) expressed *hist1h2a6*. 

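The level of sycp3 (ENSDARG00000013438.9) was 1052 ± 217 CPM in SPG-Ad (SD, n = 2), 1791 ± 260 in SPG-B, 4296 ± 63.4 in SPC-I and 1226 ± 58.4 in SPC-II. From SPC-I to SPC-II its log2 fold change was −1.81 (SE 0.20, adjusted p = 7.26e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For pcna (ENSDARG00000054155.6) the level was 974 ± 164 CPM in SPG-Aun, 1326 ± 120 in SPG-Ad, 379 ± 85.1 in SPG-B, 267 ± 89.3 in SPC-I and 47.3 ± 7.18 in SPC-II, and the same contrast gave −2.51 (SE 0.31, adjusted p = 1.67e-05, same test). Both kept their direction and their side of the limit under all alternatives with a test. The study told SPC-I from SPC-II by these genes, and the labels of replicate 2 were transferred from its labels of replicate 1. The contrasts are thus not independent evidence.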

Spermatocytes (SPC), which comprised clusters 0, 4, and 9, were identified by *sycp3* and *pcna* expression, where SPC-I (clusters 0, 4) exhibited high *sycp3* and *pcna* levels and SPC-II (cluster 9) exhibited lower expression of these markers. Spermatids (SPT) were categorised into round SPT (clusters 7, 11), which lacked *edrf1*, and elongated SPT (clusters 2, 1), which expressed *edrf1*. 

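The level of edrf1 (ENSDARG00000019834.10) was 28.8 ± 8.29 CPM in SPT-r (SD, n = 2) and 996 ± 140 in SPT-e, and lay between 21.2 and 54.4 CPM in the other 5 stages. From SPT-r to SPT-e its log2 fold change was 5.07 (SE 0.40, adjusted p = 1.46e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.38 with the number of cells as the scale. The study told these stages apart by edrf1, so the contrast is not independent evidence.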

Upon annotation, we conducted a refined analysis by employing a higher log fold-change threshold (0.25), which led to the identification of new zebrafish cell-specific markers, thus further improving cell-type resolution.

### Gene set enrichment analysis

Gene enrichment analysis was conducted using the marker genes identified for each cell type. These genes were input into the g:Profiler website tool (Reimand et al, 2007), with *Danio rerio* specified as the reference organism. The analysis focused exclusively on enriched biological processes associated with each cell type. The most representative terms were ranked by statistical significance, and the top five biological processes with the lowest adjusted *P* values were selected for visual representation.

### scRNA-seq trajectory analysis

For trajectory analysis of scRNA-seq data, we employed Monocle3 (v1.2.9) (Cannoodt et al, 2016) and SCORPIUS (v1.0.9) (Cao et al, 2019) R packages with imported clustering information from Seurat, including UMAP coordinates and cluster identities. The trajectory graph was constructed using the *monocle3::learn_graph* function, and cells were ordered along the pseudotime trajectory with *order_cells*. Differential expression analysis across pseudotime was performed using *monocle3::graph_test*. SCORPIUS was used to validate the findings, starting with dimensionality reduction using multidimensional scaling (MDS) in three dimensions, based on Spearman correlation distance. A trajectory was inferred with default parameters, and candidate marker genes were identified using *SCORPIUS::gene_importances* function, selecting the top 200 genes for further analysis. Genes were grouped into modules, excluding ribosomal-associated modules (module < 9). To refine the results, driver genes identified by Monocle3 and SCORPIUS were filtered and compared. For Monocle3, genes were filtered by Moran’s I > 0.5 and *q* value < 0.05, resulting in 604 driver genes. For SCORPIUS, the 162 genes identified through the *SCORPIUS::gene importances* function were extracted. A comparison between the two methods revealed an overlap of 158 genes.

### RNA velocity analysis

Raw 10× Genomics data from replicates 1 and 2 were processed with Velocyto v0.17.17 using run10x to generate spliced and unspliced count matrices, which were concatenated and merged using Scanpy v1.11.3. All downstream velocity pre-processing, filtering and normalisation (*scv.pp.filter_and_normalize*), moment computation (*scv.pp.moments*), stochastic velocity modelling (*scv.tl.velocity*), and velocity graph construction (*scv.tl.velocity_graph*), were performed in scVelo v0.3.3 for UMAP‑based trajectory inference.

### Double fluorescent in situ hybridisation (FISH) on zebrafish testis cryostat sections

The coding sequences of *ddx4*, *setb*, *hmgb1b*, *ckba* and *sumo1* (Dataset EV10) were synthesised and introduced into pBluescript KS+ plasmid using *NotI* and *XbaI* restriction enzymes. Antisense riboprobes were synthesised using digoxigenin-11-UTP or fluorescein-12-dUTP and T3 RNA polymerase after *SacI*-linearised plasmid digestion. Cryosectioning of samples was performed as previously described (Letelier et al, 2023) followed by an adapted double FISH protocol (Solana, 2018). Sections underwent Proteinase K treatment (10 µg/mL, 30 min, 37 °C) and post-fixation with 4% formaldehyde (30 min, RT). Probe hybridisation occurred at 70 °C for ≥16 h. After post-hybridisation SSC washes, probes were developed using anti-DIG-POD antibody (Merck, 1:150) and incubated overnight (4 °C). Sections were washed (PBS, Borate buffer) before staining with green TSA amplification (50 μg/mL TSA Fluorescein) for 30 min (RT, dark). POD enzyme was quenched (0.1 M Glycine, pH 2.2), followed by anti-Fluorescein-POD antibody incubation (Merck, 1:150) and overnight (4 °C) incubation. After further washes, red TSA amplification (50 μg/mL Red TSA) was applied (30 min, RT, dark). Sections were washed (PBS) and incubated overnight (4 °C) with DAPI (1:5000, Sigma). Confocal imaging was performed using an LSM 880 (Zeiss) and processed with ImageJ (Schindelin et al, 2012).

### Single-cell ATAC pre-processing and quality control

Replicate data (r1, *n* = 8305 cells; r2, *n* = 9088 cells) were processed using the Cell Ranger ATAC (v.1.2) count pipeline (danRer11 assembly). The output of the Cell Ranger ATAC pipeline was utilised as the input for downstream analysis using the Signac R package (v1.14.0). A unified peak set was generated using the *GenomicRanges::reduce* function to merge peak coordinates from both datasets, with subsequent filtering based on peak length. Fragment objects were created for each sample using the *Signac::CreateFragmentObject* function, and peak quantification was conducted using the *Signac::FeatureMatrix* function. Cells deemed low-quality were identified and excluded if they had a nucleosome signal score below 1 and a TSS enrichment score below 5. Meanwhile, cells with more than 40% of fragments mapping to peaks and between 500 and 10,000 fragments in peaks were retained for further analysis. To identify potential doublets, scDblFinder R package (v1.8.0) was applied to the dataset using a converted SingleCellExperiment object from Seurat. Only cells classified as “singlet” were retained for downstream analyses. Following filtering, the number of retained cells was *n* = 2099 (r1) and *n* = 3251 (r2). After quality filtering, term frequency-inverse document frequency (TF-IDF) normalisation was applied, followed by the selection of relevant features using a threshold (min.cutoff = 0.5). Dimensionality reduction was performed using singular value decomposition (SVD) to compute latent semantic indexing (LSI) embeddings with up to 70 dimensions. To assess the impact of sequencing depth, LSI components were evaluated using *Signac::DepthCor*, and those with strong correlations to sequencing depth were excluded (LSI1 and LSI10 in replicate 1, LSI1 and LSI8 in replicate 2). The remaining components were used for downstream analyses.

### Single-cell ATAC analysis

Integration of both replicates was performed using the *Seurat::FindIntegrationAnchors* and *Seurat::IntegrateEmbeddings* functions, specifying dimensions 2:6 and 9:70 for integration. Clustering was conducted using the *Seurat::FindCluster* function with the smart local moving (SLM) algorithm for modularity optimisation, with a resolution parameter of 1.2 and algorithm set to 1. Clusters that were found exclusively in one of the replicates were removed. Annotation was performed by first calculating gene activity scores using the *Signac::GeneActivity* function. Annotation was further refined by identifying marker genes associated with key biological processes in spermatogenesis. Using these gene activity scores, the RNA data were log-normalised, and differentially expressed genes were identified using the MAST test (Finak et al, 2015), adjusting for RNA count as a latent variable. Genes with an adjusted *P* < 0.005 and avg_log2FC > 0.8 were considered significant. Motif position frequency matrices (PFMs) from the JASPAR CORE vertebrate collection were obtained using the *Signac::getMatrixSet* function and added with *Signac::AddMotfs*. Enriched motifs were identified with *Signac::FindMotifs* in peaks accessible in ≥10% of elongated spermatids.

### Flow cytometry and cell enrichment analysis

Zebrafish testes were disaggregated following a previously described protocol (Pujol et al, 2025). The cell suspension was fixed in 1% formaldehyde, centrifuged, and stored at −80 °C until use. Frozen samples were then resuspended in PTBG (0.05% Tween-20 in 1× PBS) and immunostained in solution with a mouse anti-RNA polymerase II antibody (#ab5408, Abcam) diluted in PTBG (1:1000) and incubated at 4 °C overnight. The next day, cells were centrifuged for 15 min at 2000 × *g*, resuspended in PTBG, and incubated for 5 min at 21 °C with an anti-mouse Cy5 (#115-175-166, Jackson ImmunoResearch, 1:1000). After a PTBG wash, cells were stained with 5 μg/ml Hoechst 33342 for 35 min at 21 °C and sorted using a BD FACS Discover S8 Cell Sorter. Four testicular populations (spermatogonia, spermatocytes I, round spermatids, and spermatozoa) were isolated considering their nucleus complexity, ploidy, and RNA polymerase II staining, with between 60,000 and 400,000 cells collected per cell type. Cell enrichment of each flow-sorted population was evaluated by immunofluorescence. Sorted cells were fixed onto slides by incubating with freshly prepared 4% paraformaldehyde solution containing 0.15% Triton X-100 for 2 h at room temperature in a humidified chamber. After air-drying, the slides were washed in 1% Photo-Flo and incubated with the primary antibodies rabbit anti-SYCP3 (#ab15093, Abcam, 1:100) and mouse anti-RNA polymerase II (#ab5408, Abcam, 1:1000) overnight at 4 °C. After incubation, slides were washed twice in PTBG, followed by a 1-hour incubation at 37 °C with the secondary antibodies anti-rabbit FITC (#111-095-003, Jackson ImmunoResearch, 1:200) and anti-mouse Cy5 (#115-175-166, Jackson ImmunoResearch, 1:1000). DNA was counterstained with antifade solution containing 0.1 μg/ml DAPI and stored at −20 °C until use. Stained slides were analysed using an epifluorescence microscope (Axiophot, Zeiss). Spermatogonia (SPG) exhibited a granulated nucleus and were positive for RNA polymerase II; spermatocytes I (SPC-I) showed positive expression for both *sycp3* and RNA polymerase II; round spermatids (SPD-r) and spermatozoa (SP) shared similar morphology under DAPI staining but differed in RNA polymerase II staining, with round spermatids being positive and spermatozoa negative. Between 50 and 100 cells were counted for each flow-sorted population, and only populations with an enrichment above 70% were considered for WGBS experiments.

### WGBS sample collection and library construction

Sorted cell populations were dissolved in homogenisation buffer (20 mM Tris pH 8.0, 100 mM NaCl, 15 mM EDTA, 1% SDS, 0.5 mg/ml Proteinase K) at 55 °C. Two Phenol/Chlorophorm/Isoamylalcohol (25:24:1, PCI) extractions were performed. DNA was precipitated using 1/5 volume of 4 M NH4Ac and 2.5 volumes of ice-cold absolute ethanol, and 1 μL of linear acrylamide. Samples were incubated overnight at −20 °C. The DNA was pelleted, resuspended in nuclease-free water and spiked with 0.1% λ DNA (Promega). Bisulfite converted libraries were generated using the Pico Methyl-Seq Library Prep Kit (Zymo Research, Cat. D5456) following the manufacturer’s instructions. Libraries were sequenced on the Illumina NovaSeq X Plus Series platform (150 PE).

### WGBS analysis

Files were trimmed using Trimmomatic (v0.39) (HEADCROP:5 ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50) (Bolger et al, 2014) and mapped using Bismark (v0.22.3) (--non_directional --local -X 2000) (Krueger and Andrews, 2011). Methylation was called using MethylDackel (v0.6.1) (--mergeContext --minOppositeDepth 10 --maxVariantFrac 0.5). DMRs were detected using DSS (v2.54.0) (delta=0.2, p.threshold=0.05, minlen=100, minCG=10, dis.merge=100) (Feng et al, 2014).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Dataset EV10

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: scATAC-seq data: Gene Expression Omnibus GSE283803. scRNA-seq data: Gene Expression Omnibus GSE283804. DNA methylation data: ArrayExpress E-MTAB-14873. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44320-025-00157-7.

# Supplementary material for: A single-cell multiomics roadmap of zebrafish spermatogenesis reveals regulatory principles of male germline formation
**Source:** Mol Syst Biol. 2025 Oct 14;22(1):42–68. doi: 10.1038/s44320-025-00157-7
**Supplement:** Supplementary file 1 — Appendix

## Appendix for:

### A single-cell multiomics roadmap of zebrafish spermatogenesis reveals regulatory principles of male germline formation

Ana María Burgos Ruíz<sup>1</sup>, Fan-Suo Geng<sup>2</sup>, Gala Pujol<sup>3,4</sup>, Estefanía Sanabria<sup>1</sup>, Thirsa Brethouwer<sup>1</sup>, María Almuedo-Castillo<sup>1</sup>, Aurora Ruiz-Herrera<sup>3,4</sup>, Juan J. Tena<sup>1,\*</sup>, Ozren Bogdanovic<sup>1,2,5,\*</sup>

## Table of Contents

|                         |   |
|-------------------------|---|
| Appendix Figure S1..... | 1 |
| Appendix Figure S2..... | 2 |
| Appendix Figure S3..... | 3 |
| Appendix Figure S4..... | 4 |
| Appendix Figure S5..... | 5 |
| Appendix Figure S6..... | 6 |
| Appendix Figure S7..... | 7 |
| Appendix Table S1.....  | 8 |
| Appendix Table S2.....  | 9 |

A

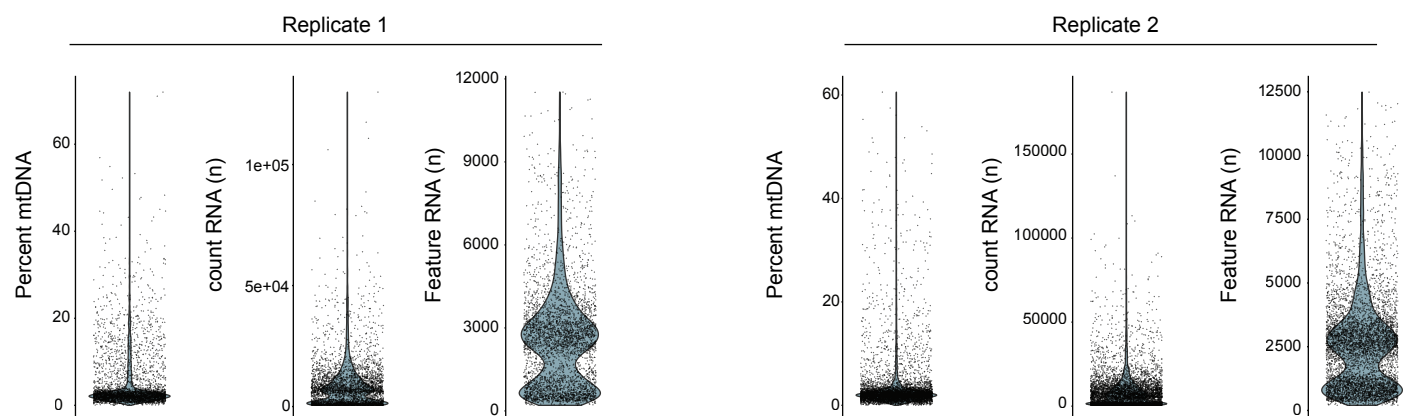

B

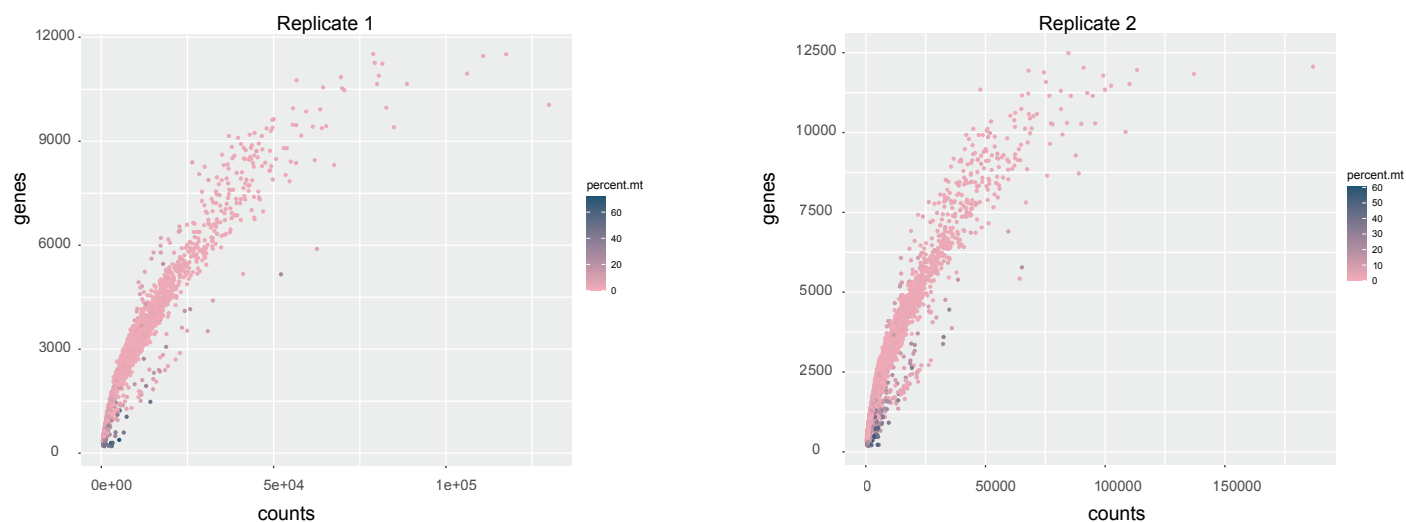

C

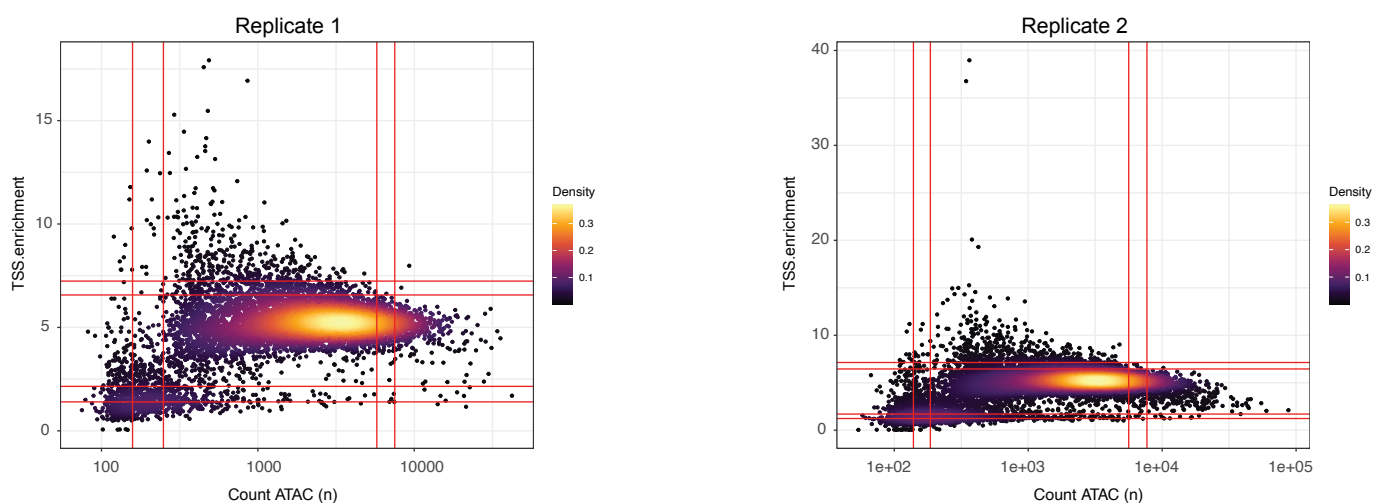

D

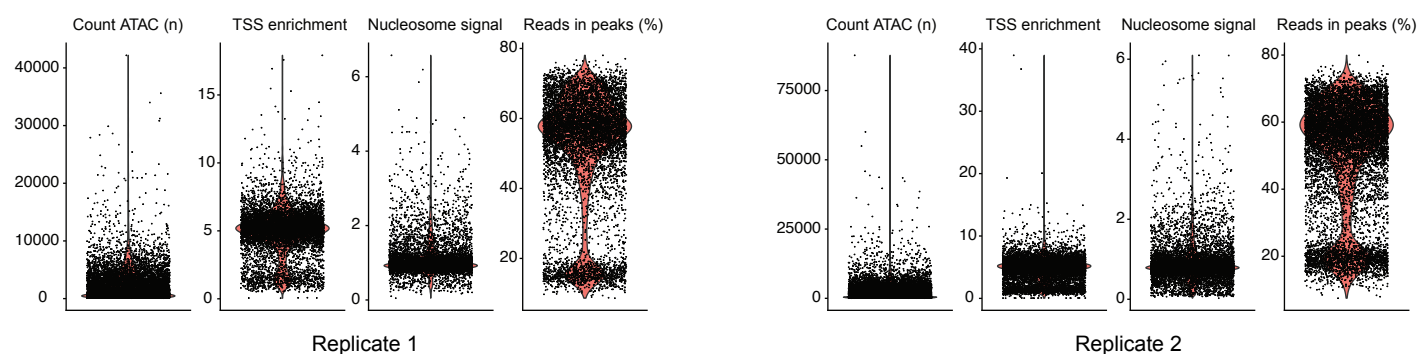

**Appendix Figure S1. scRNA-seq and scATAC-seq quality control.** (A) Distribution of quality control (QC) metrics per cell across replicates, including percentage of mitochondrial reads, total RNA counts per cell, and number of detected features per cell. (B) Scatter plot of total RNA counts versus number of detected genes, with color gradient indicating the percentage of mitochondrial reads. (C) Density scatter plot showing the relationship between total peak counts per cell and transcription start site (TSS) enrichment in both samples; the x-axis is log-transformed, cell density is indicated by color intensity, and quantile lines are shown to aid in identifying potential QC thresholds. (D) Violin plots displaying the distribution of key ATAC-seq QC metrics per cell across replicates, including total peak counts, TSS enrichment, nucleosome signal, and percentage of reads in peaks.

A

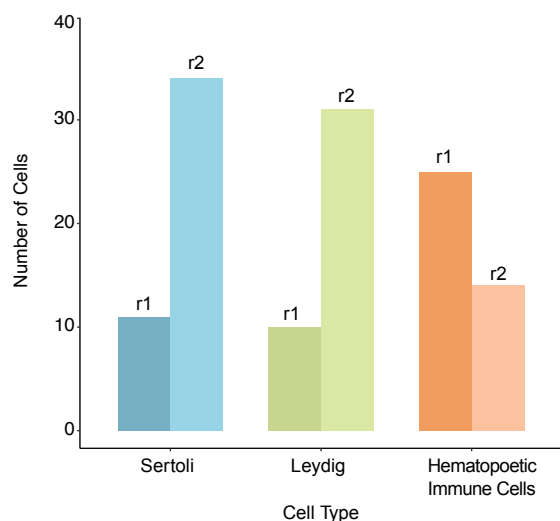

B

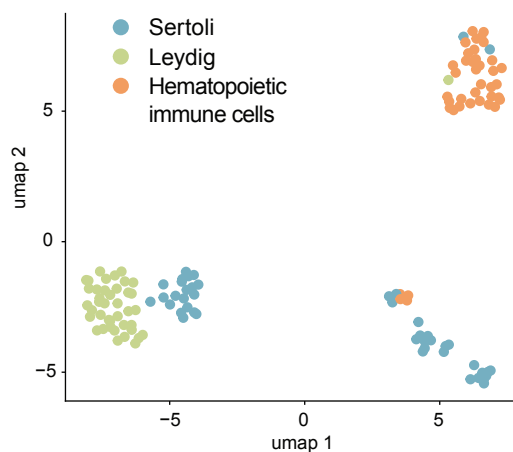

C

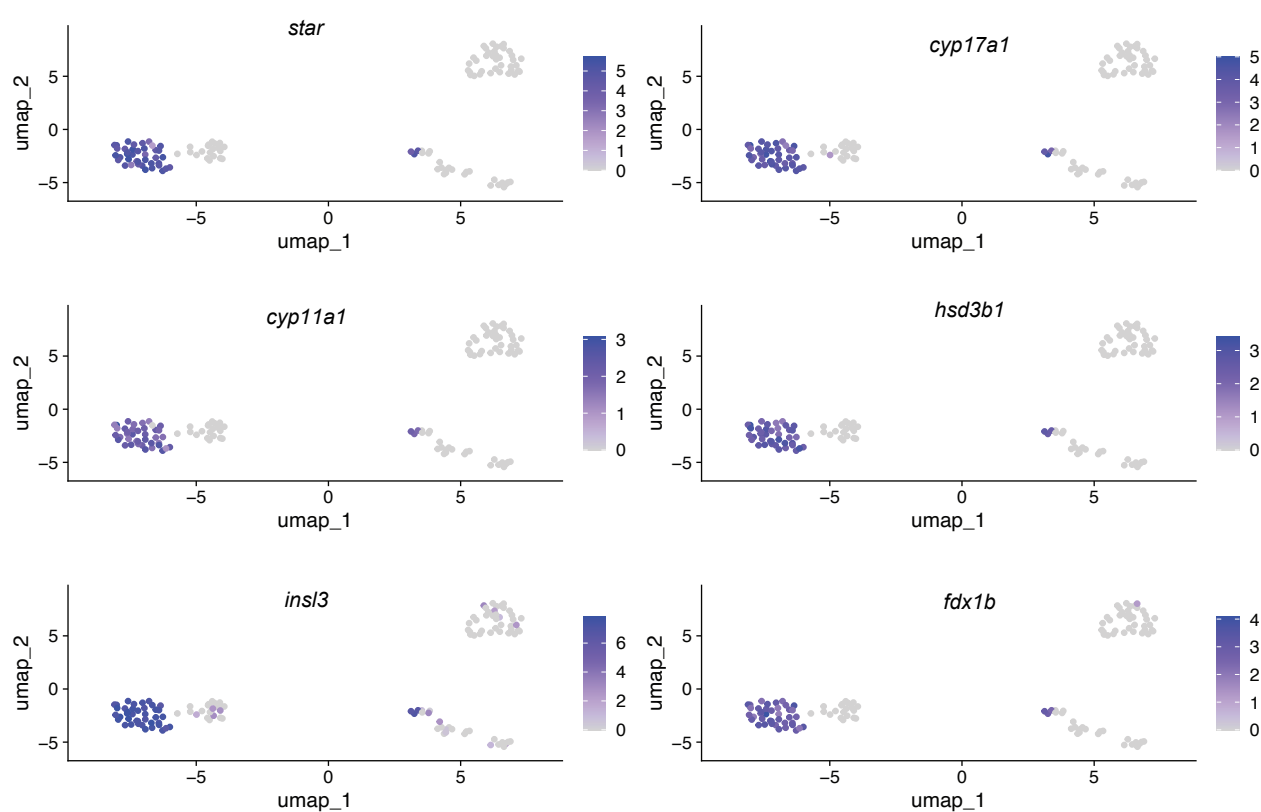

**Appendix Figure S2. Frequency and content of somatic cell populations found in the zebrafish testis. (A)** Number of identified somatic cells per replicate and cell type. **(B)** UMAP plot showing diverse somatic cell populations: Sertoli, Leydig and Hematopoietic immune cells. Sertoli cells exist in two major configurations likely depending on activation or spatial location within the testis. **(C)** Expression profiles of Leydig cell marker genes.

A

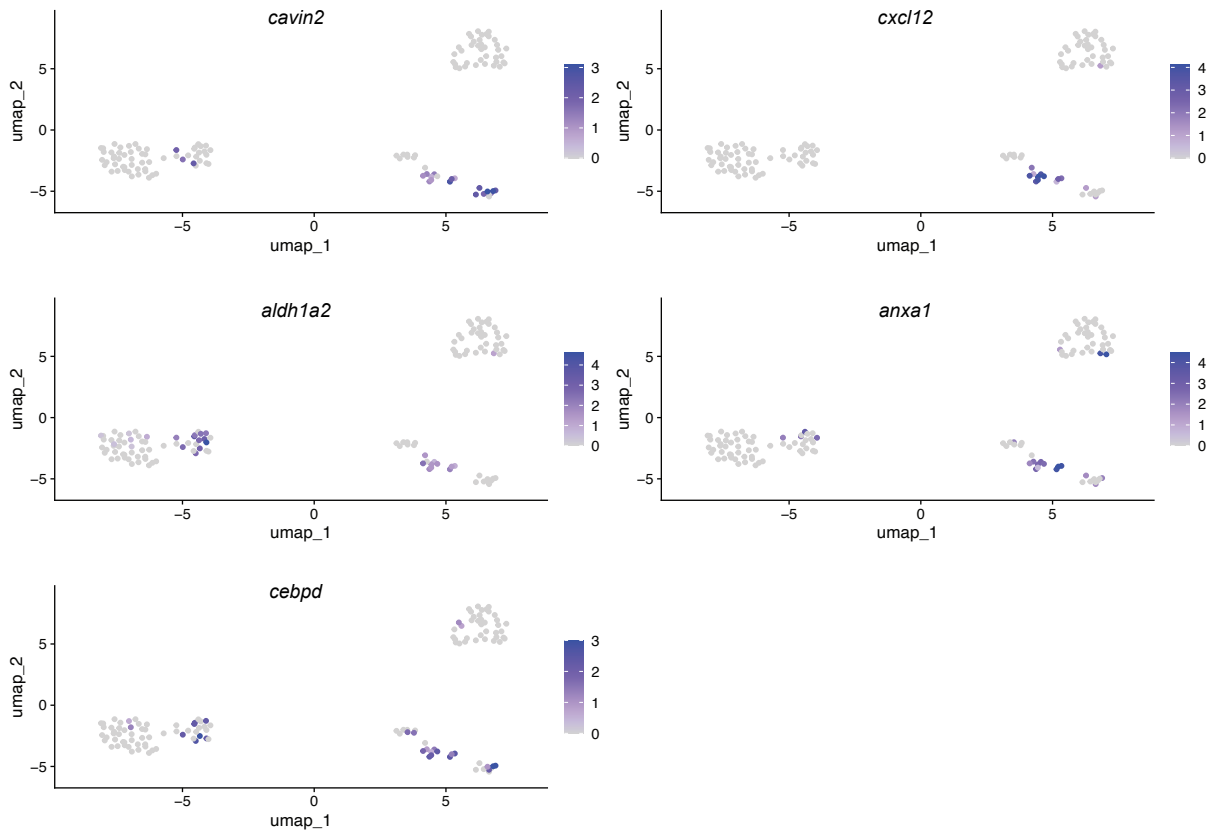

B

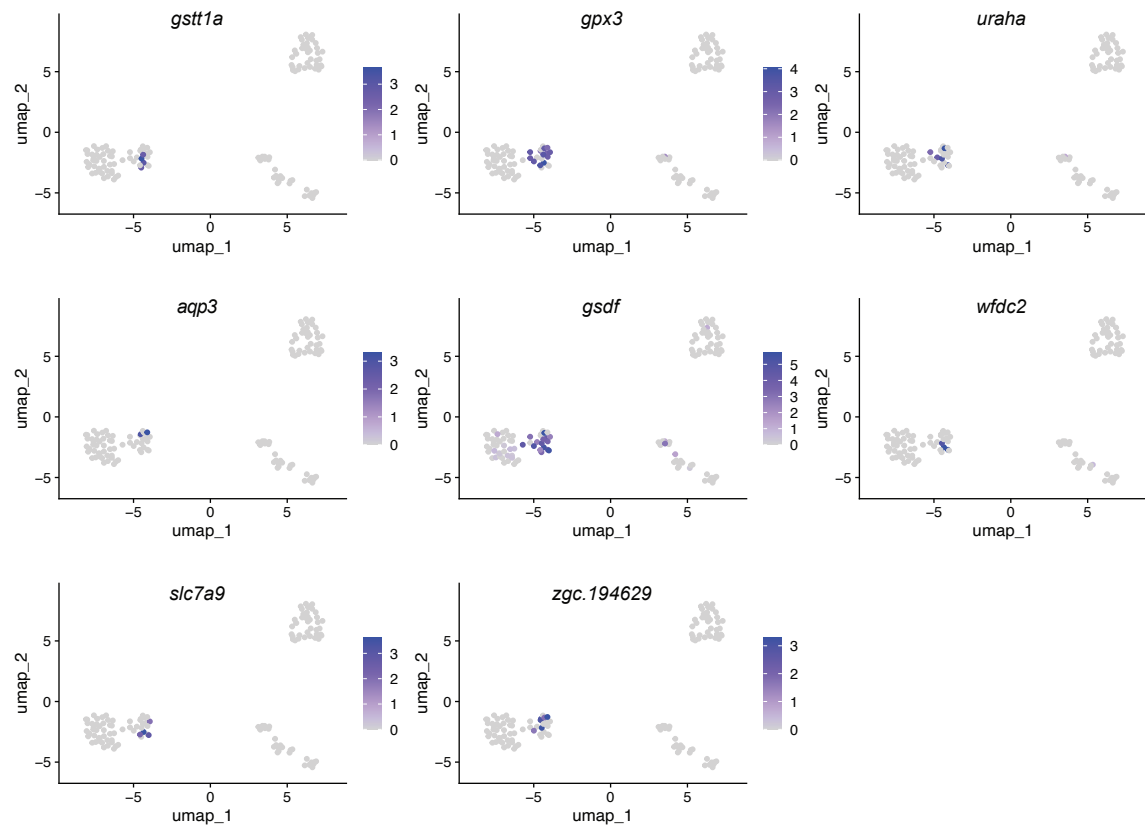

**Appendix Figure S3. UMAP expression plots of Sertoli cell markers. (A)** Expression profiles of canonical Sertoli marker genes including *aldh1a2*, *cxcl12*, *anxa1* and others. **(B)** Expression profiles of marker genes associated with a specialised Sertoli cell population possibly reflecting activation state or spatial positioning within the testis.

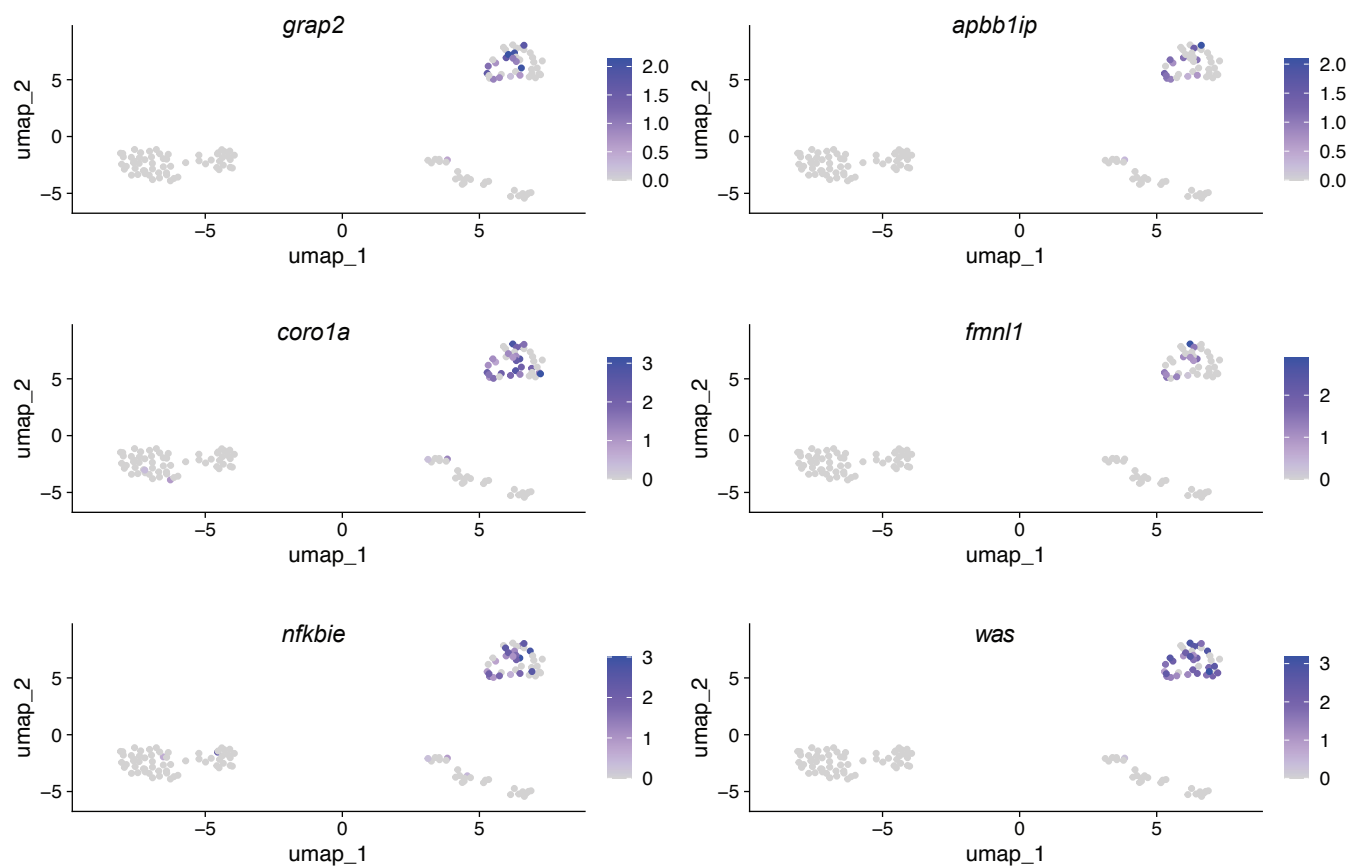

**Appendix Figure S4. UMAP expression plots of hematopoietic immune cell markers.** Expression profiles of canonical hematopoietic immune cell markers such as *grap2*, *coro1a* and others.

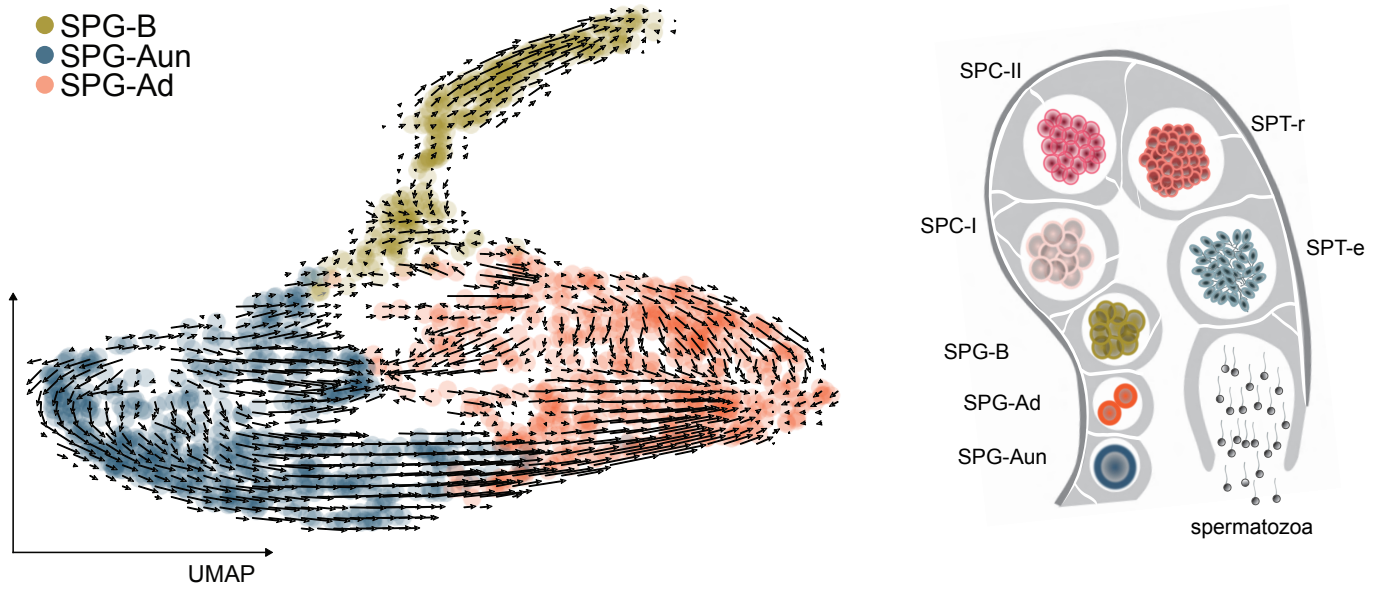

**Appendix Figure S5. SPG Differentiation trajectories.** RNA velocity analysis based on the relative abundance of unspliced and spliced mRNA in scRNA-seq SPG populations. Velocity vectors, representing the predicted direction and magnitude of transcriptional progression, are overlaid on the UMAP, revealing distinct transcriptional trajectories within the spermatogonial compartment. Samples: undifferentiated spermatogonia-A (SPG-Aun), differentiated spermatogonia-A (SPG-Ad), spermatogonia B (SPG-B). Right panel - schematic drawing of the spermatogenesis process in *Danio rerio*.

A

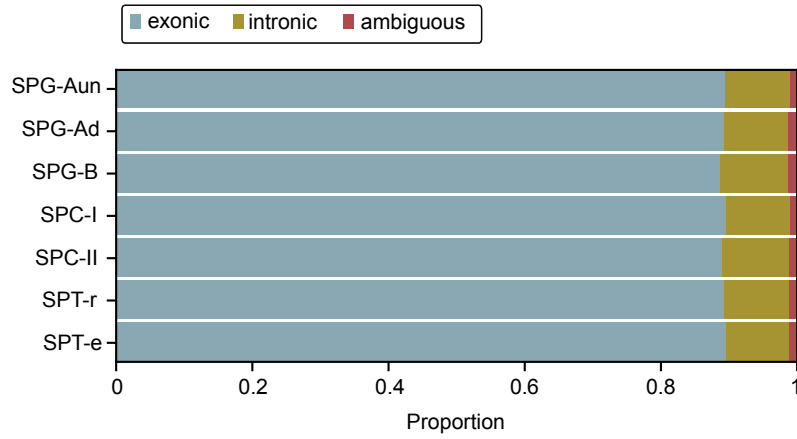

B

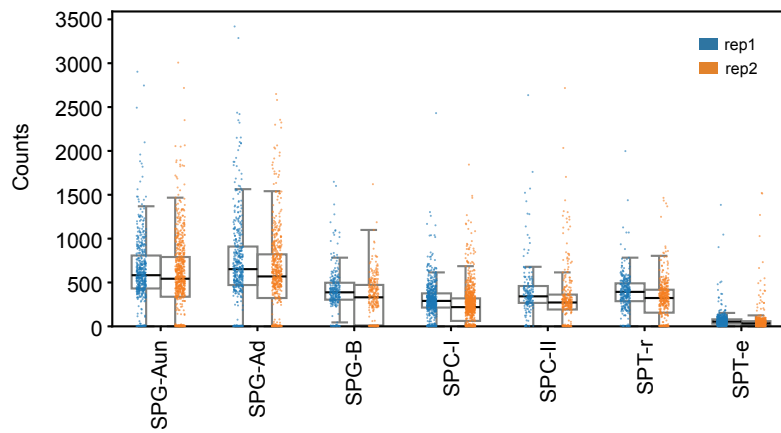

**Appendix Figure S6. RNA turnover dynamics during zebrafish spermatogenesis.** (A) Velocity-derived proportions of exonic, intronic, and ambiguous reads across germ cell populations. All populations, from undifferentiated spermatogonia (SPG-Aun) to elongated spermatids (SPT-e). (B) Total intronic read counts per cell across biological replicates (rep1: blue; rep2: orange). Boxplots represent medians and interquartile ranges; individual data points correspond to single cells.

| Annotation     | log2 ratio obs/exp | (-)log <i>p</i> val |
|----------------|--------------------|---------------------|
| CpG-Island     | 3018               | 77352               |
| tRNA           | 1768               | 2819                |
| LTR            | 1013               | 79.29               |
| 5UTR           | 585                | 1279                |
| Promoter       | 55                 | 885                 |
| Exon           | -66                | -928                |
| snRNA          | -88                | -63                 |
| pseudo         | -0.09              | -65                 |
| rRNA           | -121               | -88                 |
| ncRNA          | -212               | -158                |
| TTS            | -303               | -2206               |
| Satellite      | -388               | -3543               |
| Simple repeat  | -456               | -7814               |
| Intergenic     | -631               | -122.49             |
| Low complexity | -663               | -2159               |
| LINE           | -708               | -10814              |
| 3UTR           | -1175              | -5501               |
| Intron         | -1396              | -144798             |
| Satellite?     | -1.51              | -1847               |
| SINE           | -1912              | -44.84              |

**Appendix Table S1. Genomic feature enrichment of differentially methylated regions (DMRs).** Enrichment analysis of DMRs across various annotated genomic features. Ratio ( $\log_2$ ) of observed versus expected overlaps between DMRs and each genomic category (positive values indicate enrichment; negative values indicate depletion), along with the  $-\log_{10}$  transformed *p* value from the hypergeometric test. Enrichment was computed using HOMER, comparing the distribution of DMRs to the genomic background.

| <b>Sample 1: Filter</b>           | <b>Cells retained</b> | <b>Cells discarded</b> |
|-----------------------------------|-----------------------|------------------------|
| initial                           | 7411                  | 0                      |
| nCount_ATAC > 500                 | 5783                  | 1628                   |
| nCount_ATAC < 10000               | 5619                  | 164                    |
| pct_reads_in_peaks > 40           | 5273                  | 346                    |
| nucleosome_signal < 1             | 3637                  | 1636                   |
| TSS.enrichment > 5                | 2372                  | 1265                   |
| scDbtFinder_doublets == "singlet" | <b>2099</b>           | 273                    |
| <b>Sample 2: Filter</b>           | <b>Cells retained</b> | <b>Cells discarded</b> |
| initial                           | 9898                  | 0                      |
| nCount_ATAC > 500                 | 7457                  | 2441                   |
| nCount_ATAC < 10000               | 7171                  | 286                    |
| pct_reads_in_peaks > 40           | 6556                  | 615                    |
| nucleosome_signal < 1             | 6038                  | 518                    |
| TSS.enrichment > 5                | 3964                  | 2233                   |
| scDbtFinder_doublets == "singlet" | <b>3251</b>           | 554                    |

**Appendix Table S2. Quality control and filtering of scATAC-seq datasets.** Columns indicate the number of cells retained and discarded at each step. Initial barcodes were first filtered by total fragment count (nCount\_ATAC > 500 and < 10,000), followed by removal of cells with low signal-to-noise ratios based on the percentage of reads in peaks (pct\_reads\_in\_peaks > 40%), nucleosome banding pattern (nucleosome\_signal < 1), and transcription start site (TSS) enrichment (TSS.enrichment > 5). Doublets were identified and removed using scDbtFinder, retaining only barcodes classified as singlets. These thresholds were chosen based on standard guidelines for high-confidence scATAC-seq preprocessing.

# Supplementary material for: A single-cell multiomics roadmap of zebrafish spermatogenesis reveals regulatory principles of male germline formation
**Source:** Mol Syst Biol. 2025 Oct 14;22(1):42–68. doi: 10.1038/s44320-025-00157-7
**Supplement:** Supplementary file 18 — Expanded View Figures

## Expanded View Figures

**Figure EV1. scRNA-seq quality control, marker genes and GO enrichments.**

(A) Quality control metrics for scRNA-seq replicates showing the relationship between counts, detected gene numbers, and mitochondrial DNA percentage. (B) UMAP (uniform manifold approximation and projection) plots of the zebrafish testis tissue denoted by Seurat clusters before filtering. (C) Distribution of average counts, and average gene numbers across the spermatogenic lineage. (D) Expression UMAP for canonical marker genes for SPG (*ddx4*), SPG-Aun (*eno3*, *e2f5* and *rippy2*), SPG-Ad(*hist1h2a6*), SPT-e (*edrf1*), SPC (*sycp3*) and proliferation (*pcna*). (E) Dot plot of the top 5 GO biological processes enriched using marker genes for each cell type. The x-axis shows adjusted *P* values (FDR), and dot size reflects the ratio of intersected to total terms. Enrichment *P* values were computed with Fisher's exact one-tailed test (cumulative hypergeometric).

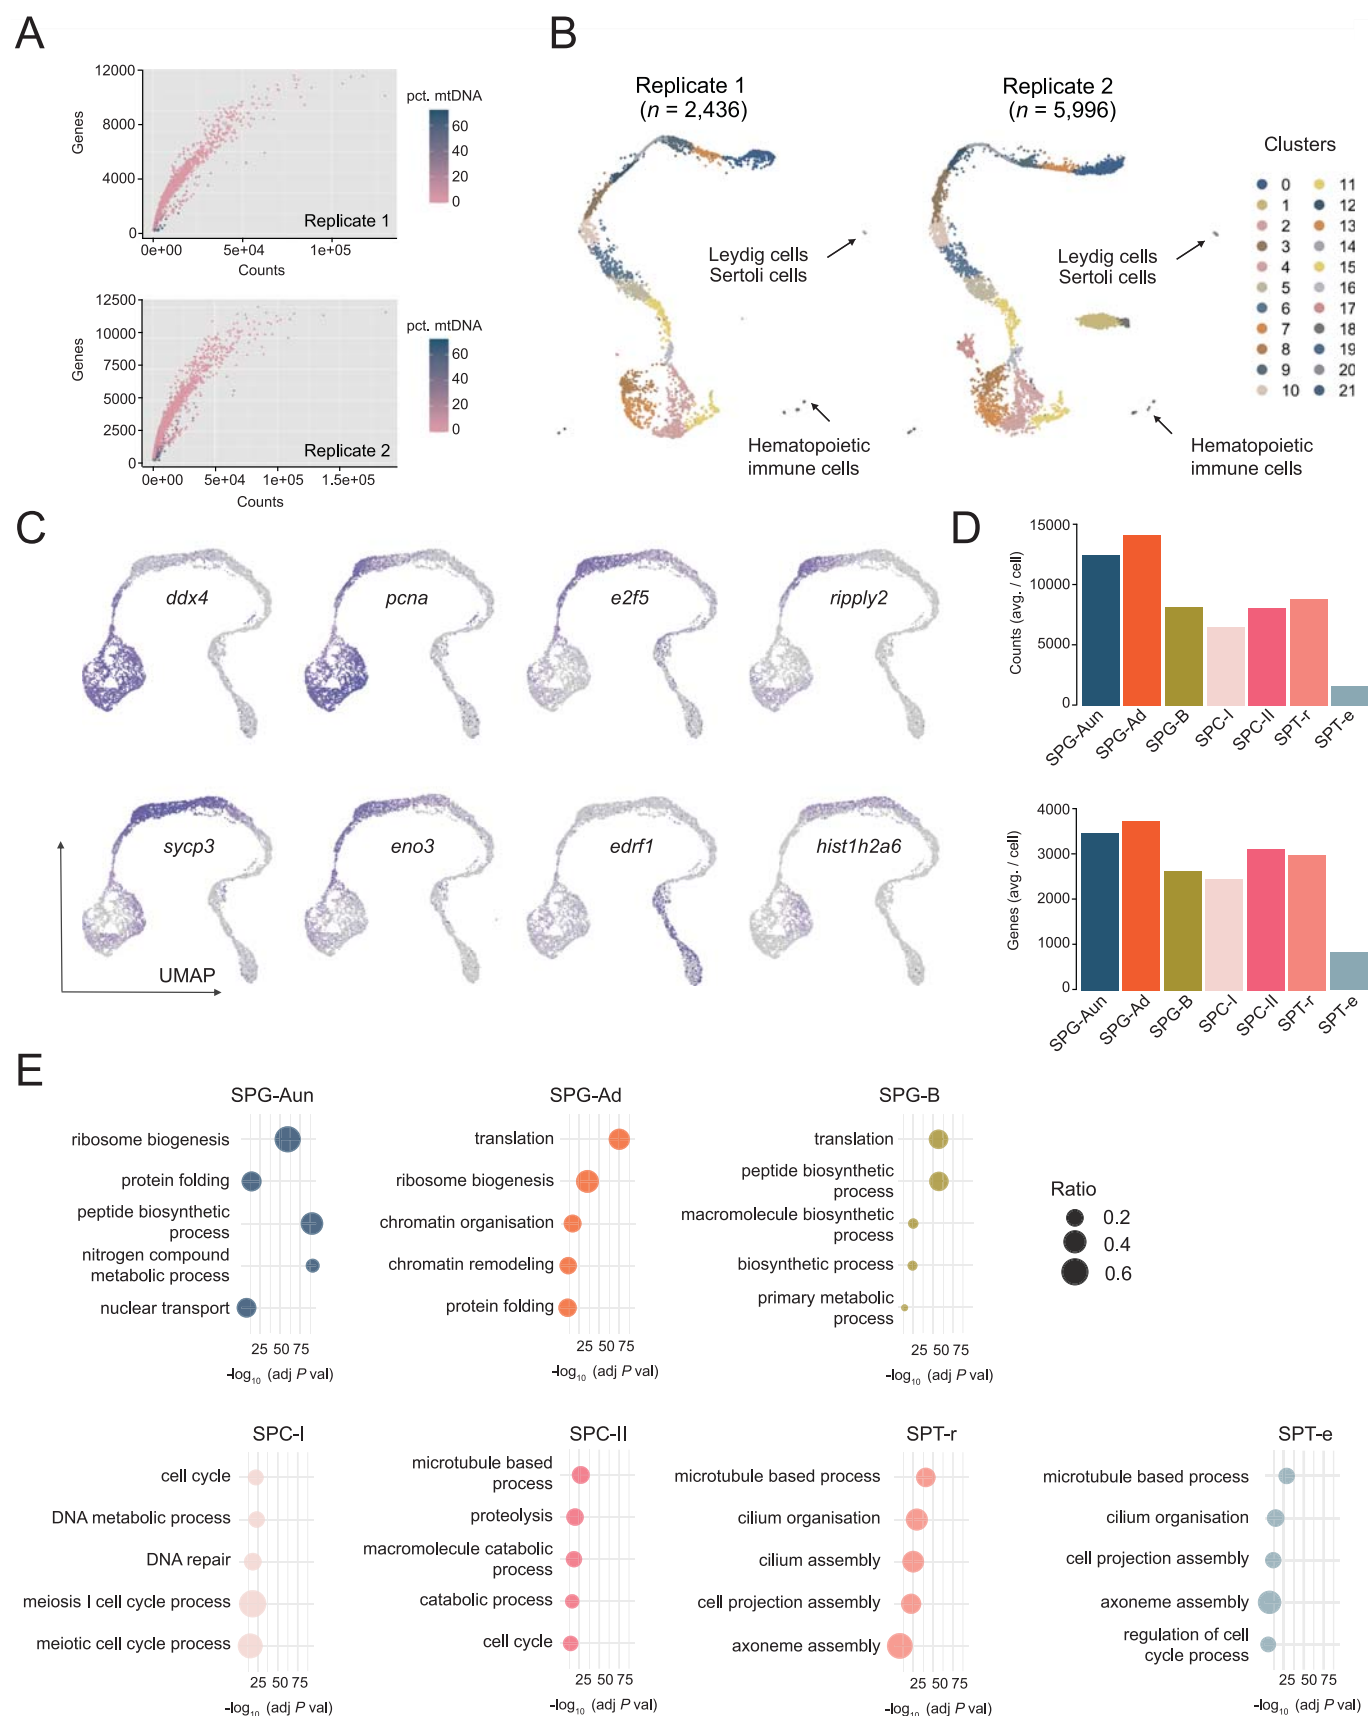

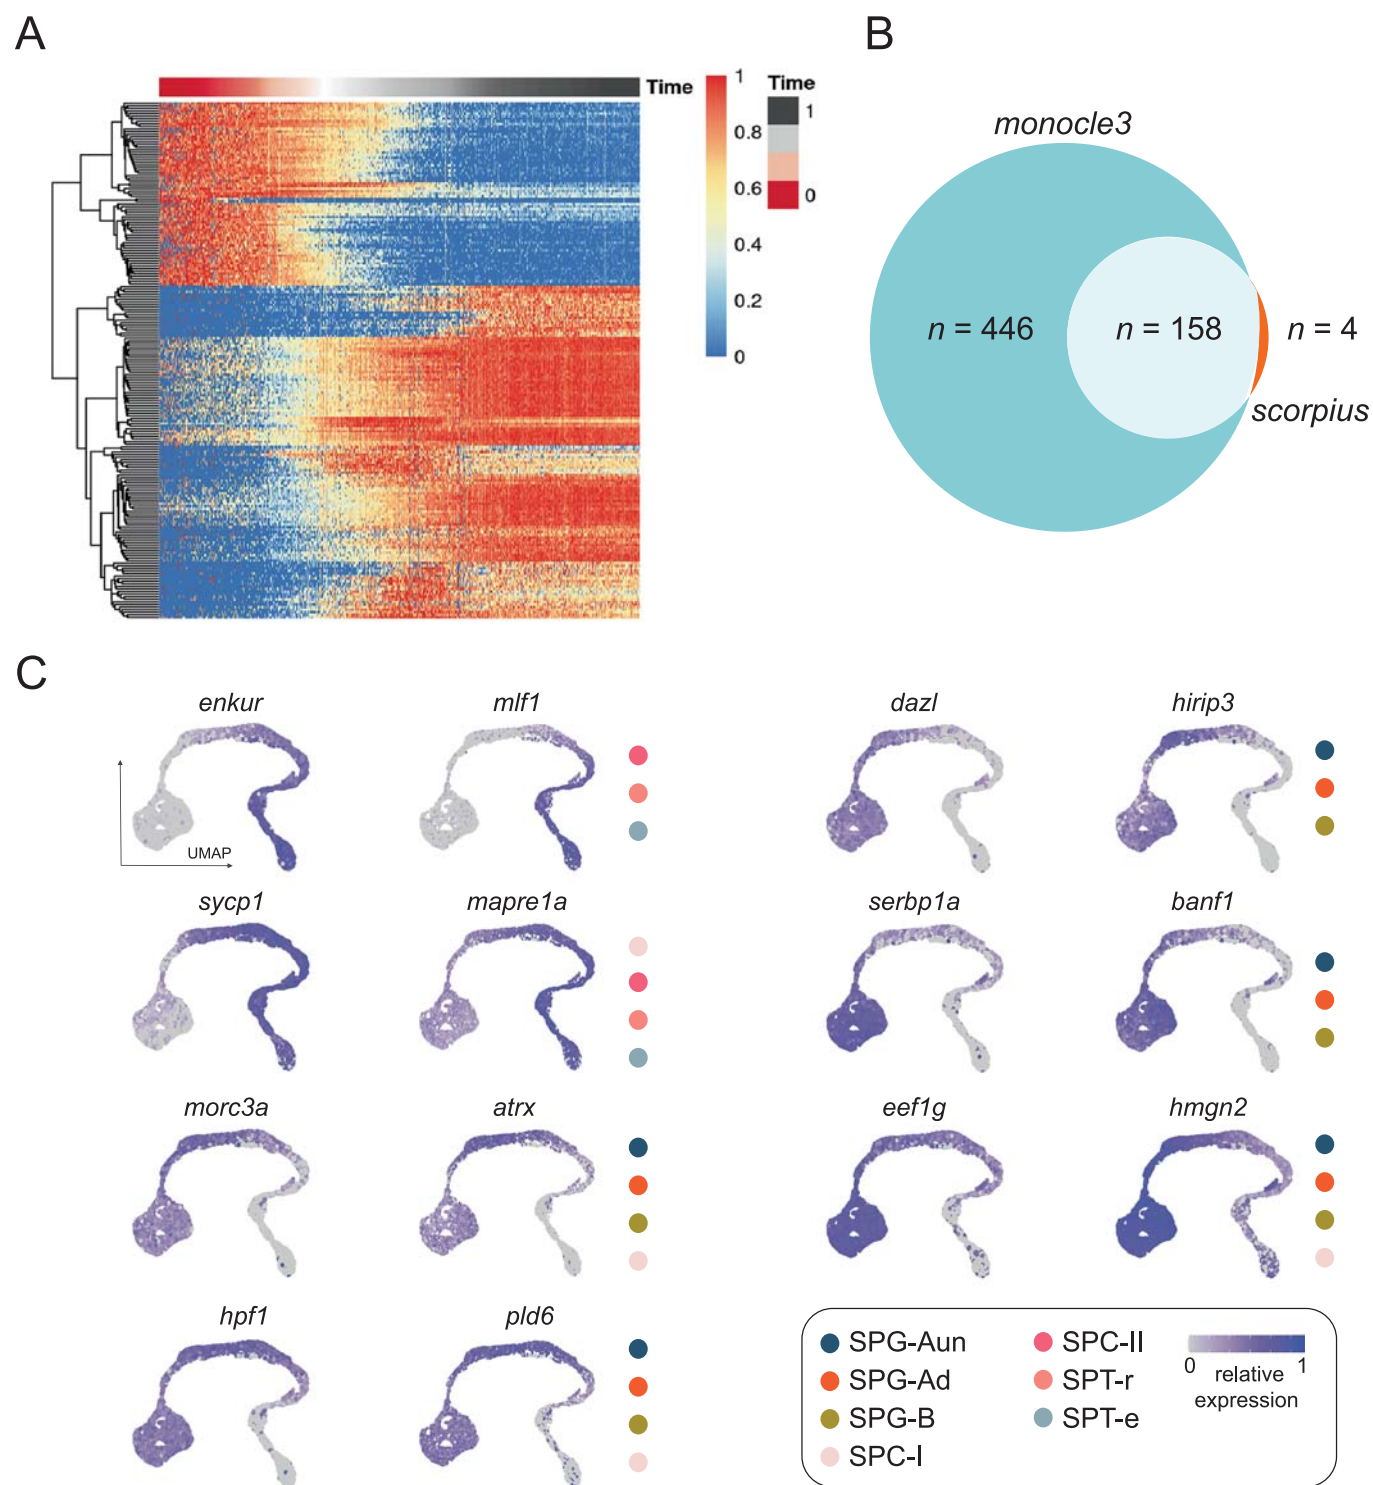

**Figure EV2. Trajectory analysis and expression profiles of spermatogenesis driver genes.**

(A) Heatmap of drive genes across the inferred trajectory of spermatogenesis. Samples ranked by pseudotime trajectory inferred by SCORPIUS. Rows represent genes grouped by hierarchical clustering with distinct expression patterns. (B) Comparison of gene drivers for spermatogenesis calculated using Monocle3 and SCORPIUS software. (C) UMAP examples for gene drivers obtained from the trajectory analysis identified by both Monocle3 and SCORPIUS.

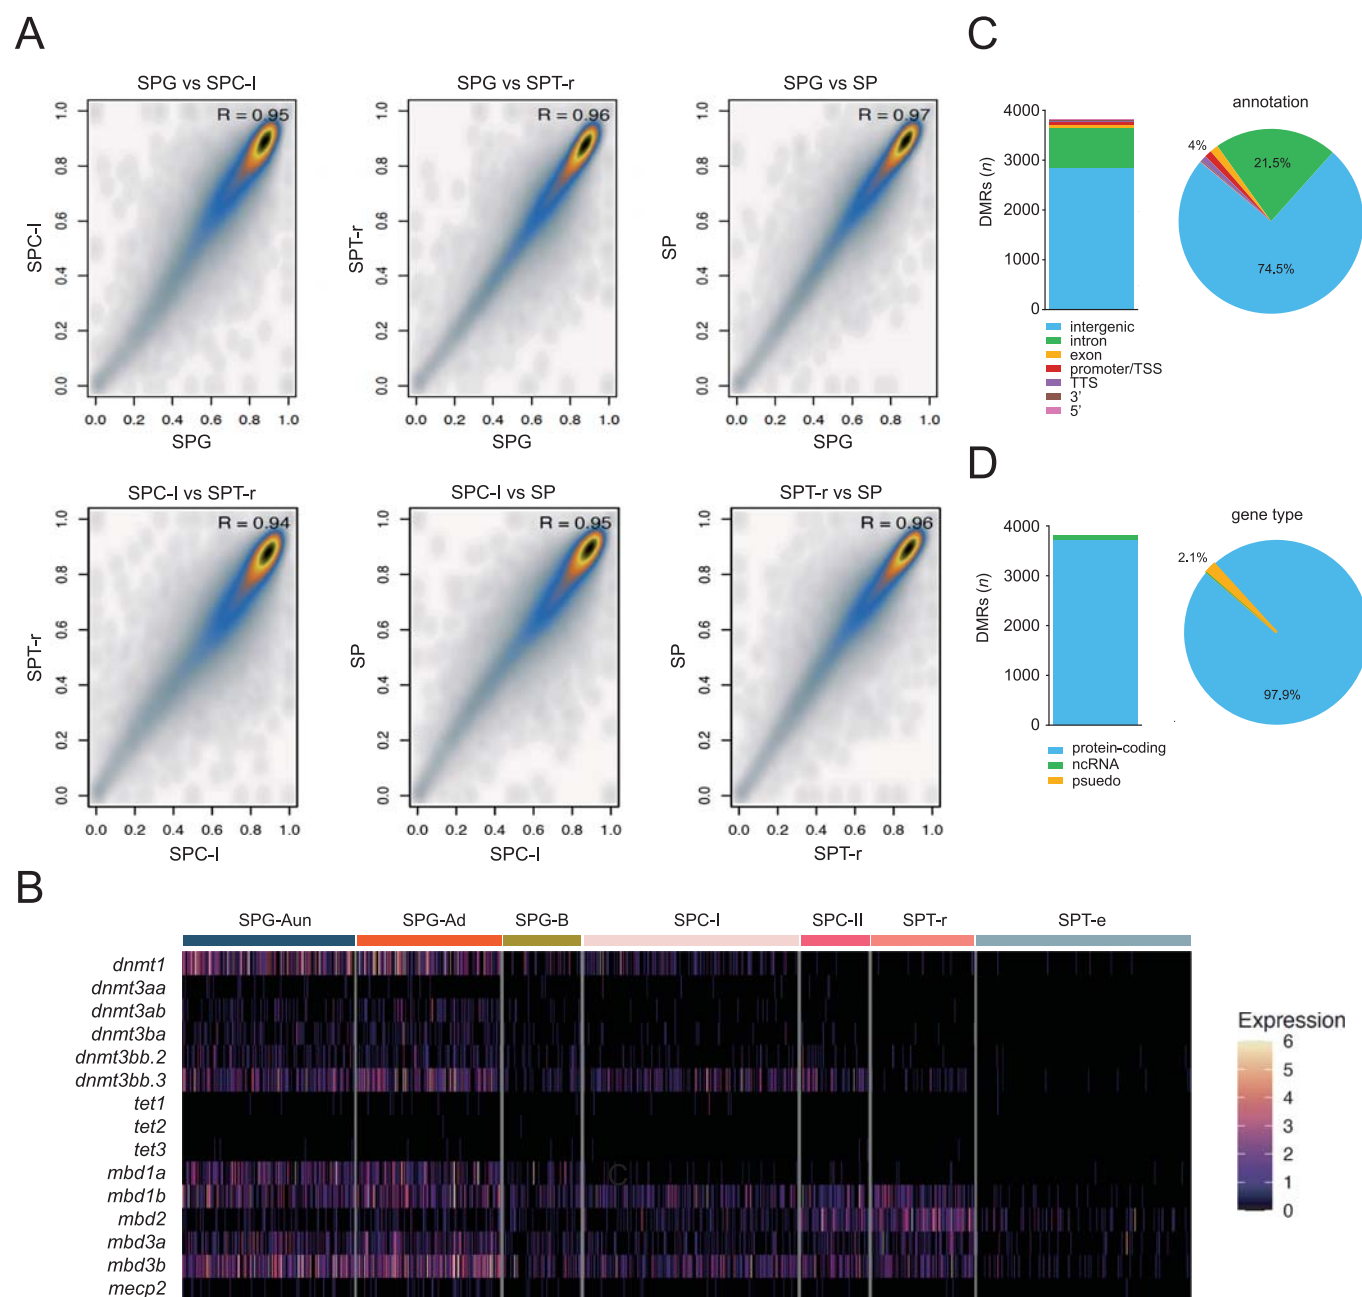

**Figure EV3. DNA methylomes and genomic localisation of Differentially Methylated Regions (DMRs).**

(A) Correlation of CpG methylation levels in non-overlapping 10 Kb genomic bins in isolated germ cell populations (SPG: spermatogonia, SPC-I: spermatocytes I, SPT-r: round spermatids, and mature sperm: SP).  $R$  value represents Pearson Correlation coefficient. SPG vs SPC-I, SPC-I vs SPT-r, and SPT-r vs SP comparisons are also shown in Fig. 3E. (B) Single-cell RNA-seq expression of DNA methylation, deposition removal, and interpretation machinery during zebrafish spermatogenesis. Genes include DNA methyltransferases, TET dioxygenases, and methyl-CpG-binding domain proteins. Expression is shown across major germ cell populations, ordered by developmental progression from undifferentiated spermatogonia to mature spermatids. (C) Genomic localisation of DMRs ( $n = 3879$ ) represented as absolute values (left panel) and percentages (pie chart, right panel) identified between four germ cell populations. (D) Gene type enrichment of the identified DMRs.

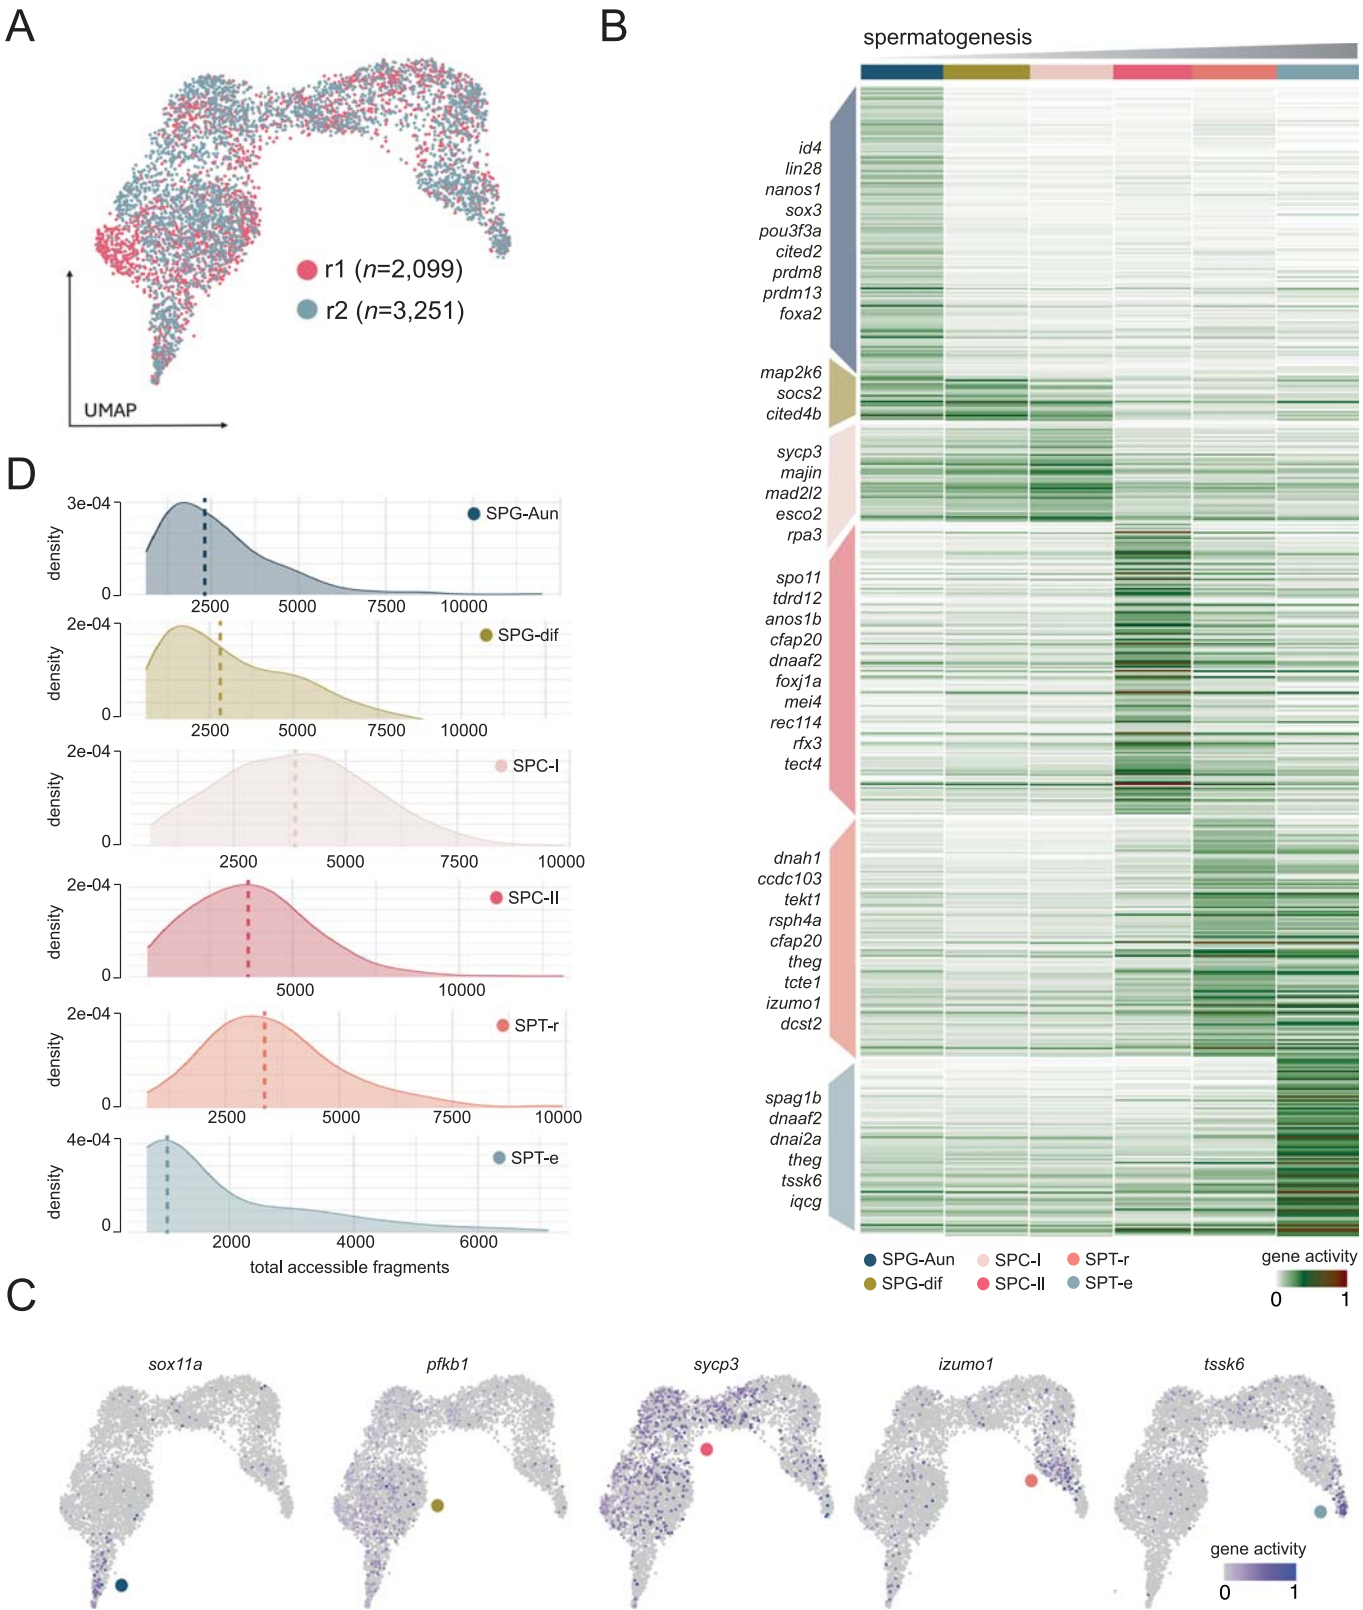

◀ **Figure EV4. Single cell chromatin accessibility (scATAC-seq) dynamics during zebrafish spermatogenesis.**

(A) UMAP (uniform manifold approximation and projection) of biological replicates of scATAC-seq data. Cells are coloured by replicate label. (B) Sorted heatmap of averaged gene expression profiles grouped by cell type (SPG-Aun, SPG-dif, SPC-I, SPC-II, SPT-r, SPT-e). Top marker genes for each cluster are indicated on the left-hand side of the heatmap. (C) UMAP plots showing gene activity of marker gene examples associated with spermatogenesis: *sox11* - undifferentiated spermatogonia; *pfkb1* - differentiated spermatogonia; *sycp3* - spermatocytes; *izumo1* - round spermatids; *tssk6* - elongated spermatids. Gene activity is defined as the normalised sum of fragments spanning the gene body and extending 2 kb upstream of the transcription start site. (D) Distribution of the number of accessible genome fragments in each cell type (SPG-Aun, SPG-dif, SPC-I, SPC-II, SPT-r, SPT-e). The median is indicated by the dashed line.

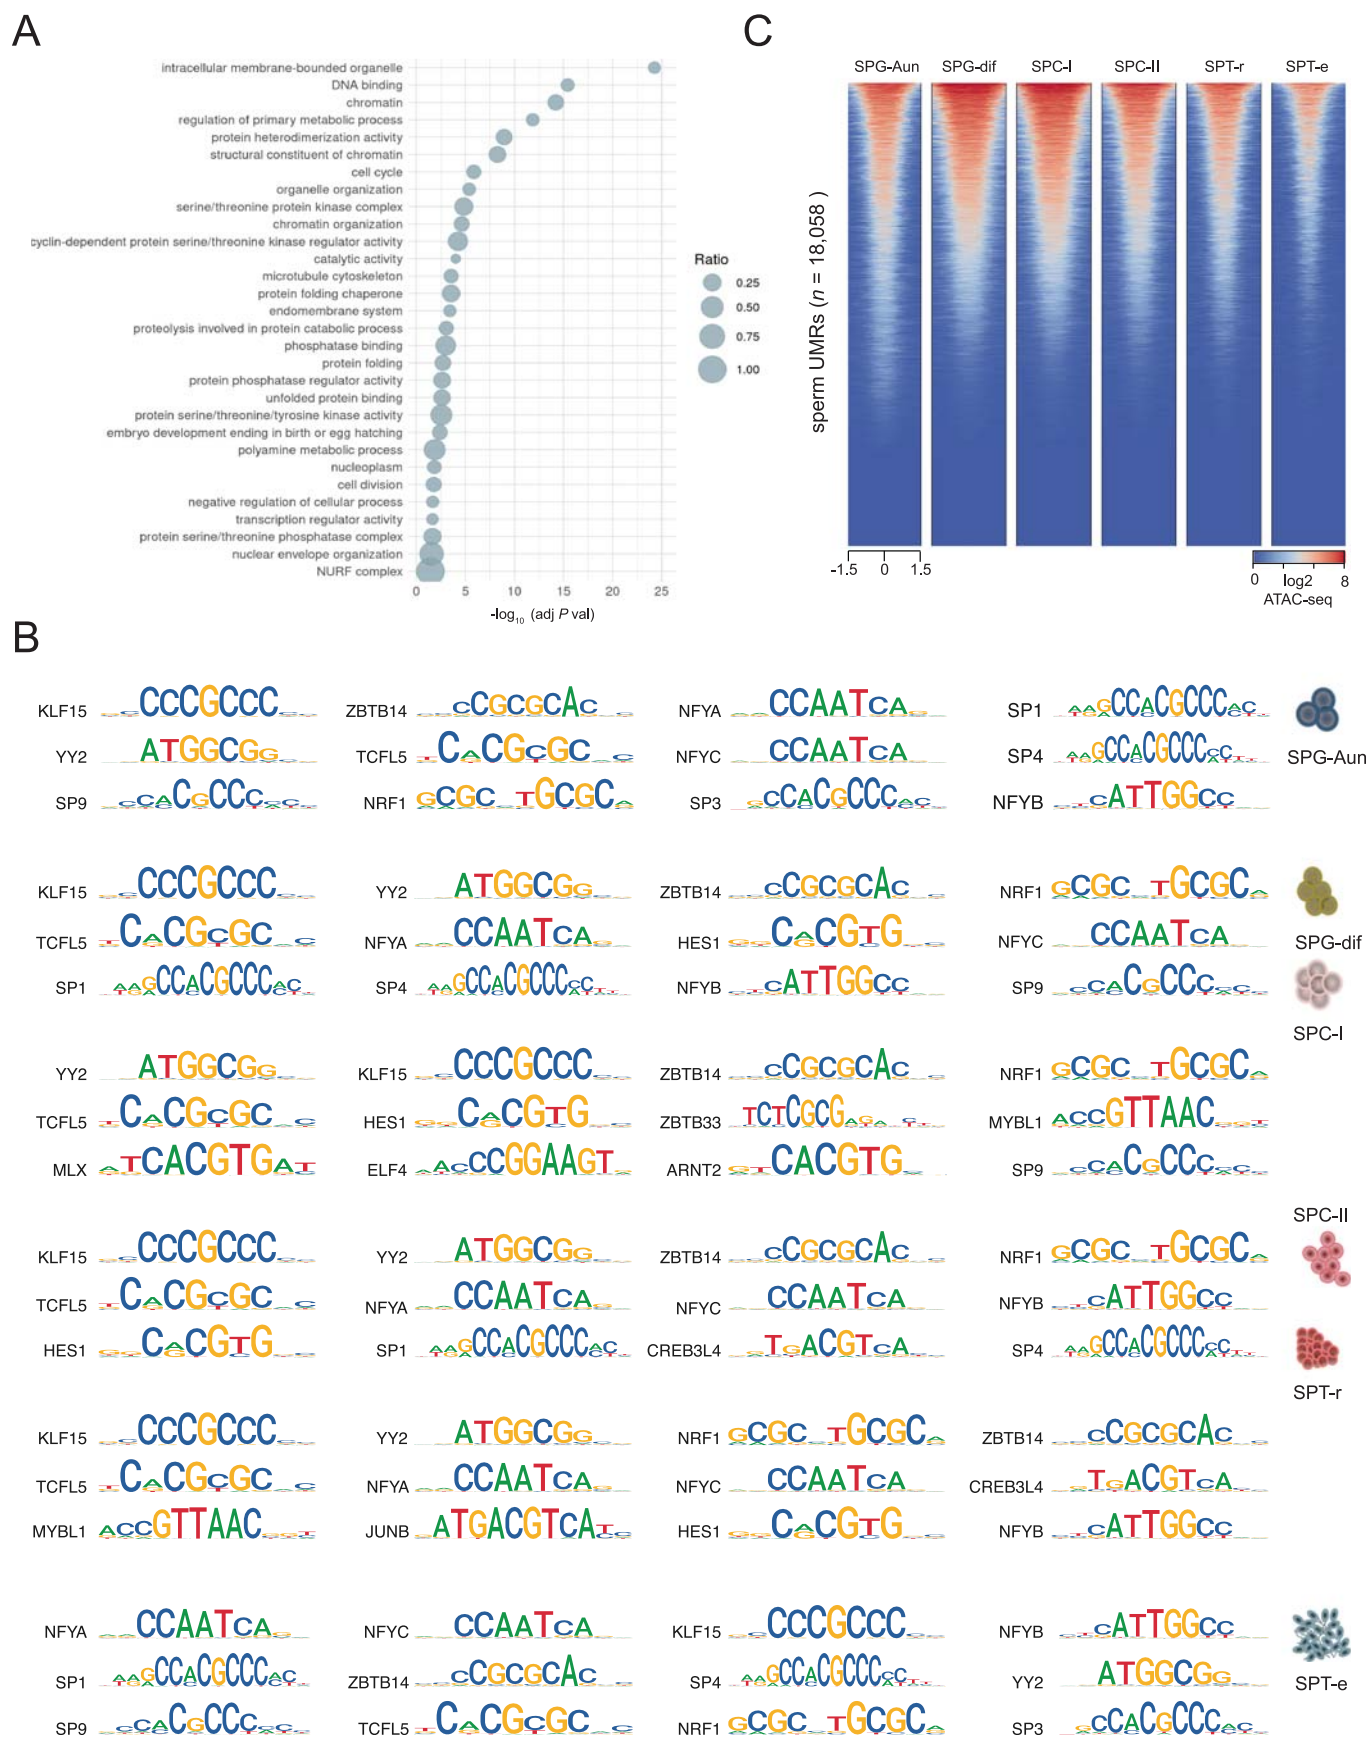

**Figure EV5. Chromatin state of elongated spermatids (SPT-e).**

(A) Dot plot of top biological processes associated with genes linked to open chromatin peaks in the SPT-e population. The x-axis shows adjusted *P* values (FDR), and dot size reflects the ratio of intersected to total terms. Enrichment *P* values were computed with Fisher's exact one-tailed test (cumulative hypergeometric). (B) Top 12 enriched motifs found in open chromatin peaks in each cell population. (C) ATAC-seq signal (log2) from all spermatogenesis cell types, plotted over unmethylated regions (UMRs) identified in mature sperm.

How the deposited data were processed for this re-analysis (not part of the article)

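Single-cell RNA sequencing was done on testes of adult zebrafish in 2 replicates, and these 2 libraries are the samples analysed here. The files hold the scRNA-seq data only, so results from scATAC-seq, DNA methylation sequencing and in situ hybridisation were left out. The authors mapped the reads to danRer11 and counted them with Cell Ranger, in version 7.2.0 by the paper's methods and version 6.1.2 by the header of the matrices, and the deposited values are raw counts of UMIs for each gene in each barcode called a cell, without normalization or pooling of the replicates. No values in another unit were used. The kit is given in 1 version in the paper and in another in the sample labels, and the release of the gene annotation is not named in the paper's text.

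The files pair no symbols with their Ensembl identifiers. Symbols were taken from a reference table of gene names for 29201 of them, while the other 3319 had none there. A supplementary dataset of the paper gave names for 1484 identifiers, counted whether or not the reference table named them. Genes named in the paper were used only where exactly 1 identifier matched, which left out hist1h2a6, dnmt3bb.1, mbd1a, izumo1 and theg, with no identifier, and lin28a, smad6a and smad6b, with 2. The identifier of each of the 49 genes of Fig. 2A was checked against the values in the source data of that figure, which it matched in all 1225 cells held there.

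Cells with fewer than 200 or more than 7000 genes or more than 5% of UMIs on the 13 genes whose symbols start with mt- were left out, by the limits of the paper's methods, which kept 25745204 UMIs in replicate 1 and 38950334 in replicate 2. No doublet caller was used in the main setting, since the methods name none for these data. As an alternative, a score of doublets simulated from pairs of cells, in an own implementation of the method of Scrublet, called 74 cells of replicate 1 (2.45%) and 107 of replicate 2 (2.10%).

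Stage labels of replicate 1 are those of the study in the source data of Fig. 1B, of which only the first 1999 cells were available, all from replicate 1. All 1999 barcodes were found in the counts. The labels were to be used if at least 95% of these barcodes had the same UMI total in both. Over all genes 1296 of the totals were equal (64.8%), with differences of at most 5 UMIs, and over the genes seen in at least 3 cells 1998 were equal (99.95%). That filter on genes is not stated in the paper and was found after the data were seen. The labels were kept on this ground, and clusters named from markers were run as an alternative to them. Within the range of barcodes of the copy, 112 cells passed the limits without being in it, and formed a class of cells not kept by the study. The other 907 passing cells of replicate 1, which lie outside that range, were not used for stages.

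For replicate 2, counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were reduced to 30 principal components over both replicates, and each cell took the label of the majority of its 15 nearest labelled cells. Left out of the variable genes were 781 genes. They are those named from the paper, of Fig. 1E, of the gene sets, of the cell type markers and of the list of 162 driver genes. The list of 604 driver genes and the genes picked between neighbouring stages were not left out as such. Leiden clusters at a resolution of 0.5 with less than 5% of their cells from one replicate, after weighting for the number of cells, got no stage. The non-germ clusters were clustered again at a resolution of 1 and named where at least 3 fixed markers were detected and the leading genes did not go against the name. Labels hidden in 10 parts of the annotated cells were used to measure the transfer.

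Raw counts were summed per replicate and stage, which gave 14 sums. Tests used edgeR 4.0.16 with its filter filterByExpr, TMM normalization and quasi-likelihood fit of all 14 sums, followed by Benjamini-Hochberg adjustment over the 13992 genes tested. Markers of a stage were called against the mean of the other 6 stages at an adjusted p under 0.05 and a log2 fold change over 0.25, and genes changed between neighbouring stages at a log2 fold change over 1 in size. Driver genes were tested with an F test over the 7 stages. Gene sets were tested with camera of limma 3.58.1, at a preset correlation of 0.01. The test fry was run as well, but asks only whether a set changes at all and not whether it changes more than other genes, so it is not reported. Their p-values were adjusted by Benjamini-Hochberg over the 5 sets, a step added after the results were seen. The sets were fixed by symbol and hold 95 ribosomal protein genes, 78 of 83 listed ribosome biogenesis genes, 44 of 55 listed meiosis genes, 185 chromatin genes and 148 cilium genes. The named genes are all those that the paper's text names for these data or for the stages of its chromatin data, and for each pair of neighbouring stages the gene with the largest rise and the gene with the largest fall among those past the limits, changed the same way in both replicates and at 50 CPM (the UMIs on a gene scaled to a common total with TMM factors) or more in the higher stage. Where such a gene had few UMIs in the lower stage, the ratio of its UMIs with an exact interval is given in place of the fitted fold change. Genes tet2, tet3, id4, nanos1 and socs2 had too few counts to test, and the single-gene results of 2 other named genes are not reported here.

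Sums of different stages with the same replicate number come from the same library and so from the same animals. Their deviations from the stage means correlated with a median r of 0.195 over 21 pairs of stages, from 0.0872 to 0.437. The fit does not hold the replicate as a block, and a fit with the block was run as an alternative. The test was tried on simulated sums drawn from a common mean of each gene over all stages, its estimated dispersion and the real library sizes. The changed genes were drawn among those with many UMIs and changed in SPC-I alone. Calls used the adjusted p without a fold limit. Where no gene was changed between SPT-e and SPT-r, 1 of 13992 was called.

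The samples, tests, markers, gene sets, rule for named genes and alternatives were set before the data were examined, with these exceptions. Chosen later were 2 alternatives, the features centred within replicate and the mitochondrial genes taken as all names starting with mt. The adjustment of p-values over the gene sets and the filter on genes for matching UMI totals also came later. So did the tests of candidate explanations that the additional observations mark as chosen after the result was seen. The alternatives were total UMIs without TMM normalization, the number of cells as the scale in place of the library size, no filter on low counts, the replicate as a block, DESeq2 1.42.0 with its size factors, labels transferred in both replicates, clusters named from markers, called doublets left out, 50 neighbours, a mitochondrial limit of 10%, no upper limit of genes, means in place of medians per stage, thinning to 1000 UMIs, shares without mitochondrial genes, a resolution of 2 for the non-germ clusters, and each replicate left out in turn. With a single replicate left there is no test, so only fold changes are given. They are differences of log2 CPM with a small count added and TMM factors from that replicate alone. Both replicates can thus lie on the same side of the fitted value. Splits of the sums into other groups were drawn with a fixed seed.

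The UMIs of a sum range from 665131 to 14020911. For a gene without UMIs a floor of 3 UMIs was set, which makes 3 in 665131 in the smallest sum. Exact Poisson intervals reach higher for such a gene, such as 5.32 CPM with 693732 UMIs in total. All intervals cover counting error only. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, figures were drawn with matplotlib 3.10.9, and R was at version 4.3.3.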

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

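The tests of Leydig genes in this part were chosen only after the result was seen.

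A cluster of 759 cells held cells of replicate 2 alone, and the paper's methods state that clusters with low UMI counts or from 1 replicate alone were removed as likely artefacts. Its median cell had 1484 UMIs. It was led by apoeb, gsdf and small nuclear or other short structural RNAs. On gsdf it had 73.9 CPM and on rpph1 133, while the sums of stages reached at most 15.0 and 60.5. A candidate explanation is that these are droplets with free RNA and no cell. In that case the same RNA should also be seen in other droplets of replicate 2 and less so in replicate 1. In SPT-e of replicate 2, gsdf had 8 UMIs, 5.26 CPM (exact Poisson 95% interval 2.27 to 10.4), and in SPT-e of replicate 1 it had 0 of 693732, which allows up to 5.32 CPM. Over all 7 stages gsdf had 3.29 CPM (2.70 to 3.97) in replicate 2 and 0.859 (0.470 to 1.44) in replicate 1. The first comparison does not separate the replicates and the second goes with more free RNA in replicate 2, and the summed cluster correlated with all other cells of that replicate at r = 0.934 across genes. Another candidate explanation is shallow cells of a germ stage. The closest stage, SPG-Aun, correlated with the cluster at r = 0.839, against 0.932 to 0.982 between the replicates of a stage, here over the genes above 5 CPM on average in these sums and not over the genes tested. The cluster has far fewer UMIs than that stage, which lowers such a correlation, so this value alone does not decide. The 6 Leydig genes had 2981 CPM (exact 95% interval 2896 to 3068) in the cluster and 223 (200 to 248) in SPT-e of replicate 2, whose cells are as shallow and which has the highest level of the 7 stages. Whatever brings these genes into germ cells, this argues against shallow germ cells as the whole cluster. A droplet of the cluster held 6.112 UMIs of these genes on average and a droplet of the 7 stages of replicate 2 between 0.397 and 0.998, so that free RNA spread evenly over all droplets does not account for the cluster either. Droplets with an uneven, larger amount of free RNA, pieces of broken cells, and germ cells in part of the cluster stay open. Both replicates are adult testes without a condition that sets them apart, and no biological explanation was tested.

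A second cluster of 174 cells had 170 of them in replicate 2 and 4 in replicate 1. Its median cell had 6581 UMIs. It was led by igfbp1 with 278 CPM, phlda3 with 168 and isg15 with 2644. In the sums of stages the highest levels of isg15 were 147 in SPG-Aun and 122 in SPG-Ad, both of replicate 2. No technical or biological explanation of this cluster was tested, beyond its being nearly all from 1 library.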

How the results depend on the processing

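The tests with features centred within replicate, and those with mitochondrial genes taken as all names starting with mt, were chosen only after the result was seen. Of 56 summary results, such as counts of genes, shares and medians, 28 stayed within the spread between replicates or within 1.5 times their count under every alternative that was run. Over their 367 values under alternatives, 330 did so, 35 moved and 2 reversed. Of 91 contrasts of single genes, 22 kept their direction and their side of the limit throughout. Over their 941 values, 800 did, 32 lost the call, 13 gained it, 71 moved with 1 replicate left out and 25 reversed. Except where a value or the construction of the alternative is named below, the cause was not tested.

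Cells passing the filters rose to 3309 and 5358 with a mitochondrial limit of 10%, and to 3138 and 5310 without an upper limit of genes, since fewer cells are then left out. Non-germ cells rose to 75 and 128 with the limit of 10%.

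The share of SPG-Aun was higher in replicate 2 by 7.51 points with transferred labels in both replicates, by 14.8 with 50 neighbours and by 7.67 with features centred within replicate, and went to −22.7 with clusters named from markers. For SPG-Ad the difference was −2.25 with features centred and 22.9 with clusters named from markers. For SPG-B it was −2.36 with transferred labels in both replicates. With clusters named from markers the differences were −3.80 in SPC-I, 2.05 in SPC-II and 2.57 in SPT-e. How SPG-Aun and SPG-Ad divide between the replicates thus depends on how labels are given.

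With means in place of medians, UMIs per cell of SPC-II over SPC-I were 1.21 and those of SPT-e over SPT-r 0.188. Of the ratios tested at equal depth, that of genes per cell in SPT-e over SPG-Ad at 1000 UMIs was 1.04, with 148 and 287 cells of SPT-e too shallow for it.

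The number of cells as the scale asks for UMIs per cell in place of shares, and so follows the depth of the stages. It gave 9333 genes higher in SPG-Ad, 4102 in SPG-B, 6030 in SPC-II and 965 in SPT-e. It gave 198 genes changed from SPG-Aun to SPG-Ad, 4484 from SPG-Ad to SPG-B and 11475 from SPT-r to SPT-e, and 10 of 12 calls among methylation genes in SPC-I against SPG-Ad. It moved the median log2 fold change of all genes by −2.85 to 1.05, against −0.47 to 0.38 without TMM normalization and −0.23 to 0.34 with DESeq2.

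The split into higher and lower genes moved by more than 10 percentage points in 8 of 13 comparisons without TMM normalization. Against the other 6 stages it went from 2456 higher and 2954 lower to 3533 and 2341 in SPG-B, from 3680 and 2111 to 4792 and 1676 in SPC-I, from 3681 and 2837 to 5519 and 1742 in SPC-II, and from 3425 and 3432 to 2880 and 5652 in SPT-e. Between neighbours it went from 346 and 1606 to 667 and 1049 at SPG-B, from 1555 and 1622 to 2090 and 1230 at SPC-II, from 2027 and 1366 to 1200 and 3255 at SPT-r, and from 1548 and 1414 to 1157 and 2184 at SPT-e. With the number of cells it moved in 11 of 13, to 8195 and 1803 in SPG-Aun, 9333 and 1269 in SPG-Ad, 4102 and 1922 in SPG-B, 6030 and 1372 in SPC-II and 965 and 11655 in SPT-e, and between neighbours to 192 and 6 at SPG-Ad, 108 and 4376 at SPG-B, 1420 and 1862 at SPC-I, 3041 and 802 at SPC-II, 1475 and 2308 at SPT-r and 218 and 11257 at SPT-e. With DESeq2 it moved in 6 of 13, to 4593 and 4340 in SPG-Aun, 2847 and 2576 in SPC-I, 3970 and 1537 in SPT-e, 625 and 898 at SPG-B, 1538 and 1454 at SPC-I and 2065 and 770 at SPT-e. Alternatives that keep the scale also moved the split in some comparisons. With called doublets left out it was 3420 and 2511 in SPG-B against the other 6 stages, and 645 and 1104 at SPG-B between neighbours. In SPT-e it was 4228 and 1980 without the filter on low counts and 3671 and 2003 with features centred. Against the other 6 stages, SPG-Aun, SPG-Ad, SPC-I and SPC-II had more genes higher than lower in the main setting and under all alternatives with these contrasts, while in SPG-B, SPT-r and SPT-e the larger group changed with the alternative. Between neighbours, more genes were lower than higher at SPG-B under all alternatives with that contrast.

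Clusters named from markers give no SPG-B and hence no contrast that needs it. The cluster named SPG-Ad has 1227 of its 1443 cells in replicate 2 and no SPG-Ad marker among its 10 leading genes, most of which are heat-shock genes, and in a cluster named SPT-r the study labels 203 of 284 cells SPT-e. Values under this alternative compare these clusters and not the study's stages. With them 0 genes passed the limits between SPG-Aun and SPG-Ad, where 1068 of 14889 had an unadjusted p under 0.05, and 5296 changed from SPC-II to SPT-r. The calls were 3 of 12 methylation genes in SPC-I against SPG-Ad, 5 of 5 contrasts of the stained genes and 3 of 6 of the stage markers. Features centred within replicate gave 1124 genes changed from SPG-Ad to SPG-B, and DESeq2 called 3 of 12 methylation genes in SPC-I against the other 6 stages.

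With each replicate left out in turn, median log2 fold changes ranged from 1.27 to 1.78 for ribosomal protein genes, from 2.41 to 2.76 for ribosome biogenesis, from 1.53 to 1.72 for meiosis and from 0.63 to 0.78 for chromatin genes. These are differences of log2 CPM and not fitted values. The value of ddx4 in SPC against SPT ranged from −0.0029 to 0.80, so that replicate 1 decides it.

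Single genes reversed as follows, in log2 fold changes. With clusters named from markers dnmt3aa was 0.082 and mbd1b −0.0023 in SPC-I against SPG-Ad, and eno3, e2f5 and ripply2 were 0.13, 0.034 and 0.0098 in SPG-Ad against SPG-Aun. With the number of cells as the scale dnmt3bb.3, tet1 and mbd1b were −0.90, −0.30 and −0.92 in SPC-I against SPG-Ad, mbd3b was 0.23 in SPC-II with SPT-r, e2f5 0.11 in SPG-Aun against the other 6 and esco2 −0.37 in SPC-I against SPG. Without TMM normalization dnmt3ab was 0.035 in SPC-I against the other 6 and bub1ba 0.068 in SPC-I against SPG. Without the filter on low counts setb was −0.079 in SPC against SPT, eno3 −0.049 in SPG-Aun against the other 6, bub1ba 0.029 in SPC-I against SPG and mbd3b −0.044 in SPC-I against the other 6. In that last contrast mbd3b was also −0.016 without doublets, −0.034 with features centred and −0.099 with DESeq2, mbd1b was −0.023 with DESeq2 and dnmt3ba −0.065 with transferred labels in both replicates. With DESeq2 setb was −0.11 in SPC against SPT and eno3 −0.0083 in SPG-Aun against the other 6. Of the reversed values, those of dnmt3bb.3 and mbd1b with the number of cells were past the limit.

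Among the contrasts of single genes, the replicate as a block changed 1 call, that of dnmt1 in SPC-I against SPG-Ad, from −0.64 (adjusted p = 0.0957) to −0.63 (adjusted p = 0.0185, in a range from 0.000935 to 0.507 over the alternatives, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all genes it gave more calls, such as 194 in place of 130 from SPG-Aun to SPG-Ad, 2283 in place of 1952 from there to SPG-B and 6690 in place of 5791 in SPC-I against the other 6 stages. Low genes rest on few UMIs, such as tet1 with 12 and 29 UMIs in spermatocytes. Among the stages, the sum of SPG-B in replicate 2 is the smallest, with 665131 UMIs from 89 cells. In simulated sums, 58% of changed genes were called in SPC-I against SPG-B and 91% in SPC-I against the other 6 stages. These contrasts differ in form and depth was not varied, so they do not measure what depth costs.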

Differences from the paper's values

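Of the tests in this part, only those with features centred within replicate were chosen after the result was seen.

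The paper gives 125 somatic cells in its results and 219 in its methods, and 135 cells were found in non-germ clusters, which differs from the second number and not from the first. With a mitochondrial limit of 10% the number was 203, within 1.5 times the 219 and beyond 1.5 times the 125, while a resolution of 2 for the non-germ clusters divides the same 135 cells. For Sertoli cells the paper shows about 11 in replicate 1 and about 34 in replicate 2 in Appendix Fig. S2A, read by eye, and 2 and 12 cells were named here, all in the cluster of the subset. A resolution of 2 left these at 2 and 12, while the mitochondrial limit of 10% gave 6 and 39, which no longer differed from the paper's. An unnamed cluster of 4 cells of replicate 1 and 16 of replicate 2 had krt18a.1 at 2184 CPM, aldh1a2 at 378 and cxcl12 at 1647. It scored highest for endothelial markers, but counted as Sertoli cells it would narrow the gap. With the limit of 10%, a cluster that was likewise led by ccl25b and krt15 was named Sertoli. The same limit gave 21 and 55 Leydig cells against about 10 and about 31 in that figure, which differed, while the 19 and 44 of the main setting did not. Of immune cells Appendix Fig. S2A shows about 25 in replicate 1, read by eye, against 7 here, and neither a resolution of 2, with 13, nor the limit of 10%, with 11, closed the gap. An unnamed cluster with 19 cells of replicate 1 had all 9 distinct immune markers raised more than 2-fold, with rac2 at 719 CPM against 402 in the immune cluster, and was left unnamed only because none of them was among its 10 leading genes. Counted as immune cells, it would bring the number in replicate 1 to 26. Names of clusters were rebuilt here from fixed markers, and 41 non-germ cells were left unnamed.

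In replicate 2 the paper's source data put 17.8% of the cells in SPG-Aun, and the share here was 28.1%. Of the alternatives set before the data were examined, transferred labels in both replicates leave replicate 2 as it is, and the others did not close the gap, with 10.5% for clusters named from markers, 28.3% without doublets and 30.2% with 50 neighbours. With features centred within replicate, which was chosen after seeing the values, it was 23.1%, no longer more than 1.5 times the paper's. The paper's share of SPG-B in replicate 2 is 6.92%, and the share here was 2.22%. The alternatives that bear on it gave 2.22% without doublets, 1.56% with 50 neighbours and 2.60% with features centred, chosen after seeing the values, and none of them closed the gap. Clusters named from markers gave no SPG-B.

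Within SPG-A, the paper characterises SPG-Aun by eno3, e2f5 and ripply2. All 3 were lower in SPG-Ad than in SPG-Aun here, by −0.66, −0.66 and −0.65 on the log2 scale, but none of them past the limit. The values were −0.86, −1.15 and −1.01 in replicate 1 and −0.41, −0.21 and −0.25 in replicate 2. With transferred labels in both replicates eno3 was called in this contrast (−0.80).

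The paper proposes that changes of methylation in SPC-I likely come in part from de novo methylation, driven mainly by high expression of dnmt3bb.2. Here dnmt3bb.2 had 13.1 CPM in SPC-I, against 24.8 in SPG-Ad and 32.6 in SPG-Aun, and dnmt3bb.3 had 85.8 CPM in SPC-I, although reads of these 2 paralogs could be divided differently by another way of counting, as the log2 fold change of dnmt3bb.2 in SPC-I against SPG-Ad (−0.93) was tested on the deposited counts alone. The paper also proposes reduced dnmt1 expression at these stages as a potential source of demethylation. In SPC-I against SPG-Ad dnmt1 was lower by −0.64, which was not past the limit, and it was called with the replicate as a block (−0.63) and with the number of cells as the scale (−1.57). Against the mean of the other 6 stages, SPC-I was called higher (1.16), and SPC-II with SPT-r was called lower than the other 5 (−3.21).

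The paper states that tet1, tet2 and tet3 are not expressed in spermatocytes. Here tet1 had 12 and 29 UMIs in spermatocytes of the replicates, 2.95 and 3.76 CPM against 3.11 and 2.33 in spermatogonia, and was called higher in SPC-I than in the other 6 stages (1.36), though not with features centred within replicate or DESeq2. Spermatocytes had 2 UMIs of tet2 in each replicate (0.491 and 0.260 CPM) and 3 and 7 of tet3 (0.737 and 0.909 CPM), which is closer to the paper's statement. The Sertoli gene gsdf had 0.859 and 3.29 CPM over all 7 germ cell stages, in replicate 2 near the level of tet1.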

Other observations

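In this part, the tests of the makeup of cell types behind the heat-shock genes and of free RNA behind them within spermatogonia, of the loss of SPG-B in the transfer and of doublets in the cluster with markers of several stages were chosen only after the result was seen.

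The source data of Fig. 1B give a mitochondrial share for each cell. Over the 13 genes whose symbols start with mt-, the count of UMIs was equal to the study's in 1.60% of the 1999 cells and lay 16.2 UMIs lower on average (mean gap −16.2), and the median share was 1.86% against the paper's 2.06%. Over the 94 genes whose names start with mt without the hyphen, the count was equal in 40.9% of cells, the mean gap was 1.39 UMIs and the median share 2.08%. With that definition 3003 and 5075 cells passed the filter.

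Heat-shock genes, 70 genes named hsp or dnaj, were higher in replicate 2 than in replicate 1. Within SPG-Aun their median log2 ratio was 0.34, above that of all 10000 random lists matched on mean expression. In SPG-Ad it was 0.23, above all random lists as well, in SPG-B 0.004 (percentile 99.5) and in SPC-I 0.14 (97.4), while in SPC-II, SPT-r and SPT-e it lay at percentiles 58.3, 71.7 and 67.8. The log2 ratio of hsp70l lay between 1.16 and 2.05 over the stages and that of hsp70.3 between 1.20 and 2.29. A different makeup of cell types in the 2 libraries could raise such a list in the total, but the ratio of 0.3372 within SPG-Aun argues against it as the whole cause. Free RNA that carries transcripts of spermatogonia into other droplets of replicate 2 would raise ribosome biogenesis genes there as well. Their median log2 ratio was 0.6544 in SPT-e and 0.04 in SPT-r, but the heat-shock list was not raised beyond random lists in either, so there is no rise of the list in spermatids to explain. Within SPG-Ad ribosome biogenesis genes were lower in replicate 2 (−0.1656), and the list was raised most in the spermatogonia themselves, which argues against this free RNA as the cause there. For single genes raised in all stages, such as hsp70l, it stays open. With 1 library per replicate, a difference between animals and one in the handling of the samples cannot be separated, and no biological explanation was tested.

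Transcripts of spermatogonia took a larger share of UMIs in SPT-e than in SPT-r. Over 208 genes the ratio was 2.50 in replicate 1 (95% counting interval 2.40 to 2.60) and 3.25 in replicate 2 (3.18 to 3.32). Free RNA weighs more in cells with few UMIs, and would raise genes of Leydig cells by as much or more if germ cells had these from free RNA alone, which was not tested. The 6 Leydig genes had ratios of 1.201 (0.874 to 1.63) and 2.166 (1.87 to 2.51), which is less in both replicates. Since low expression of these genes in round spermatids would lower the ratios too, free RNA as a candidate explanation stays open. Doublets of an elongated spermatid and a spermatogonium are another candidate explanation. Without called doublets and without the cluster with markers of several stages the ratios of the spermatogonial genes fell to 1.783 (1.70 to 1.87) and 1.7 (1.65 to 1.75), which is not 1, so the doublets called do not account for all of it. In these cells the Leydig genes had 1.26 (0.906 to 1.73) and 2.42 (2.08 to 2.82). Free RNA, doublets that were not called, and transcripts kept in the spermatids stay open.

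A cluster of 55 cells of replicate 1 and 51 of replicate 2 carried markers of several stages. Of its cells, 70.75% were called doublets, against 1.32% of all other cells, but a score for mixtures will be high in a cluster seen for its mixed markers, so this does not decide on doublets as a candidate explanation. The study labels 35 of these cells SPT-e. Their median was 863 UMIs, against 1425 in its 391 other SPT-e cells, although doublets should hold more, and 20 of the 35 and 7 of the 391 were called. Whether these are doublets stays open.

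The transfer of labels gave fewer SPG-B in replicate 2 than the study counts. A candidate explanation is that the transfer itself loses them. In replicate 1, where both labels exist for the same cells, it gave 92 SPG-B against 178 in the study, which goes with this explanation. There 72 SPG-B cells of the study were predicted as SPG-Aun and 14 SPG-Aun cells as SPG-B. Such exchanges raise SPG-Aun as they lower SPG-B.

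Other splits of the 14 sums show how often a result as large comes from grouping single sums. They treat the 2 sums of a stage as separate units, although these share the stage, and splits of whole stages were not run. The shares below can thus make a grouping look rarer than it is among stages. For the 4 results below, 100 splits were drawn, and in a fit of 2 groups the real split was the only one of them as large. It gave a median log2 fold change of 1.45 for ribosomal protein genes and 2.61 for ribosome biogenesis genes in SPG-A, 2.93 for cilium genes in SPT, and 6 calls among methylation genes in SPC-II with SPT-r. So 1 of the 100 splits of the 14 sums reached each. Of the 44 among the 100 that take as many sums from each replicate, 1 did in each case. For setb in SPG against SPC and for ckba in SPG against SPT, 1 of the 210 splits of the 10 sums gave as large a difference, and 1 of the 100 balanced ones. For mbd2 in SPC-II with SPT-r it was 14 of the 1001 splits of the 14 sums and 9 of the 441 balanced ones. For hmgb1b in SPC against SPT it was 3 of the 35 splits of the 8 sums, a share not under 0.05. Of the 18 balanced ones it was 2, but 18 splits are too few for any share under 0.05.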
